# Phenotypic and Genomic Diversification in Complex Carbohydrate-Degrading Human Gut Bacteria

**DOI:** 10.1128/msystems.00947-21

**Published:** 2022-02-15

**Authors:** Nicholas A. Pudlo, Karthik Urs, Ryan Crawford, Ali Pirani, Todd Atherly, Roberto Jimenez, Nicolas Terrapon, Bernard Henrissat, Daniel Peterson, Cherie Ziemer, Evan Snitkin, Eric C. Martens

**Keywords:** *Bacteroides*, microbiome, pangenome, polysaccharides

## Abstract

Symbiotic bacteria are responsible for the majority of complex carbohydrate digestion in the human colon. Since the identities and amounts of dietary polysaccharides directly impact the gut microbiota, determining which microorganisms consume specific nutrients is central for defining the relationship between diet and gut microbial ecology. Using a custom phenotyping array, we determined carbohydrate utilization profiles for 354 members of the *Bacteroidetes*, a dominant saccharolytic phylum. There was wide variation in the numbers and types of substrates degraded by individual bacteria, but phenotype-based clustering grouped members of the same species indicating that each species performs characteristic roles. The ability to utilize dietary polysaccharides and endogenous mucin glycans was negatively correlated, suggesting exclusion between these niches. By analyzing related Bacteroides ovatus*/*Bacteroides xylanisolvens strains that vary in their ability to utilize mucin glycans, we addressed whether gene clusters that confer this complex, multilocus trait are being gained or lost in individual strains. Pangenome reconstruction of these strains revealed a remarkably mosaic architecture in which genes involved in polysaccharide metabolism are highly variable and bioinformatics data provide evidence of interspecies gene transfer that might explain this genomic heterogeneity. Global transcriptomic analyses suggest that the ability to utilize mucin has been lost in some lineages of *B. ovatus* and *B. xylanisolvens*, which harbor residual gene clusters that are involved in mucin utilization by strains that still actively express this phenotype. Our data provide insight into the breadth and complexity of carbohydrate metabolism in the microbiome and the underlying genomic events that shape these behaviors.

**IMPORTANCE** Nonharmful bacteria are the primary microbial symbionts that inhabit the human gastrointestinal tract. These bacteria play many beneficial roles and in some cases can modify disease states, making it important to understand which nutrients sustain specific lineages. This knowledge will in turn lead to strategies to intentionally manipulate the gut microbial ecosystem. We designed a scalable, high-throughput platform for measuring the ability of gut bacteria to utilize polysaccharides, of which many are derived from dietary fiber sources that can be manipulated easily. Our results provide paths to expand phenotypic surveys of more diverse gut bacteria to understand their functions and also to leverage dietary fibers to alter the physiology of the gut microbial community.

## INTRODUCTION

Microbial communities in the distal intestines of humans and other mammals play critical roles in the digestion of dietary polysaccharides (1–3). Unlike proteins, lipids, and simple sugars, which can be assimilated in the small intestine, the vast majority of nonstarch polysaccharides (fibers) transit undegraded to the distal gut due to a lack of requisite enzymes encoded in the human genome (4). Microbial transformation of dietary fiber polysaccharides into host-absorbable organic and short-chain fatty acids is a beneficial process that unlocks otherwise unusable calories from our diet (5), shapes the composition and behavior of the gut microbial community (6–8), provides preferred nutrients directly to the colonic epithelium (9–11), and shapes the development of immune cell populations (12, 13).

The abundance of dietary fiber in the mammalian diet and the substantial chemical diversity within this class of molecules provide a prominent selective pressure that drives genome evolution and diversification within symbiotic bacterial populations. The genomes of individual human gut bacteria frequently encode dozens to hundreds more polysaccharide-degrading enzymes than humans secrete into the gastrointestinal tract, reflecting gut microbial adaptations to degrade dietary fibers (3, 4). As examples, the genomes of a few well-studied Gram-negative *Bacteroides* (Bacteroides thetaiotaomicron, Bacteroides ovatus, and Bacteroides cellulosilyticus) encode between 250 and over 400 CAZymes that collectively equip them to target nearly all commonly available dietary polysaccharides (14–16). However, none of these three species is by itself capable of degrading all available polysaccharides, a conclusion that was supported by early phenotypic surveys of cultured human gut bacteria that encompassed species from other phyla (17, 18). These findings suggest that individual microbes fill multiple, specific carbohydrate degradation niches and that a diverse community is required to ensure degradation of the entire repertoire of dietary fibers. Given that hundreds of different microbial species typically coexist in an individual over long time periods (19), it is important to understand how many different polysaccharide metabolism pathways are present within the individual microbial species that compose a community and how these traits are represented across strains and species. If some species possess very similar phenotypic abilities, they may be functional surrogates or compete for similar niches and therefore seldom co-occur.

Members of the *Bacteroidetes* phylum are often among the most numerous bacteria in the human colonic microbiota, with members of the genus *Bacteroides* often prominent in individuals from industrialized countries (19–21). These bacteria are well appreciated for their abilities to degrade a broad range of polysaccharides (16–18, 22, 23) and modify disease states in a bacterial species-specific fashion (24–26). In this study, we empirically measured the abilities of members of 29 different *Bacteroidales* species to grow on a custom panel of carbohydrates that span the diversity of plant, animal, and microbial polysaccharides. Our results reveal a wide range of metabolic breadth between different species, indicating that some have evolved to be carbohydrate generalists, while others have become metabolically specialized to target just one or a few nutrients. A pangenome analysis of several related strains provides insight into the evolutionary events that shape carbohydrate utilization among these important symbionts and reveals a dizzying mosaic of heterogeneity at the level of discrete gene clusters mediating polysaccharide metabolism. Based on the analysis of several variable loci, we provide evidence to support a mechanism of lateral gene transfer that may account for this mosaic architecture. Our results provide a glimpse into the metabolic breadth and diversity of an important group of human gut bacteria toward polysaccharide metabolism. Given the large amount of genomic and metagenomic sequence information that has been generated from the human microbiome, phenotypic studies such as the one presented here represent important next steps in deciphering the functionality of these organisms in their native gut habitat.

## RESULTS

Phenotypes are the ultimate measures of biological function. However, large-scale phenotypic analyses are still uncommon in surveys of the human gut microbiome, which have instead relied on sequence-based approaches to infer function, often with substantial uncertainty. This lack of phenotypic information is due partly to a lack of high-density (e.g., strain level) culture representation for the dominant taxa combined with a lack of defined growth conditions to measure the behavior of these organisms. With the resurgence of gut microbial culturing, both of these gaps have begun to close (27–30), revealing an urgent need for scalable platforms to define the actual behavior of these organisms. To address this gap, we assembled a collection of human and animal gut *Bacteroidetes* and constructed a custom anaerobic phenotyping platform centered around carbohydrate metabolism, a key function that symbiotic gut microorganisms contribute to mammalian digestion (4). This array consists of 45 different carbohydrates (30 polysaccharides and 15 monosaccharides) that span the repertoire of common sugars and linkages present in dietary plants and meat, as well as host mucosal secretions and some rare nutrients consumed in regional populations or as food additives (see Fig. S1 in the supplemental material for a summary of polysaccharide structures).

10.1128/mSystems.00947-21.1 FIG S1 Schematics of the polysaccharides used in this study with sugar composition and linkages schematized according to the “Symbol nomenclature for glycans” standard format and based on the symbol key provided at the right. Linkages are labeled as α or β, and the number provided represents the carbon position in the recipient sugar. The carbon in the donor sugar is carbon-1 in all cases except *N*-acetyl neuraminic acid and is not shown. Note that pectic galactan (potato and lupin), xylan (oat spelt and wheat arabinoxylan), and amylopectin (potato and maize) can have variable structures based on the plant source. Abbreviations for several polysaccharides are provided in parentheses and used throughout the text and figures. Download FIG S1, PDF file, 0.5 MB. Copyright © 2022 Pudlo et al. 2022 Pudlo et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

The carbohydrate utilization abilities of 354 different human and animal *Bacteroidetes* strains were measured by individually inoculating each into this custom growth array and automatically monitoring anaerobic growth every 10 to 20 min for 4 days (see Materials and Methods). Based on the 16S rRNA gene sequence for each strain, this collection encompasses 29 different species based on the requirement that each strain possesses ≥98% 16S rRNA gene identity to a named type strain in a given species (Table S1a) (note that all but three strains, which were all related to each other and to Bacteroides uniformis, met this criterion). The resulting 31,860 individual growth curves were first inspected manually and then subjected to automated analysis to quantify total growth and growth rate parameters for each substrate (see Materials and Methods). A normalization scheme was employed to compensate for general growth differences in the two differently defined medium formulations employed (see Table S1a for a full list of strains assayed and all raw and normalized growth measurements; see Fig. S2 in the supplemental material for an analysis of replicates).

10.1128/mSystems.00947-21.2 FIG S2 Correlation of replicate growth and rate measurements. Two replicate measurements were made for each of the two parameters recorded, namely, total growth (A) and growth rate (B), for each species on each carbohydrate substrate. Data points are color coded based on whether the two replicates exhibited variation between 0% and 5% (black), 5% and 10% (blue), 10% and 20% (green), >20% (orange), or growth in one assay and no growth in the other (red). (C) A linear function was fitted (with red points omitted) to calculate an r^2^ value for the data set associated with the utilization of each individual substrate. Measurements on some substrates were more variable than on others due, at least in part, to the tendency of these substrates to partially precipitate or retrograde during growth, which yielded variable levels of background absorbance. Download FIG S2, PDF file, 0.5 MB. Copyright © 2022 Pudlo et al. 2022 Pudlo et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00947-21.8 TABLE S1 (a) Strain designations, growth levels, growth rates, host species, isolation periods, growth media, 16S rRNA similarities, and, if applicable, public genome sequence references for all *Bacteroidetes* strains used in this study. (b) Liquid medium recipes and components for growing the *Bacteroidetes* used in this study. Download Table S1, XLSX file, 1.8 MB. Copyright © 2022 Pudlo et al. 2022 Pudlo et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Members of the same species possess similar carbohydrate utilization profiles.

Growth results are summarized in Fig. 1 and 2 and Fig. S3 in the supplemental material. Whether considered from the perspective of how many species degrade a particular polysaccharide (Fig. 1A) or how many individual polysaccharides are targeted by members of a particular species (Fig. 1B), there was substantial variability in carbohydrate utilization among the organisms surveyed (range, 1 to 28 polysaccharides degraded per strain; mean, 15.6). Some polysaccharides like soluble starch/glycogen were degraded by a majority of the species tested, and yet others like the edible seaweed polysaccharides carrageenan and porphyran were used by just one or two strains.

**FIG 1:**
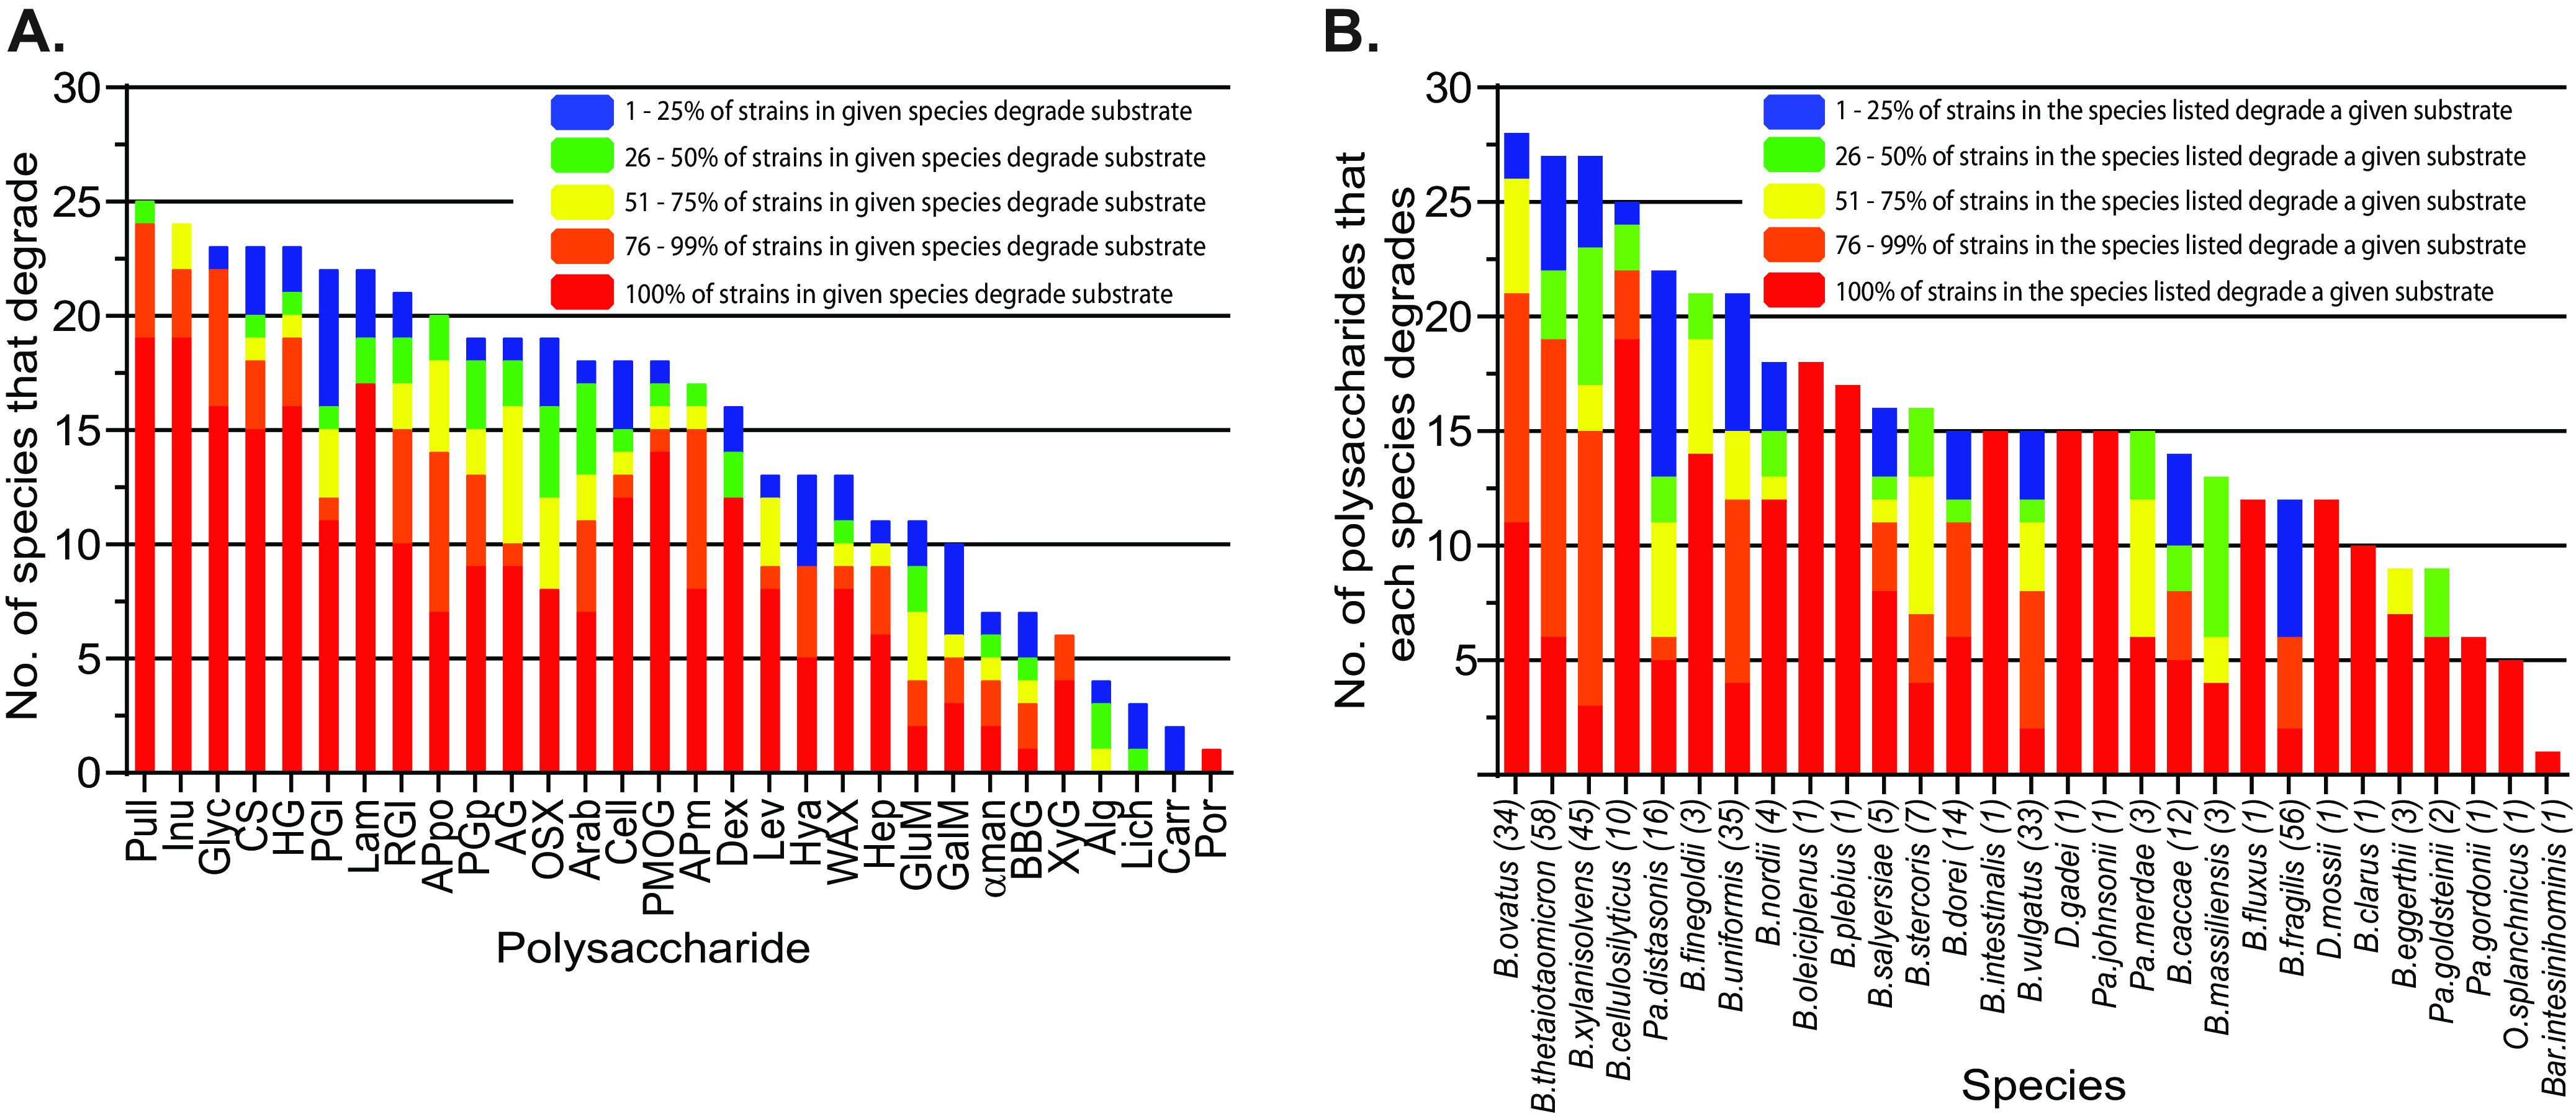
Glycan degradation abilities among gut *Bacteroidetes*. (A) The number of species out of 29 tested that degrade each polysaccharide is listed in order of decreasing degradation frequency from left to right. Since not all strains within a given species necessarily have the metabolic potential to utilize each polysaccharide, colors illustrate the percentage of strains within each degrading species that possess the indicated ability. (B) The number of polysaccharides that a given species degrades is shown in decreasing order. The number of strains tested for each species is listed in parentheses, and colors represent the percentage of strains in each indicated species that degrade each glycan counted toward the total.

**FIG 2:**
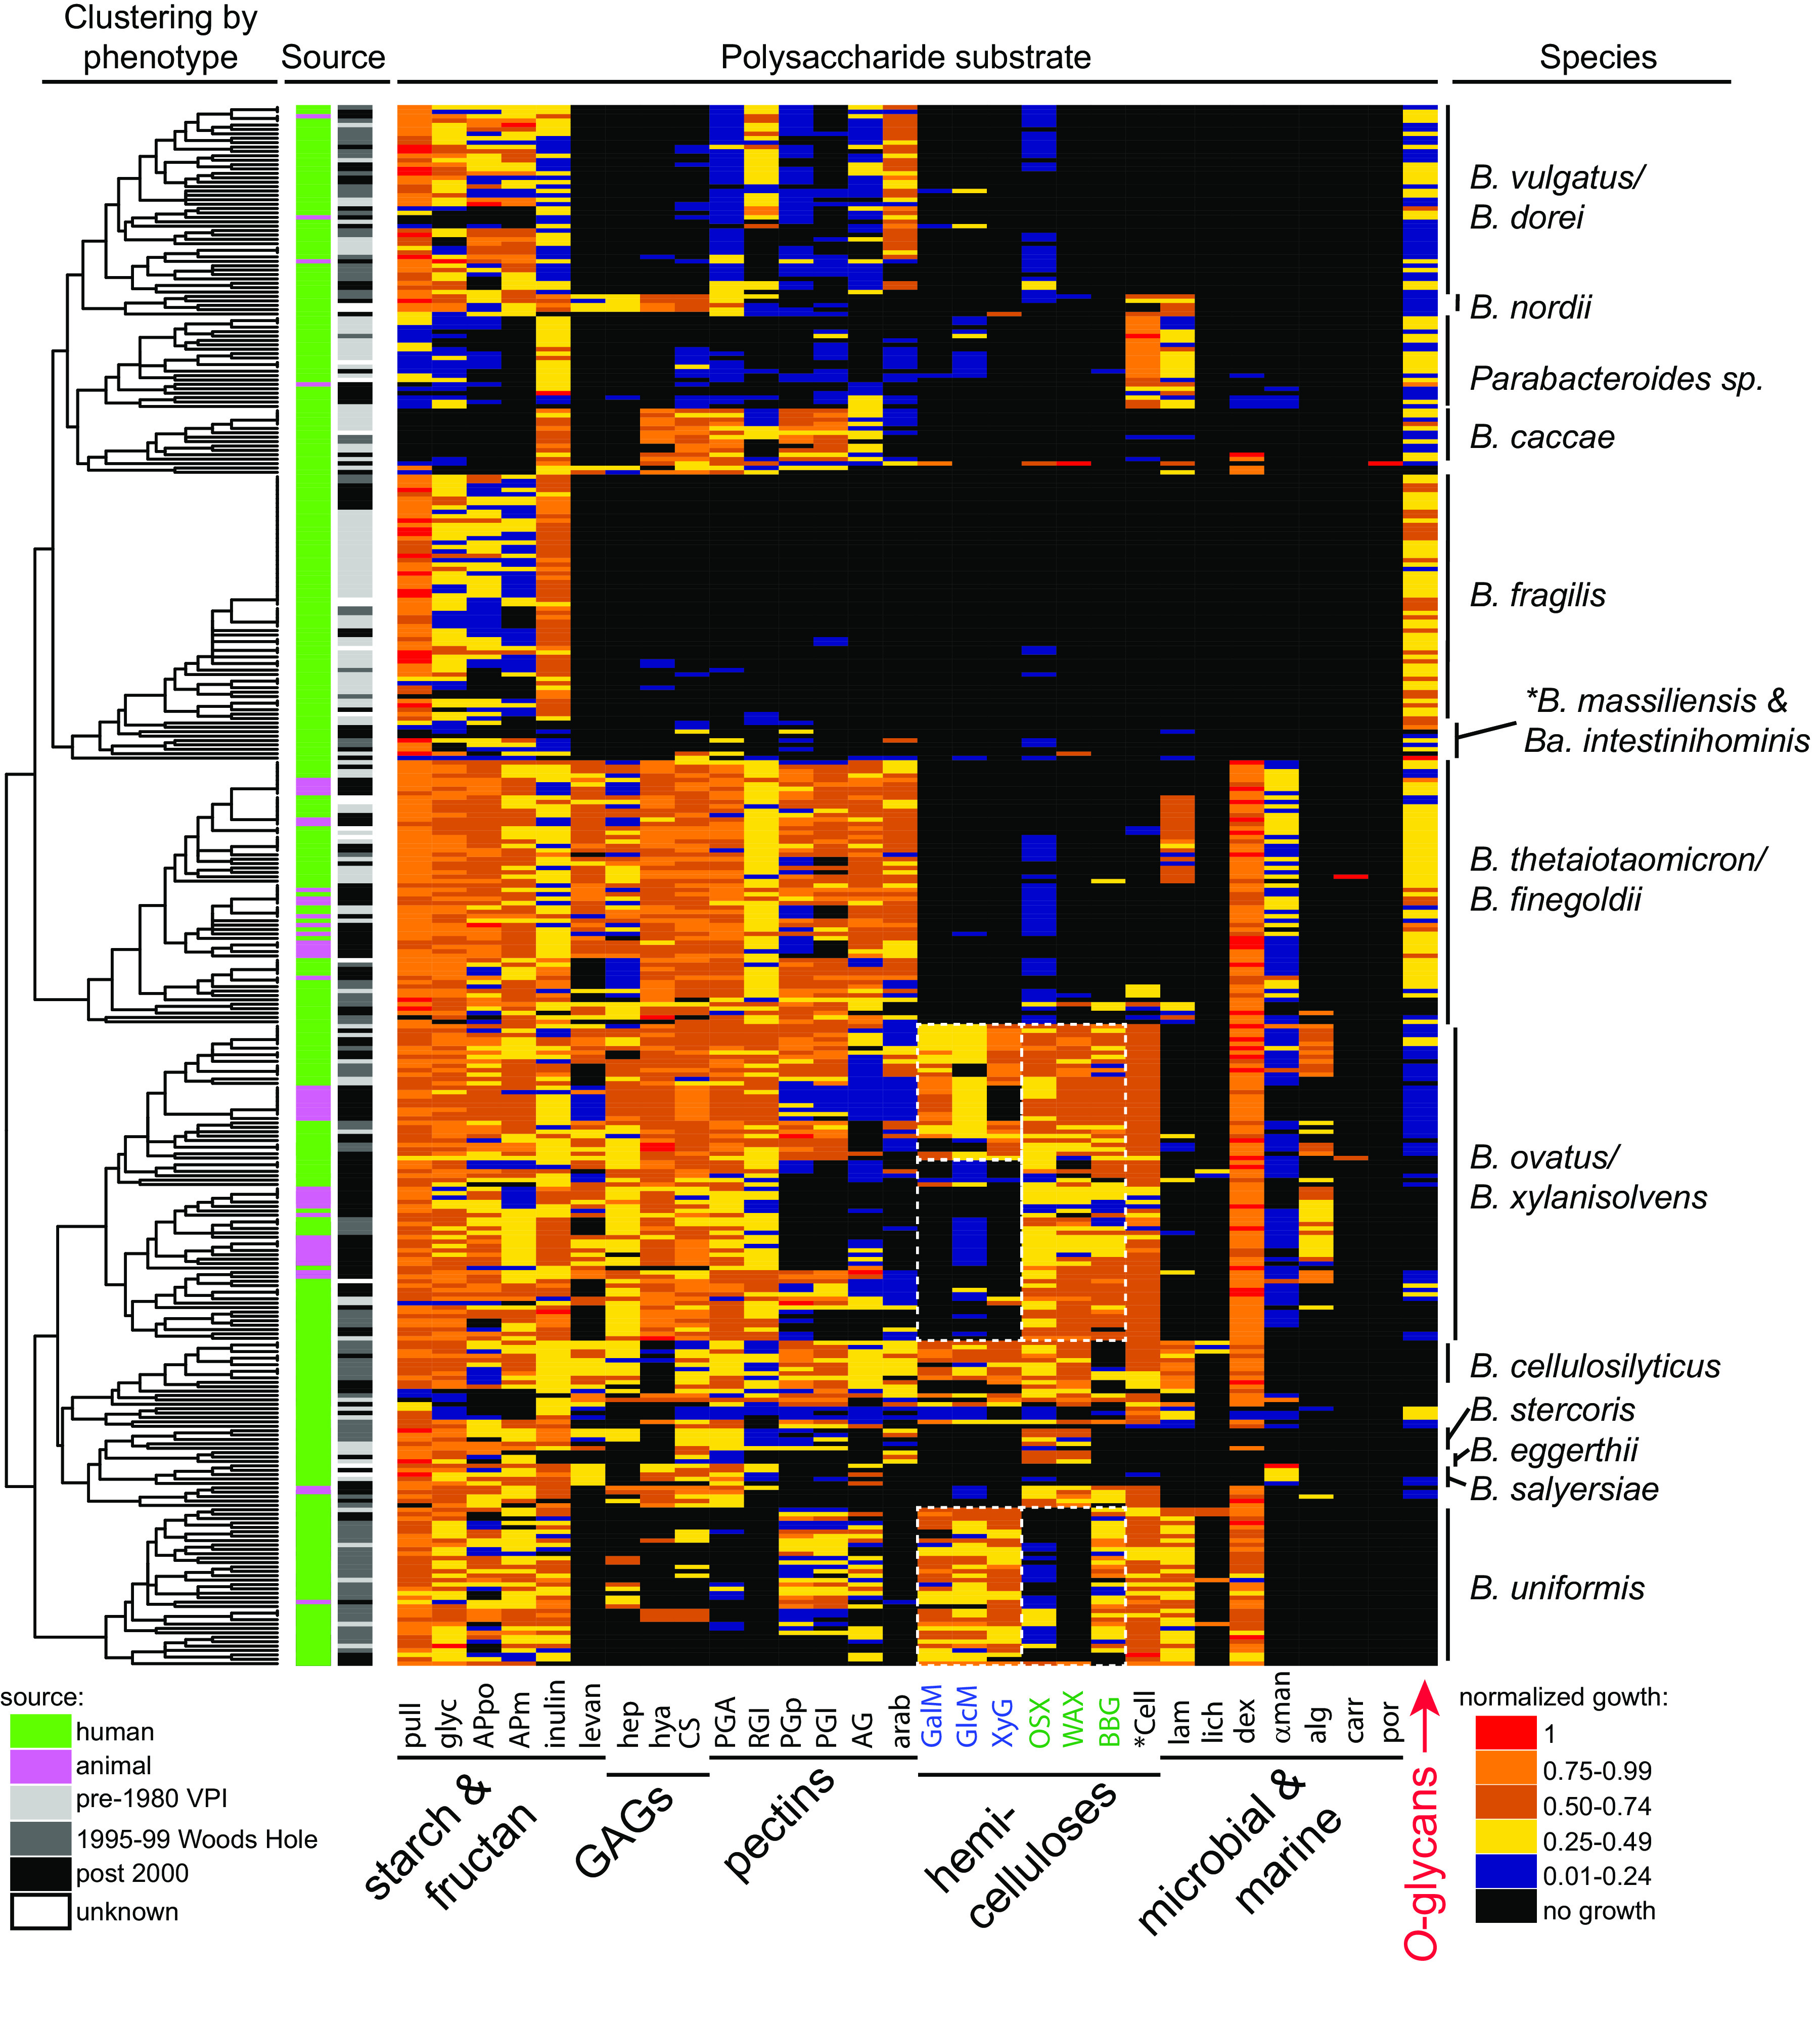
Heatmap of individual polysaccharide utilization traits. Species are clustered by glycan utilization phenotype based on normalized total growth level (Fig. S4B). The magnitude of growth is indicated by the heatmap scale at the bottom right. Columns at the left indicate the source (human or animal) and time period of isolation. The cladogram at the far left shows the results of unsupervised clustering of the data based on the normalized growth data shown. The species designations at the right are the results of 16S rRNA gene sequencing (>98% identity to the species type strain was used to assign species). The region containing mucin specialists *B. massiliensis* and *B. intestinihominis* is indicated but marked with an asterisk because the 4 strains in these 2 species are not clustered perfectly in this region. All raw and normalized growth and rate data for individual strains may be found in Table S1. See Fig. S3 for an expanded heatmap with monosaccharide data and individual strain names labeled. All processed growth curves are available as source data.

Given the diversity in observed carbohydrate utilization phenotypes, we wished to address if closely related strains display similar abilities or instead if strains of the same species have diverged from one another. To assist in visualizing the overall trends in carbohydrate utilization across this phylum, we performed unsupervised clustering of the strains based on their carbohydrate utilization profiles. While many species are not deeply represented by multiple strains, clustering based on a combination of normalized growth and rate measurements largely grouped strains of the same species together (Fig. 2), and as expected, this clustering was driven mostly by polysaccharide utilization abilities (see Fig. S4 in the supplemental material).

10.1128/mSystems.00947-21.3 FIG S3 A heatmap identical to the one shown in Fig. 2 main text, except that monosaccharide growth data are included. Strain names are also noted at the far right side of each panel (best viewed in electronic PDF form with magnification), and animal strains are labeled in red font. Download FIG S3, PDF file, 1.0 MB. Copyright © 2022 Pudlo et al. 2022 Pudlo et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00947-21.4 FIG S4 (A) A scheme for evaluating which aspects of growth phenotype data are most influential for clustering strains that belong to the same species using hypothetical *B. thetaiotaomicron* data as an illustrative example. A quantitative index was used in which the number of strains tested is divided by the minimum number of branches needed to encompass all of the strains for that species, with a perfect score being “1” (e.g., eight *B. theta* strains divided by the minimum of eight branches needed to encompass all strains in the top example). (B) Actual clustering index data for the raw and normalized growth and rate data gathered for 354 different *Bacteroidetes* strains. M and P stand for “monosaccharide” and “polysaccharide” growth, respectively. One of the two most optimal conditions, which incorporates normalized growth data on polysaccharides only, was used to construct Fig. 2 and Fig. S3. Download FIG S4, PDF file, 0.5 MB. Copyright © 2022 Pudlo et al. 2022 Pudlo et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Our data reveal that strains belonging to several individual species possess more similar polysaccharide-degrading abilities to each other than their more distant relatives, a finding that has importance for interpreting or predicting function based on community sequencing data. As examples, all 56 strains of B. fragilis clustered together, reflecting their generally restricted abilities to utilize forms of soluble starch/glycogen, inulin, and mucus *O*-glycans. Likewise, all 36 strains of B. uniformis, a species with a broader metabolic capacity that includes digestion of plant cell wall hemicelluloses, were also grouped together into a single branch. The inclusivity of these groupings was generally independent of the time period when strains were isolated or whether they were isolated from humans or other mammals (Fig. 2).

Another important feature of the observed species clustering is that the grouping does not mirror the overall phylogeny of the gut *Bacteroidetes*. Rather, phylogenetically separated species often group adjacent to one another based on similarities in carbohydrate metabolism (e.g., *B. ovatus/B. xylanisolvens* and B. cellulosilyticus, and B. vulgatus*/B. dorei* and B. fragilis) (see Fig. 3A for a phylogenetic tree based on conserved housekeeping genes) (31, 32). It is interesting to directly compare B. fragilis and B. vulgatus*/B. dorei*, which are two groups with deep strain representation (Fig. 2). Despite being phylogenetically more distant, members of these two species possess similar abilities to degrade starch and related molecules (glycogen and pullulan), inulin, and mucin *O*-glycans. The major distinguishing feature between these groups is the presence of some pectin utilization, which is often weak, among strains of B. vulgatus*/B. dorei*. Indeed, acquisition of growth abilities that are unique with respect to species with an otherwise similar potential may be one way that species avoid direct competition for the same niches.

**FIG 3:**
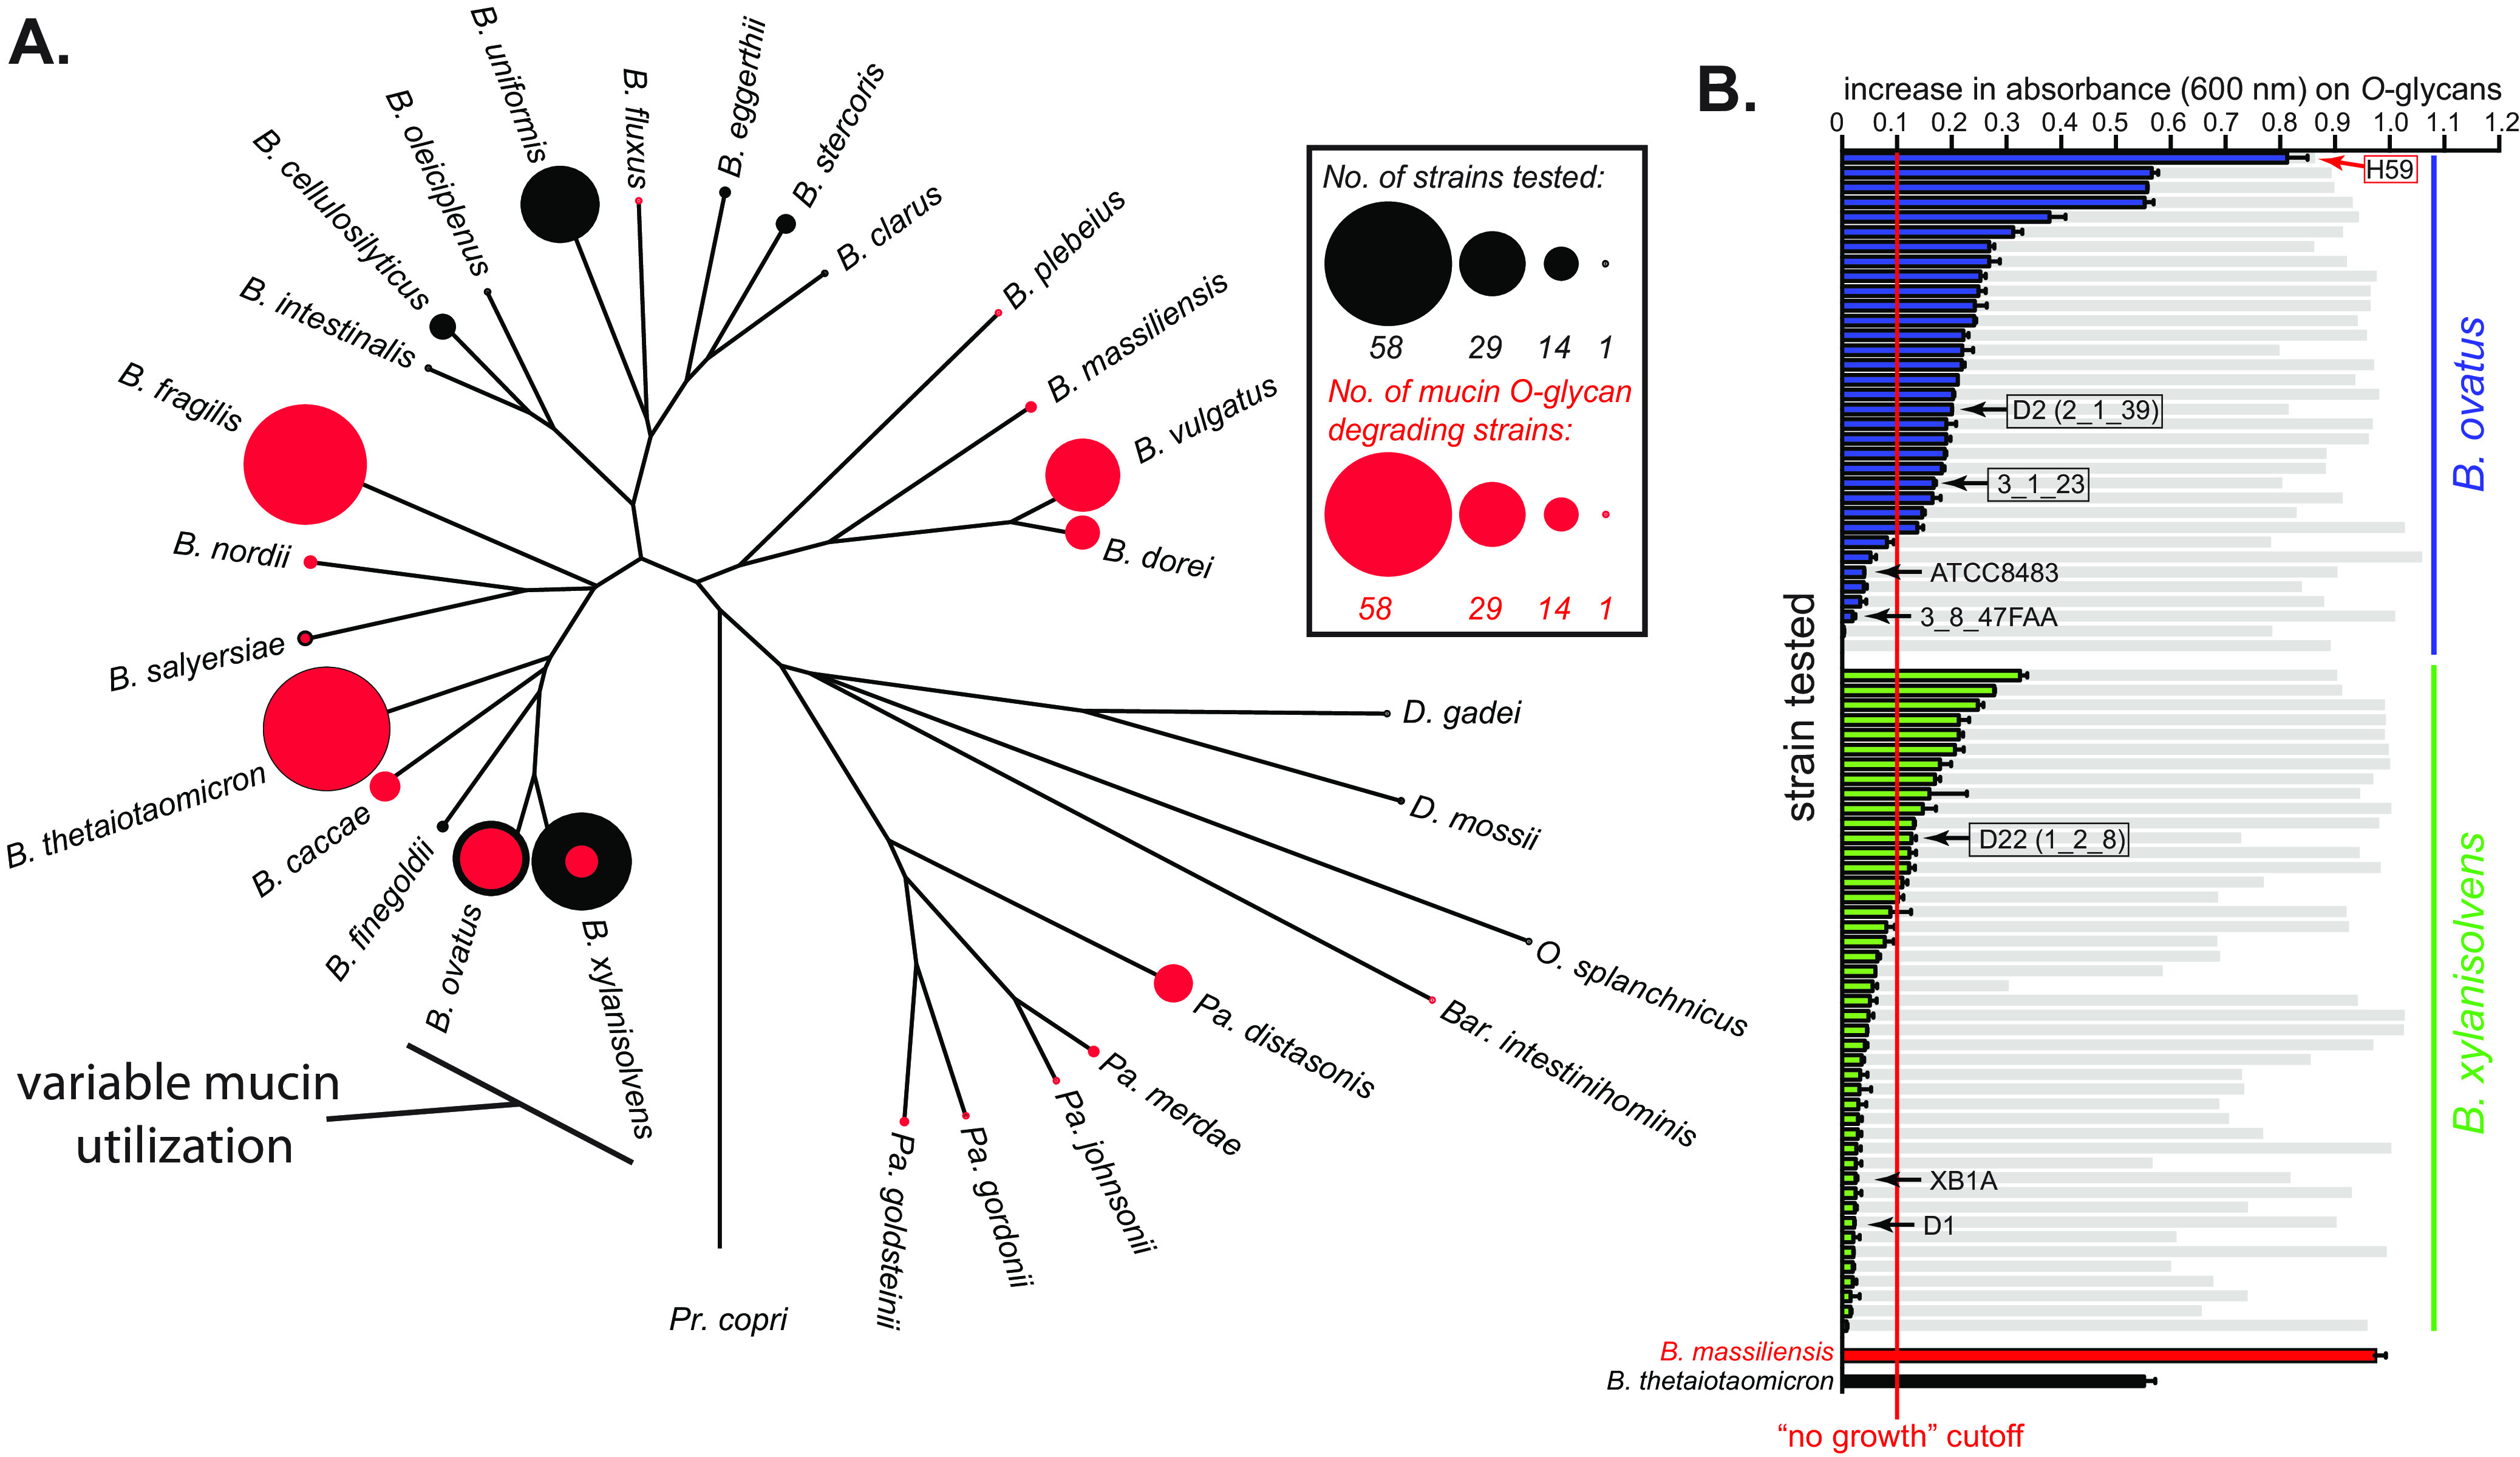
Host mucin *O*-glycan metabolism within the *Bacteroides*. (A) A phylogenetic tree based on housekeeping genes that compares mucin *O*-glycan utilization across species. The diameter of the black circles represents the number of strains tested within each species (sample depth), whereas the size of the overlaid red circle corresponds to the number of strains exhibiting *O*-glycan metabolism. Note that some species have either full or no penetrance of this phenotypic trait and yet others like *B. ovatus*/*B. xylanisolvens* have more extensive variability among strains. (B) Strains of *B. ovatus* (blue) and *B. xylanisolvens* (green) that show variable growth abilities on mucin *O*-glycan (*n* = 2 growth assays per bar, error bars are range between values). Gray histogram bars are total growth controls on an aggregate of the monosaccharides that all strains of these two species grow on (Table S1) and are provided as a reference for overall growth ability on a non *O*-glycan substrate. Data from two established *O*-glycan degraders, namely, *B. massiliensis* and B. thetaiotaomicron, are also shown for reference. Species with black arrows were used for pangenome analyses to compare genetic traits associated with mucin *O*-glycan metabolism. We performed RNA-seq on three strains included in this pangenome analysis (black boxes) that were positive for *O*-glycan utilization and an additional strain, namely, *B. ovatus* NLAE-zl-H59 (red arrow, box), to see if there were unique genes/PULs present in strains that have the ability to grow on mucin *O*-glycans.

Some polysaccharides, especially those present in the cell walls of dietary plants, occur in the same physical context and presumably traverse the gut together, potentially exerting selective pressure for bacteria to use them simultaneously. To test for the co-occurrence of different polysaccharide utilization abilities within the 354 individual strains, we calculated the pairwise correlations between the utilization of any two polysaccharides by the same strain (see Fig. S5 in the supplemental material). This test might reveal tendencies to coutilize different polysaccharides that are chemically different (positive correlation) or avoid using substrates from incompatible niches (negative correlation), if they exist. The presence of two different soluble starches (potato and maize amylopectin) and two starch-like glycans (glycogen and pullulan) provides an internal control since they are essentially identical in their sugar and linkage chemistry but vary in the proportion and placement of branches as well as polymer length, crystallinity, and solubility (Fig. S1). These four molecules are utilized through a single degradation/transport system in the type strain of B. thetaiotaomicron, which was included in our study (33). As expected, the abilities to use these four polysaccharides were among the strongest positive correlations (between 44% and 75%); although, there was not a perfect correlation suggesting that some finer adaptation may exist even for different structural forms of a chemically similar molecule.

10.1128/mSystems.00947-21.5 FIG S5 A Pearson correlation plot to determine if individual growth abilities co-occur in the same strains. For each substrate pair, the values shown indicate the positive or negative correlation value that both substrates will be used by any of the strains among the 354 surveyed. Positive or negative correlations that are ≥0.40 are shown in the colors indicated. Download FIG S5, PDF file, 1.3 MB. Copyright © 2022 Pudlo et al. 2022 Pudlo et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

We also observed positive correlations in the ability of bacteria to simultaneously utilize polysaccharides within two different groups of plant cell wall polysaccharides (pectins and hemicelluloses), as well as animal tissue glycosaminoglycans (Fig. S5, green boxes highlight the 3 separate groups containing substrates with positive correlations within that group, although a weaker correlation can be observed across groups). These correlations occurred despite the fact that the polysaccharides within each of these groups often possess different structures but might co-occur in plant material or digested animal tissue. In the case of the hemicelluloses, there was even some apparent separation based on dicotyledonous versus monocotyledonous sources. The predominantly dicot hemicelluloses (Fig. 2, blue labels) and monocot hemicelluloses (Fig. 2, green labels) show some exclusivity with respect to the bacteria that utilize them. Many *B. ovatus/B. xylanisolvens* strains lack the ability to utilize the three dicot hemicelluloses (GalM, GlcM, and XyG), whereas the ability to degrade those from monocots (OSX, WAX, and BBG) is distributed more evenly. B. uniformis has a partially opposite pattern, preferring substrates from dicots, while only degrading one of the two major monocot structures (BBG) and poorly degrading the two xylans tested (OSX and WAX). Similar observations were also made for pectins and GAGs and could reflect adaptations to simultaneously harvest different nutrients from digesta particles derived from dicot plant cell walls or animal tissue ingested in a carnivorous diet. Finally, there was a positive correlation between the utilization of α-mannan and dextran, two microbial polysaccharides that are not known to occur together in foods or other sources of these polysaccharides (Fig. S5).

### Specialization for mucus *O*-linked glycans.

The most noteworthy correlation between polysaccharide utilization traits was observed between the utilization of host-produced mucin *O*-glycans and many of the other polysaccharides tested. Growth on a total of 19/30 polysaccharides showed negative correlations with the ability to utilize *O*-glycans, with the strongest negative correlations being between *O*-glycans and the seven different hemicelluloses (Fig. S5). This negative correlation is observed easily by comparing the rightmost column in Fig. 2 (*O*-glycan utilization) with the respective columns for hemicellulose degradation. Because this trend was observed across several species, it suggests that there could be a more general exclusive relationship between the two niches associated with foraging on mucus and hemicellulose. This idea is further supported by experiments described below, which suggest that isolates of *B. ovatus* and *B. xylanisolvens,* both adept hemicellulose consumers, are in the process of losing the ability to degrade *O*-glycans, relative to an ancestor that contained multiple gene clusters involved in the metabolism of these structures.

Interestingly, the mucin *O*-glycan mixture was the only substrate for which we observed absolute metabolic specialization among the substrates tested. A single, and only available strain of Barnesiella intestinihominis exhibited the ability to exclusively utilize mucin *O*-glycans, along with a subset of the sugars that are contained in these structures (Fig. 2; Table S1a). Three strains of Bacteroides massiliensis exhibited similar behavior with very strong growth on mucin *O*-glycans and only weak growth on soluble starches and a few other polysaccharides (Fig. 2; Table S1a). These three *B. massiliensis* strains were also restricted in the repertoire of simple sugars with which they could metabolize; this list is limited to those found in mucin and other host glycans (galactose, *N*-acetylgalactosamine, *N*-acetylglucosamine, *N*-acetylneuraminic acid, and l-fucose; weak fructose utilization by one strain was the only exception). Members of these two species are represented poorly in culture collections and remain lightly studied. However, their specific adaptations for host mucin glycans may render them important members of the microbiota, potentially thriving at the interface between the gut lumen and host tissue and relying exclusively on the host to be sustained. The continuous supply of mucin *in vivo* could explain why some species have become specialized for it as a nutrient, whereas dietary fiber degraders may need to be more generalist since the substrates available to them change with the host’s meals.

### Pangenome reconstruction reveals extensive genetic diversification among related *Bacteroides* members.

With a view of the carbohydrate utilization traits present in our gut *Bacteroidetes* collection, we next sought to determine if certain variable traits were being gained or lost within strains of certain species and if available genomes provide insight into the mechanisms driving genomic adaptations to particular nutrients. Connections between polysaccharide utilization phenotypes and the underlying genes involved have been explored systematically for a few *Bacteroides* species (B. thetaiotaomicron, *B. ovatus*, and B. cellulosilyticus) with partial analyses in others (6, 16, 22, 23, 34–37). These studies have revealed that, in essentially all cases, the ability to degrade a particular polysaccharide is conferred by one or more clusters of coexpressed genes termed polysaccharide utilization loci (PULs) (38). PULs share defining features, such as genes encoding homologs of outer membrane TonB-dependent transporters (SusC-like), surface glycan-binding proteins (SGBPs; or SusD- and SusE/F-like), usually an associated sensor/transcriptional regulator, and one or more degradative CAZymes (glycoside hydrolase [GH], polysaccharide lyase [PL], and carbohydrate esterase [CE]), as well as other enzymes like sulfatases or proteases. Since the presence of one or more cognate PULs is required to utilize a given polysaccharide and these genes typically exhibit large increases in gene expression in response to their growth substrate, we rationalized that we could focus on traits that were variable in closely related strains and locate the associated PULs by transcriptomic analysis to gain insight into the basis of their acquisition or loss.

To test this hypothesis, we focused on members of two closely related species, *B. ovatus* and *B. xylanisolvens*, for which there is noticeable interstrain variation in their ability to use mucin *O*-glycans (Fig. 2 and 3). The investigation of these two species also benefits from substantial culture depth and many strains with available sequences. The *O*-glycans attached to mucins represent a diverse family of over one hundred different structures (39), albeit with common linkage patterns (Fig. S1). Correspondingly, the ability to utilize these glycans is a complex trait, involving the simultaneous expression of at least 6 to 13 different *O*-glycan-inducible PULs in B. thetaiotaomicron, *B. massiliensis*, B. fragilis, and Bacteroides caccae (6, 22, 35). Among the *B. ovatus* and *B. xylanisolvens* strains that surpassed the threshold for growth on *O*-glycans, there was a continuous gradient of growth abilities, which could be attributed to variations in PUL content and therefore gradations in the ability of the strains to access the many different structures in the complex *O*-glycan mixture (Fig. 3B). One hypothesis to explain this observation is that some *B. ovatus* and *B. xylanisolvens* strains have gained the ability to utilize *O*-glycans relative to an ancestor that lacked this phenotype. If so, the PULs they express during *O*-glycan degradation might be unique to their genomes and may indicate lateral gene transfer (LGT), as has been the case for the acquisition of phenotypes such as porphyran, agarose, and λ-carrageenan utilization in gut *Bacteroides*, which are all components of integrative conjugative elements or mobilizable plasmids (31, 40). An alternative hypothesis is that some *B. ovatus* and *B. xylanisolvens* strains are in the process of losing this ability from a common ancestor. If so, the genomes of nondegraders may still contain some PULs that are homologous to those present in more proficient *O*-glycan-degrading strains, but these strains may have lost a key step(s) that has eroded their ability to express this phenotype.

To distinguish these hypotheses, we selected seven strains (black arrows in Fig. 3B) that vary in their ability to degrade *O*-glycans and for which genome sequences exist. Note that three strains that degrade *O*-glycans were chosen initially because they were among the strongest degraders in our data set with sequenced genomes when we initiated these experiments. We later identified strains with better *O*-glycan growth abilities and address one of these (strain H59) separately below. Four of the selected strains were *B. ovatus* (two positive and two negative for *O*-glycan degradation); three strains were *B. xylanisolvens* (one weakly positive and two negative for *O*-glycan degradation). One of these strains (*B. xylanisolvens* XB1A) has a finished circular genome and was used as a scaffold to align the remaining six draft genome sequences, with manual curation (see Materials and Methods), resulting in a nearly contiguous pangenome sequence that captures the spatial arrangement of homologous and variable genes that are present in these seven strains (see Table S2a in the supplemental material) (see https://www.ericmartenslab.org/ for downloadable physical maps of the pangenome).

10.1128/mSystems.00947-21.9 TABLE S2 (a) Data table of the reconstructed pangenome of seven *B. ovatus/B. xylanisolvens* strains. Additional notes are provided directly on the table. (b) PULs that were delineated in the seven-strain pangenome with annotations based on whether they were unique to mucin nondegrading strains, unique to mucin degraders, or shared between strains in both categories. Additional notes are provided directly on the table. Download Table S2, XLSX file, 1.7 MB. Copyright © 2022 Pudlo et al. 2022 Pudlo et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

An analysis of the *B. ovatus/B. xylanisolvens* pangenome revealed remarkable variability in gene content among just the seven strains used. A total of 12,960 different genes were delineated based on ≥90% identity in their translated amino acid sequence (Table S2a). Remarkably, only 2,264 (17.5%) of these genes were shared among all 7 strains. The largest proportion of genes (7,244, 55.9%) was present only in 1 of the 7 strains. Separating two major classes of core PUL functions, SusC/D homologs and degradative CAZymes (GH, PL, and CE), revealed that these key components of *Bacteroidetes* polysaccharide metabolism were also represented heavily in the “accessory gene” pool that is not common to all strains (Fig. 4A).

**FIG 4:**
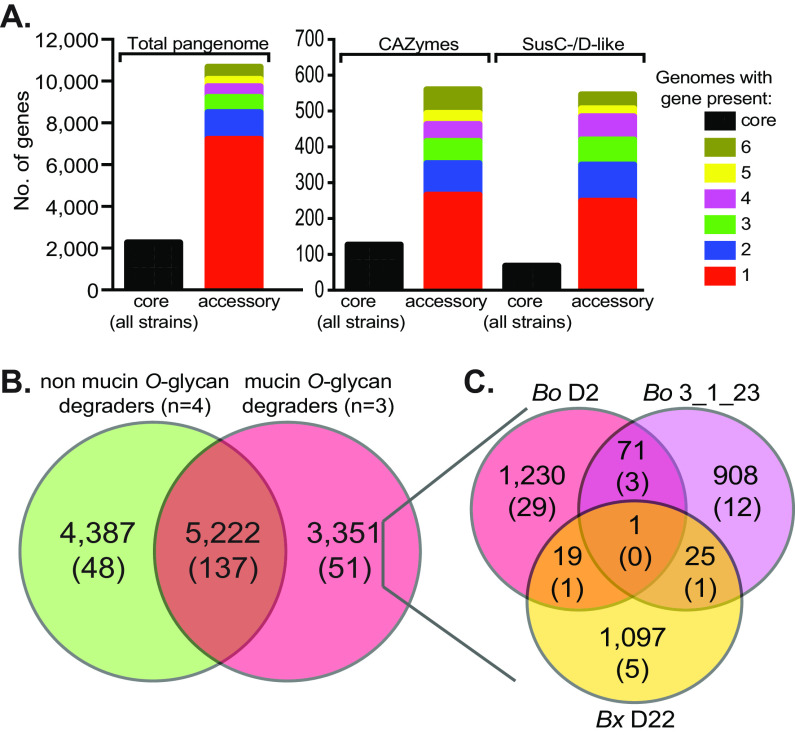
Distribution of all genes as well as core polysaccharide utilization functions in the *B. ovatus/B. xylanisolvens* pangenome. (A) Left, shows the number of core genes (i.e., those present in all 7 strains used for pangenome construction) compared with genes present in 2 to 7 of the individual strains. Right, shows the same distribution of genes assigned to PULs or particular degradative CAZyme families (GH, PL, and CE) (see Tables S2 and S3 for more detailed assignments). (B) The distribution of genes between mucin-degrading (*n* = 3) and nondegrading (*n* = 4) strains used to construct the pangenome. Top numbers indicate total genes, while numbers in parentheses indicate the number of PULs (not individual PUL genes) in each category. (C) Distribution of the genes that are unique to the three mucin-degrading strains within each genome. Genes/PULs are numbered as described for panel B. Note that no PULs are shared by all three strains.

10.1128/mSystems.00947-21.10 TABLE S3 Gene expression changes detected using whole-genome transcriptional profiling by RNA-seq of *B. xylanisolvens* D22 (a), *B. ovatus* 3-1-23 (b), *B. ovatus* D2 (c), and *B. ovatus* NLAE-zl-H59 (d) grown on mucin *O*-glycan as a sole carbon source compared with a glucose reference. Additional notes are provided directly on the table. Download Table S3, XLSX file, 0.3 MB. Copyright © 2022 Pudlo et al. 2022 Pudlo et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Through informatics-based and manual annotation of gene clusters containing typical PUL functions, we delineated between 180 and 236 different PULs in the reconstructed pangenome (ambiguity is caused by many PULs occurring adjacent to each other; although in many cases separation of adjacent PULs according to individual genomes allowed us to make more precise delineations) (Table S2b). A direct comparison of the *O*-glycan-degrading and nondegrading strains revealed that there was a substantial number of genes (3,351) that were unique to the 3 *O*-glycan degrading strains, including genes belonging to 51 PULs (Fig. 4B). However, such a distribution in gene content might be expected given the overall large proportion of noncore genes in these seven strains, and there was correspondingly no indication that all three *O*-glycan-degrading strains shared overlapping PULs with each other; no PULs were common to all three *O*-glycan degraders, and only five PULs were shared by any two strains (Fig. 4C). Considering that there are 51 total PULs that are unique to the mucin-degrading strains, if these strains have gained the ability to degrade *O*-glycans from an ancestral lineage that lacked this ability, it likely occurred by the acquisition of separate gene clusters. To more directly distinguish between the two hypotheses given above, we performed transcriptional profiling on all three *O*-glycan-degrading strains to determine if the PUL genes that they express during *O*-glycan degradation are indeed unique to these strains.

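*B. xylanisolvens* D22, *B. ovatus* 3_1_23, and *B. ovatus* D2 were each profiled with 3 samples grown on mucin *O*-glycans and 3 samples grown on glucose, with either carbon source at 5 mg/ml. Cells were collected in mid-exponential phase, rRNA was depleted, and the libraries were sequenced on an Illumina HiSeq and analyzed by the authors in Arraystar with Qseq; the submitters' notes name DESeq2 without giving its role. The values used here are the fold change of each gene, mucin *O*-glycans over glucose, and its P value, both from the authors' deposited table for each strain. That table lists 257 genes of strain D22, 275 genes of strain 3_1_23, and 387 genes of strain D2, and not all genes of each genome. Members of a gene group that were left out cannot be counted. Of 196 genes of strain D22 listed as higher, 193 have a fold change above 10. Values per sample, their spread, and the sequencing depth are not known for these strains, and the paper's text does not name the test behind the P value or say whether it was adjusted. The labels do not say whether the 3 samples of a group were separate cultures; if they were not, the P values measure only the spread between these samples, which may be technical. A gene was called activated at a fold change above 10 and repressed at a fold change under 0.1, in both cases with a P value under 0.01. Whether a gene belongs to a PUL, its carbohydrate-active enzyme (CAZyme) family, and its class were read from Table S3. The shared class stands for PULs also found in 1 or more of the 4 nondegrading strains, where a single gene can still lack a homolog, and the mucin class for genes found in degrading strains only. A PUL was counted as a run of 2 or more activated PUL genes whose locus numbers lie within 5 genes of each other. Adjacent PULs can be joined in such a run, and its median fold change is taken over its activated genes alone.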

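Genes for glycan import led the response of strain D22 to mucin *O*-glycans. In the authors' deposited table, the SusD-like gene HMPREF0106_03437 was 789-fold higher than on glucose (P = 0.000148), and its SusC-like neighbor HMPREF0106_03436 was 786-fold higher (P = 0.000269). SusC-like proteins carry glycans across the outer membrane, and SusD-like proteins bind them at the cell surface. In strain 3_1_23, the authors' deposited table is led by HMPREF9010_01376, a hypothetical protein outside the PULs, at 749-fold, followed by the SusC-like gene HMPREF9010_00925 at 421-fold. In strain D2, the leading gene of the authors' deposited table is BacD2_010100006680, a hypothetical protein of a PUL, at 434-fold. Activated SusC-like genes numbered 14 in strain D22, 23 in strain 3_1_23, and 40 in strain D2, and activated SusD-like genes numbered 14, 21, and 44. Glycoside hydrolases of families with known action on mucin *O*-glycans gave 8, 6, and 14 activated genes, among them the GH20 beta-hexosaminidase HMPREF0106_03439 of strain D22 at 293-fold in the authors' deposited table. These counts include the GH97 genes HMPREF0106_02167 and HMPREF9010_01524, which are annotated as alpha-glucosidases. Families that act on N-glycans and alpha-mannan gave 8, 10, and 16 activated genes, and their GH18 enzymes reached 229-fold for HMPREF0106_00309 of strain D22, 212-fold for HMPREF9010_00919 of strain 3_1_23, and 209-fold for BacD2_010100000948 of strain D2 in the authors' deposited table. HMPREF0106_00309 is annotated as a chitinase, so its family alone does not make it an N-glycan enzyme. Enzymes of families listed for other polysaccharides were activated too, with 1, 1, and 10 for hemicellulose, 0, 0, and 9 for pectin, 6, 2, and 3 for glycosaminoglycans, and 2, 0, and 0 for fructans. These counts go by family and not by substrate. The hemicellulose gene of strain 3_1_23, HMPREF9010_03901, and BacD2_010100011761 of strain D2 are annotated as enzymes for arabinan, so the split between hemicellulose and pectin is not firm. The glycosaminoglycan enzymes of strain D22 included the PL29 lyase HMPREF0106_00912 at 158-fold and the PL8_2 chondroitinase HMPREF0106_00858 at 64.4-fold in the authors' deposited table. Fucose catabolism, with the regulator gene fucR counted in, gave 2, 1, and 5 activated genes, including the isomerase gene fucI of strain D2 at 121-fold in the authors' deposited table, and rhamnose and xylose catabolism gave 2, 4, and 3, including the xylose transporter gene xylE of strain D2 at 123-fold. The sialic acid list gave 2, 2, and 3 activated genes, annotated as sialidases in strain D22 and as sialic acid-specific acetylesterases in strain D2. Those of strain 3_1_23 are annotated as an N-acylglucosamine 2-epimerase (HMPREF9010_04860) and a sialic acid-specific S-layer related protein (HMPREF9010_04855). The list missed 2 activated genes of strain D22, for a sialate *O*-acetyltransferase (HMPREF0106_01305, 11.4-fold) and a sialate *O*-acetylesterase (HMPREF0106_01306, 10.5-fold). In strain D2, BacD2_010100000788, of families GH78 and GH33, was 17.0-fold higher in the authors' deposited table and was counted for pectin alone. The list therefore shows no contrast between strains. Sulfatases gave 2, 1, and 0 activated genes, all of them N-acetylglucosamine-6-sulfatases. The amino sugar list matched 2, 1, and 1 genes by name, but those of strains D22 and 3_1_23 are the same sulfatases. Only the deacetylase gene BacD2_010100010407 of strain D2, at 12.0-fold in the authors' deposited table, belongs to amino sugar catabolism. Over all genes, 193, 227, and 359 were activated and 61, 48, and 28 were repressed in strains D22, 3_1_23, and D2. PUL genes made up 71, 96, and 193 of the activated genes, and CAZymes made up 27, 21, and 59. Of these PUL genes, 64, 88, and 182 formed 13, 20, and 43 PULs, and the others had no activated PUL gene near enough. With a fold change above 20, the activated genes fell to 93, 133, and 157 and the PULs to 7, 12, and 12, and with a P value under 0.001, 116 genes of strain 3_1_23 were activated and 38 genes of strain D22 were repressed. Counting a single activated PUL gene as a PUL gave 20 PULs in strain D22.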

Compared with reference growth in minimal medium containing glucose (MM-glucose), the *B. xylanisolvens* D22, *B. ovatus* 3-1-23, and *B. ovatus* D2 strains activated the expression of 196, 227, and 359 total genes more than 10-fold, and these gene lists included components of 14, 19, and 42 different PULs, respectively (see Table S3a to c in the supplemental material). As expected from studies in other *Bacteroides*, these PULs were scattered throughout the genome (see Fig. S6 in the supplemental material), suggesting that they are regulated autonomously in response to glycan cues present in the *O*-glycan mixture. 

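Few activated PULs included an activated regulator gene. In strain D22, the anti-sigma factor gene HMPREF0106_03863 was 21.9-fold higher in the authors' deposited table and lies beside the SusC-like gene HMPREF0106_03864 at 110-fold and the SusD-like gene HMPREF0106_03865. Anti-sigma factors hold back an extracytoplasmic function (ECF) sigma factor until the matching glycan is sensed. In strain D2, the ECF-type sigma factor gene BacD2_010100008270 was 12.0-fold higher in the authors' deposited table and opens a PUL of 9 activated genes. The anti-sigma factor gene BacD2_010100020081 of the same strain was 60.0-fold higher and the adjacent SusC-like gene BacD2_010100020086 was 65.3-fold higher in the authors' deposited table, although Table S3 places neither in a PUL. In strain 3_1_23, the two-component sensor histidine kinase genes HMPREF9010_01375 and HMPREF9010_01374 were 72.7-fold and 41.4-fold higher in the authors' deposited table and also lie outside the PULs. ECF sigma and anti-sigma factors gave 1, 1, and 5 activated genes in strains D22, 3_1_23, and D2, of which 1, 0, and 3 belong to PULs. Two-component regulators gave 0, 2, and 0, none of them in a PUL. Neighboring activated PULs of strain D22 were separated by 21 to 716 genes, with a median of 282. The distances were 6 to 963 genes in strain 3_1_23, with a median of 113, and 5 to 419 genes in strain D2, with a median of 98.1. Distances were counted in locus numbers of draft genomes, which follow the order of the contigs, and were not tested against a random placement.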

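Among the PUL genes that Table S3 places in degrading strains only, strain D22 activated a pair of sialidases, which remove terminal sialic acid from glycans. The GH33 genes HMPREF0106_01292 and HMPREF0106_01293 were 11.6-fold and 14.0-fold higher in the authors' deposited table, and the same PUL holds the sialate *O*-acetylesterase gene HMPREF0106_01306 at 10.5-fold and the SusD-like gene HMPREF0106_01302 at 362-fold. In strain 3_1_23, 1 mucin-class PUL encodes the GH3 beta-glucosidase HMPREF9010_03899, the GH42 beta-galactosidase HMPREF9010_03900, and the GH43_34 arabinanase HMPREF9010_03901, which were 13.8-fold, 41.7-fold, and 55.6-fold higher in the authors' deposited table. In strain D2, mucin-class genes included the GH88 enzyme BacD2_010100013188 at 98.2-fold and the GH95 enzyme BacD2_010100013193, of a fucosidase family, at 22.4-fold in the authors' deposited table. Shared-class genes included the GH2 beta-galactosidase HMPREF0106_03440 at 155-fold and the GH29 alpha-L-fucosidase HMPREF0106_03441 at 12.0-fold in strain D22, and the GH35-CBM32 beta-galactosidase BacD2_010100006670 at 167-fold and the GH89 alpha-N-acetylglucosaminidase BacD2_010100006665 at 27.8-fold in strain D2, all from the authors' deposited table. The shared class took 60 of the 71 activated PUL genes of strain D22 (84.5%; 95% confidence interval, 74.0 to 92.0, exact Clopper-Pearson), 87 of 96 in strain 3_1_23 (90.6%; 82.9 to 95.6), and 162 of 193 in strain D2 (83.9%; 78.0 to 88.8). Not every gene of the shared class has a homolog of its own in a nondegrading strain: of those found in the part of Table S2b used here, 43 of 44, 60 of 62, and 117 of 131 have one. Since genes of 1 PUL are not independent, PULs were counted as well, after PULs holding both classes were divided where the class changes. By PUL, 12 of 13 in strain D22, 19 of 21 in strain 3_1_23, and 34 of 43 in strain D2 were shared, which gives 65 of 77 for the 3 strains together (84.4%; 74.4 to 91.7 by the same method). No pair of strains differed in this share by Fisher's exact test, two-sided, with p = 1 for D22 against 3_1_23, 0.424 for D22 against D2, and 0.314 for 3_1_23 against D2, and adjusted p of 1, 0.635, and 0.635 over the 3 pairs. The pooled interval counts homologous PULs of different strains as separate. The shared part of all PULs of these strains was not analysed here. Whether activated PULs are shared more often than other PULs was therefore not tested.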

Strikingly, the majority of PULs that contained *O*-glycan-activated genes (63/75, 84%) were not unique to the *O*-glycan-degrading strains (Table S3a to c; Fig. S6). Moreover, in each of the three strains analyzed, the most highly upregulated PULs were also often shared with non-mucin-degrading strains. These observations lend support to the hypothesis that strains of *B. ovatus* and *B. xylanisolvens* are in the process of losing the ability to utilize *O*-glycans relative to a common ancestor that possessed a more expansive gene repertoire to successfully access these nutrients. However, we cannot rule out that individual nondegrading strains are separately acquiring PULs that are associated with mucin degradation and retaining them without the full benefit that presumably occurs with the ability to fully execute this growth phenotype. This latter idea is consistent with interspecies PUL exchange observations elaborated below.

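In strain D22, the PUL with the largest median fold change runs from HMPREF0106_03436 to HMPREF0106_03441 and includes the N-acetylglucosamine-6-sulfatase gene HMPREF0106_03438, for removal of sulfate from *O*-glycans, at 396-fold in the authors' deposited table. Its median over the folds of the authors' deposited table was 345, ahead of the PUL from HMPREF0106_03862 to HMPREF0106_03866 at 93.3, with the endoglycosidase HMPREF0106_03866, and the PUL from HMPREF0106_01794 to HMPREF0106_01805 at 50.3, with the N-glycan enzyme families GH92, GH163, and GH18. In strain 3_1_23, the leading PUL, HMPREF9010_00919 to HMPREF9010_00936, encodes enzymes of the same families and had a median of 174 in the authors' deposited table, followed by HMPREF9010_02310 to HMPREF9010_02316 at 79.7, with a sulfatase and GH2, GH18, and GH20 enzymes, and the SusC-like and SusD-like pair HMPREF9010_02544 and HMPREF9010_02545 at 53.6. In strain D2, the leading PUL, BacD2_010100006665 to BacD2_010100006695, had a median of 177 in the authors' deposited table, followed by BacD2_010100000843 to BacD2_010100000948 at 95.7, with GH18, GH92, and GH130 enzymes, and BacD2_010100010517 to BacD2_010100010532 at 56.6, with GH3 and GH144 enzymes. All of these 3 leading PULs per strain were of the shared class, as were 5, 4, and 5 of the 5 leading PULs of strains D22, 3_1_23, and D2. The runs at 50.3, 174, and 95.7 each join PULs 12a, 12b, and 13 of Table S2b. Taken apart, the activated genes of these PULs had medians of 20.4, 82.8, and 49.7 in strain D22. The medians were 26.2, 315, and 194 in strain 3_1_23 and 19.1, 105, and 171 in strain D2, so these ranks rest on joined runs. Over all PULs, the median of the PUL medians was 19.8 for the 19 shared and 29.0 for the 2 mucin PULs of strain 3_1_23, a difference of -0.55 on the log2 scale (two-sided exact permutation test over 210 splits, p = 0.571). It was 15.7 for the 34 shared and 14.4 for the 9 mucin PULs of strain D2, a difference of 0.12 on the log2 scale (two-sided permutation test with 100000 resamples, p = 0.403). For the 12 shared PULs and the single mucin PUL of strain D22 it was 20.1 and 13.3, a log2 difference of 0.59 (two-sided exact permutation test, p = 0.692). Since 0.0769 is the smallest p that 13 splits allow, strain D22 has no usable test of the classes. In strains 3_1_23 and D2, the difference between classes was not larger than the spread between PULs. Each median covers only genes activated more than 10-fold, which can narrow a difference, and strain 3_1_23 has only 2 mucin PULs. With the largest fold of each PUL in place of its median, the log2 difference in strain D22 became -3.77 (exact permutation test with the same smallest p, p = 0.154).

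**Figure D1:**
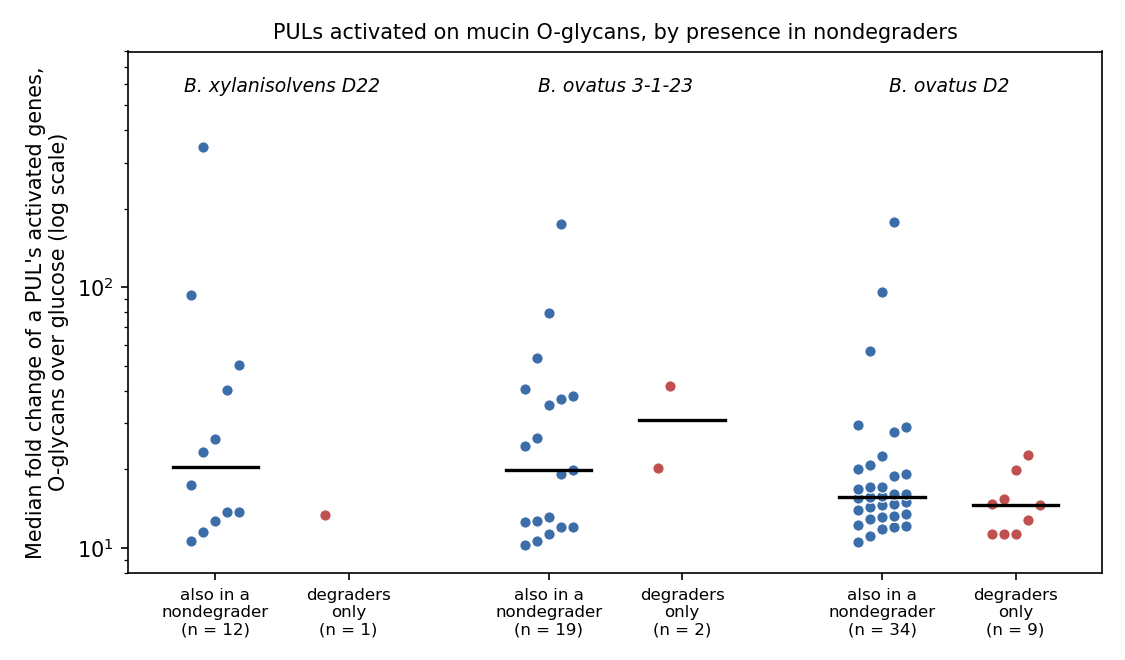
Median fold change (mucin *O*-glycans over glucose, log axis) over the activated genes of each activated PUL, by class, for strains D22, 3_1_23, and D2. Black bars give the median of each class and are left out for the single mucin PUL of strain D22. The highest points of every strain, at 345, 174, and 177, are shared PULs, and the point at 174 is a run that joins adjacent PULs.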

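PULs that the degrading strains have in common were traced through the PUL numbers of Table S2b, of which the part used here holds 1953 genes in 174 numbered PULs, with a further 563 genes not used. PULs 12a and 13 are the 2 in which at least 2 homologous genes were activated in all of strains D22, 3_1_23, and D2. In PUL 12a, the GH92 gene was 30.4-fold, 30.9-fold, and 41.2-fold higher and the GH130 gene 19.2-fold, 27.8-fold, and 31.1-fold higher in the authors' deposited table. The SusC-like gene of PUL 13 was 49.1-fold, 252-fold, and 171-fold higher and its SusD-like gene 50.3-fold, 135-fold, and 126-fold higher in the authors' deposited table. PUL 12b had 5, 5, and 8 activated genes, but those of strain D2 have no listed homolog in strains D22 or 3_1_23. In PUL 110a, the SusD-like gene is the only one activated in all 3 strains, at 13.8-fold, 37.9-fold, and 84.5-fold in the authors' deposited table. A further PUL, number 130, is found in strains 3_1_23 and D2 and had medians of 36.6 and 311 in the authors' deposited table. In all, 15 PUL numbers had at least 2 activated genes in each of at least 2 degrading strains, and in 13 of them at least 2 of the activated genes are homologous. In PUL 35a, strains D22 and D2 activated different genes. Nondegrading strains carry genes of all 15, though not always the activated ones, as in PUL 12b of strain D2, where 2 of 8 activated genes have a homolog there. This follows in large part from the choice of PULs found in several strains, since the paper counts only 5 degrader-only PULs shared by any pair of degrading strains. For 11 of the 15, genes are present in all 4 nondegrading strains, and for PUL 2, with activated genes in strains 3_1_23 and D2, they are present in a single nondegrading strain of *B. ovatus*. Presence of some genes of a PUL does not give the completeness of the PUL, and these counts carry no test. From the finding that most activated PULs, often with the most upregulated among them, are also found in strains that do not degrade *O*-glycans, the paper proposes that strains of both species are losing this ability relative to a common ancestor with a larger gene repertoire, and it states that separate acquisition of PULs by the nondegrading strains cannot be ruled out.

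**Figure D2:**
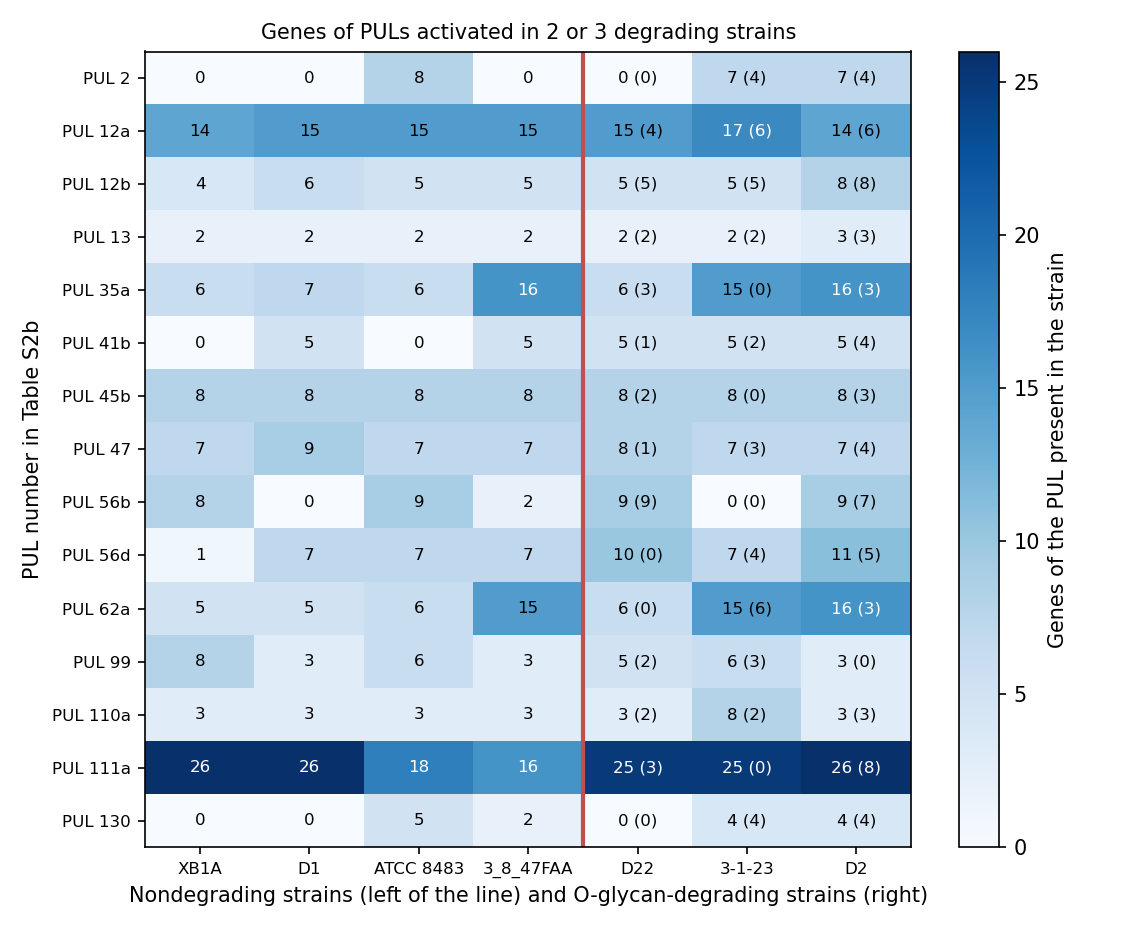
Genes of each of the 15 PUL numbers with 2 or more activated genes in each of at least 2 degrading strains (vertical axis, number of Table S2b) that are present in each of 7 strains (horizontal axis); color gives the number of genes present and numbers in parentheses give the activated genes. The red line separates the 4 nondegrading from the 3 degrading strains, and every PUL has genes on both sides.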

10.1128/mSystems.00947-21.6 FIG S6 Circular pangenome illustration and corresponding transcriptomic-based analysis of PULs that are activated during growth on *O*-glycans in strains *B. xylanisolvens* D22, *B. ovatus* 3_1_23, and *B. ovatus* D2. Download FIG S6, PDF file, 2.2 MB. Copyright © 2022 Pudlo et al. 2022 Pudlo et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

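*B. ovatus* NLAE-zl-H59 was profiled in the same way as strains D22, 3_1_23, and D2, with 3 samples on mucin *O*-glycans and 3 on glucose, and its reads were processed by the authors with the same software. Unlike for those strains, the authors' deposited table lists all 6253 genes of the genome, with a fold change for 6117 of them and none measured for the other 136, and it gives a T value beside each P value. Benjamini-Hochberg adjustment of the p computed from T with 4 degrees of freedom matched the P value of the authors' deposited table to a median absolute log10 ratio of 0.000552, against 0.302 without adjustment, so the P value of this strain counts as adjusted over all genes. The tables of strains D22, 3_1_23, and D2 do not list all genes, so the same test could not be made there, and counts for NLAE-zl-H59 are given at a P value under 0.01, the threshold of those strains, and at one under 0.05. Sequencing depth was not known, and values per sample were not used because their column names match no sample label. Class, PUL membership, and CAZyme family come from Table S3d, where a unique gene is one found in NLAE-zl-H59 alone.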

Finally, because we subsequently identified a *B. ovatus* strain (NLAE-zl-H59, red arrow in Fig. 3B) with a substantially higher ability to use *O*-glycans relative to the strains used for pangenome construction, we performed an additional transcriptome sequencing (RNA-seq) analysis on this strain. 

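The largest increase in strain NLAE-zl-H59 was 14021-fold in the authors' deposited table (P = 0.00125), for H59DRAFT_00010, a PUL gene without an annotation. The paper's Table S3d gives 21426 for the same gene, so the size of this fold depends on the authors' processing, and the level on glucose is not known. H59DRAFT_00010 lies among genes for N-glycan breakdown, in which the GH18 gene H59DRAFT_00015 was 401-fold higher, the GH92 alpha-mannosidase family gene H59DRAFT_00001 was 100-fold higher, and the GH130 gene H59DRAFT_00002 was 83.5-fold higher in the authors' deposited table. Enzymes of families that act on mucin *O*-glycans included the GH35-CBM32 gene H59DRAFT_01650 at 54.1-fold, the GH89 gene H59DRAFT_01649 at 37.1-fold, and the GH20 gene H59DRAFT_00687 at 32.9-fold in the authors' deposited table. The beta subunit gene of succinyl-CoA synthetase, sucC, was 67.2-fold higher, and the fucose isomerase gene fucI was 62.5-fold higher at P = 0.0105 in the authors' deposited table. At a P value under 0.01, activated genes numbered 4 for SusC-like and 5 for SusD-like proteins, 3 for mucin *O*-glycan and 5 for N-glycan hydrolases, 2 for hemicellulose, and 2 for pectin. At a P value under 0.05, the same groups gave 24, 23, 12, 14, 5, and 12, and the glycosaminoglycan enzymes gave 5 against 0. Histidine catabolism held 3 measured genes with a gene symbol, hutH at 27.2-fold, hutI at 23.5-fold, and hutU at 12.5-fold in the authors' deposited table, with P values of 0.0279, 0.0146, and 0.0146. Among 7 gene groups tested, over genes with a gene symbol alone, it was the only one enriched among the 371 genes activated at a P value under 0.05 (two-sided Fisher's exact test against the 6117 measured genes, adjusted p = 0.00155). The test counts 3 genes of 1 pathway as independent, its background includes genes without a symbol, and this threshold was chosen after the result was seen. Mobile element genes with a symbol had a larger median log2 fold change (6.50 against 4.56), with 1 of 3 past this threshold. None of the 7 groups held an activated gene with a symbol at a P value under 0.01. The 4 mobile element genes activated at that threshold have no symbol and were outside the test. Repressed genes numbered 49 at a P value under 0.01 and 129 at a P value under 0.05, and 28 and 144 of the activated genes belong to PULs by Table S3d, which does not list another 12 and 43. At a P value under 0.001, 7 genes were activated and 6 repressed.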

Compared with a glucose reference, this strain activated 373 total genes in response to *O*-glycans, including genes from 30 different PULs (Table S3d). Among these PULS, 26 activated PULs were also present in 1 of the 7 strains in our pangenome and 24 were homologous to PULs in strains that did not degrade *O*-glycans. However, this strain did activate the expression of genes within four PULs that were completely unique to its genome compared with the seven strains used for pangenome reconstruction, suggesting that it could possess additional genes that augment its ability to grow on mucin *O*-glycans. This increased PUL expression could be responsible for the enhanced growth of the H59 strain on *O*-glycans, especially if genes included within these unique PULs are responsible for key metabolic steps required for efficient *O*-glycan utilization.

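PULs of strain NLAE-zl-H59 with homologs in nondegrading strains held enzymes of families that act on N-glycans and on *O*-glycans. The PUL from H59DRAFT_00001 to H59DRAFT_00016 had 13 genes activated at a P value under 0.01, with the GH163 endoglycosidase family gene H59DRAFT_00004 at 78.8-fold in the authors' deposited table. In the PUL from H59DRAFT_01649 to H59DRAFT_01654, the SusC-like gene H59DRAFT_01654 was 115-fold higher and the median over 5 activated genes was 106 in the authors' deposited table. A SusC-like and SusD-like pair, H59DRAFT_03606 and H59DRAFT_03607, had a median of 49.3 in the authors' deposited table. Activated PUL genes of the mucin class, found in other degrading strains but in no nondegrading strain, included H59DRAFT_00095 at 18.4-fold and the PL26 gene H59DRAFT_03157, of a rhamnogalacturonan lyase family, at 11.4-fold in the authors' deposited table. Of 28 PUL genes activated at a P value under 0.01, 24 were shared with nondegrading strains (85.7%; 95% confidence interval, 67.3 to 96.0, exact Clopper-Pearson), and of 4 PULs, 3 were shared. With a P value under 0.05, 111 of 139 PUL genes with a class were shared (79.9%; 72.2 to 86.2). The number of activated PULs then rose to 28, of which 27 have a class, and 21 of the 27 were shared with nondegrading strains (77.8%; 57.7 to 91.4) and 24 with any strain of the pangenome. As in the other strains, the shared part of all PULs of the genome was not analysed here. The 5 genes from H59DRAFT_03142 to H59DRAFT_03146, a CE12 esterase family gene and fimbrillin-like genes among them, form the PUL without a class.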

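The unique PUL from H59DRAFT_01184 to H59DRAFT_01188 combines glycan import with a pair of polysaccharide lyases. In the authors' deposited table, H59DRAFT_01185, with a domain of TonB-dependent transporters, was 646-fold higher (P = 0.00398) and the PL38 gene H59DRAFT_01187, annotated as an alginate lyase, was 25.7-fold higher (P = 0.00824). The paper's Table S3d gives 990 for H59DRAFT_01185, whose level on glucose is not known. The other PL38 gene H59DRAFT_01186 was 19.3-fold higher, the transporter gene H59DRAFT_01184 was 28.1-fold higher, and the GH2 gene H59DRAFT_01188 was 23.5-fold higher in the authors' deposited table, each at a P value between 0.01 and 0.05. The unique PUL from H59DRAFT_02523 to H59DRAFT_02529 encodes a CE9 enzyme, of a family of N-acetylglucosamine-6-phosphate deacetylases, and a GH20 enzyme at 11.7-fold and 11.2-fold, and its SusC-like gene H59DRAFT_02529 was 27.6-fold higher (P = 0.0132) in the authors' deposited table. In the unique PUL from H59DRAFT_01702 to H59DRAFT_01707, H59DRAFT_01705, with an N-acetylglucosaminidase (NAGPA) domain, was 16.7-fold higher and the SusC-like gene H59DRAFT_01707 was 12.7-fold higher (P = 0.0212) in the authors' deposited table. Of the 15 genes of these 3 PULs, H59DRAFT_01185 and H59DRAFT_01187 alone were past a P value of 0.01, so that 1 unique PUL was counted as activated at that threshold and 3 at a P value under 0.05.

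**Figure D3:**
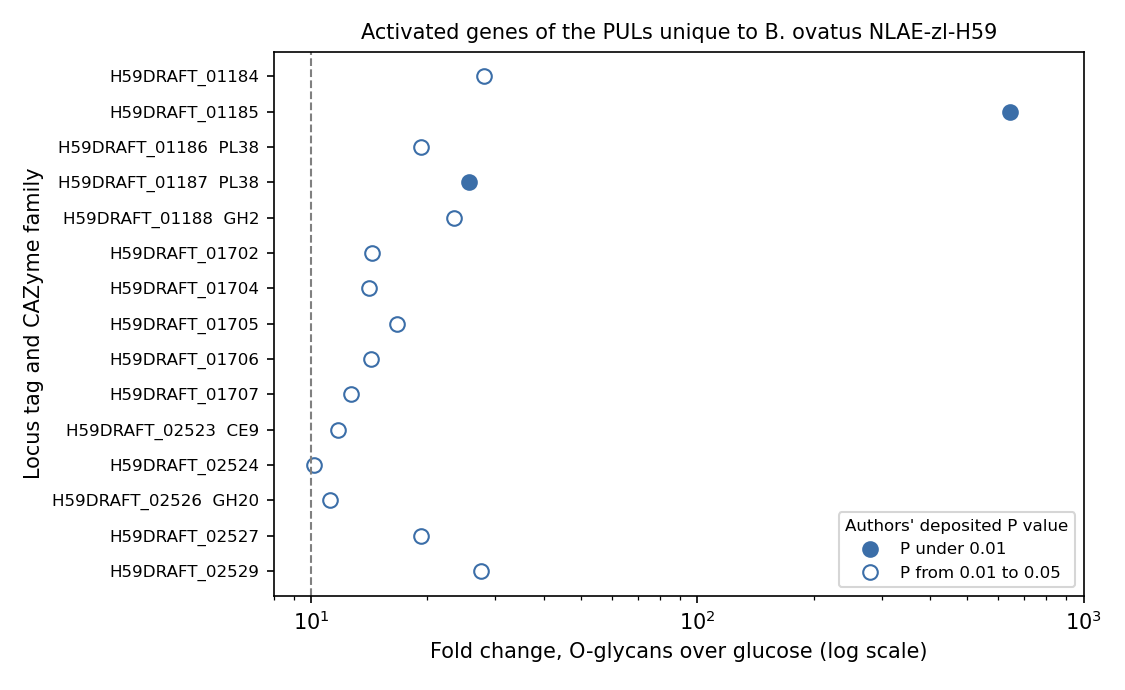
Fold change (mucin *O*-glycans over glucose, log axis) of the 15 activated genes of the 3 PULs unique to strain NLAE-zl-H59, from the authors' deposited table, with a dashed line at 10-fold. Filled points (H59DRAFT_01185 and H59DRAFT_01187) have a P value under 0.01, and open points have one from 0.01 to 0.05.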

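The PULs of strain NLAE-zl-H59 that no nondegrading strain carries were compared in fold change with the shared PULs. At a P value under 0.05, the 3 unique PULs and 3 mucin-class PULs, including the SusC-like gene H59DRAFT_04528 at 34.5-fold and the PL11_1 gene H59DRAFT_03158 at 22.1-fold in the authors' deposited table, had a median of PUL medians of 16.0. The 21 PULs shared with nondegrading strains had 22.4, a log2 difference of 0.48 (two-sided exact permutation test over 296010 splits, p = 0.142), which is not larger than the spread between PULs. All of the 5 leading PULs were shared at this threshold, the highest of them the PUL that begins with the GH89 gene H59DRAFT_01649. At a P value under 0.01, the unique PUL from H59DRAFT_01184 to H59DRAFT_01188 came first instead, with a median of 336 over 2 genes, or 129 when the median is taken on the log2 scale, ahead of shared PULs at 106 and 100 in the authors' deposited table. This place rests on H59DRAFT_01185, for which the size of the fold depends on the authors' processing. The shared run at 100 holds the SusD-like genes H59DRAFT_00008, at 65.8-fold, and H59DRAFT_00014, at 355-fold, so it may join adjacent PULs. H59DRAFT_00013, H59DRAFT_00015, and H59DRAFT_00016 beside the latter were 486-fold, 401-fold, and 376-fold higher in the authors' deposited table. The order of PULs at either threshold therefore also depends on how runs are joined. At that threshold, 3 shared PULs stand against a single unique PUL, where the difference of medians taken on the log2 scale was -0.37 (exact permutation test, p = 0.5, with 0.25 the smallest p that 4 splits allow). Taken gene by gene at that threshold, the log2 difference between the 24 shared genes and the other 4 was 1.79 (exact permutation test, p = 0.0527), and genes of 1 PUL are not independent. From the activation of PULs that no strain of the pangenome carries, the paper proposes that this strain could hold additional genes that augment its growth on mucin *O*-glycans, and that their expression could explain its enhanced growth if they serve key metabolic steps.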

### Evidence that intergenomic recombination has driven *Bacteroides* pangenome evolution.

Similar to other bacteria, we observed that many accessory genes in the *B. ovatus* and *B. xylanisolvens* pangenome are located in contiguous clusters or “islands,” often involving PULs or capsular polysaccharide synthesis gene cluster (Table S2a). In contrast to previously identified *Bacteroides* PULs that have more obviously been subjects of lateral transfer (31, 40, 41) and are associated with integrative and conjugative elements (ICEs), most of the variable genomic regions that we identified were not associated with functions indicative of mobile DNA. Instead, these regions are often located precisely in between one or more core genes (i.e., those common to all seven strains; herein referred to as “genomic nodes”) that flank each side of the variable gene segment (Fig. 5A and B).

**FIG 5:**
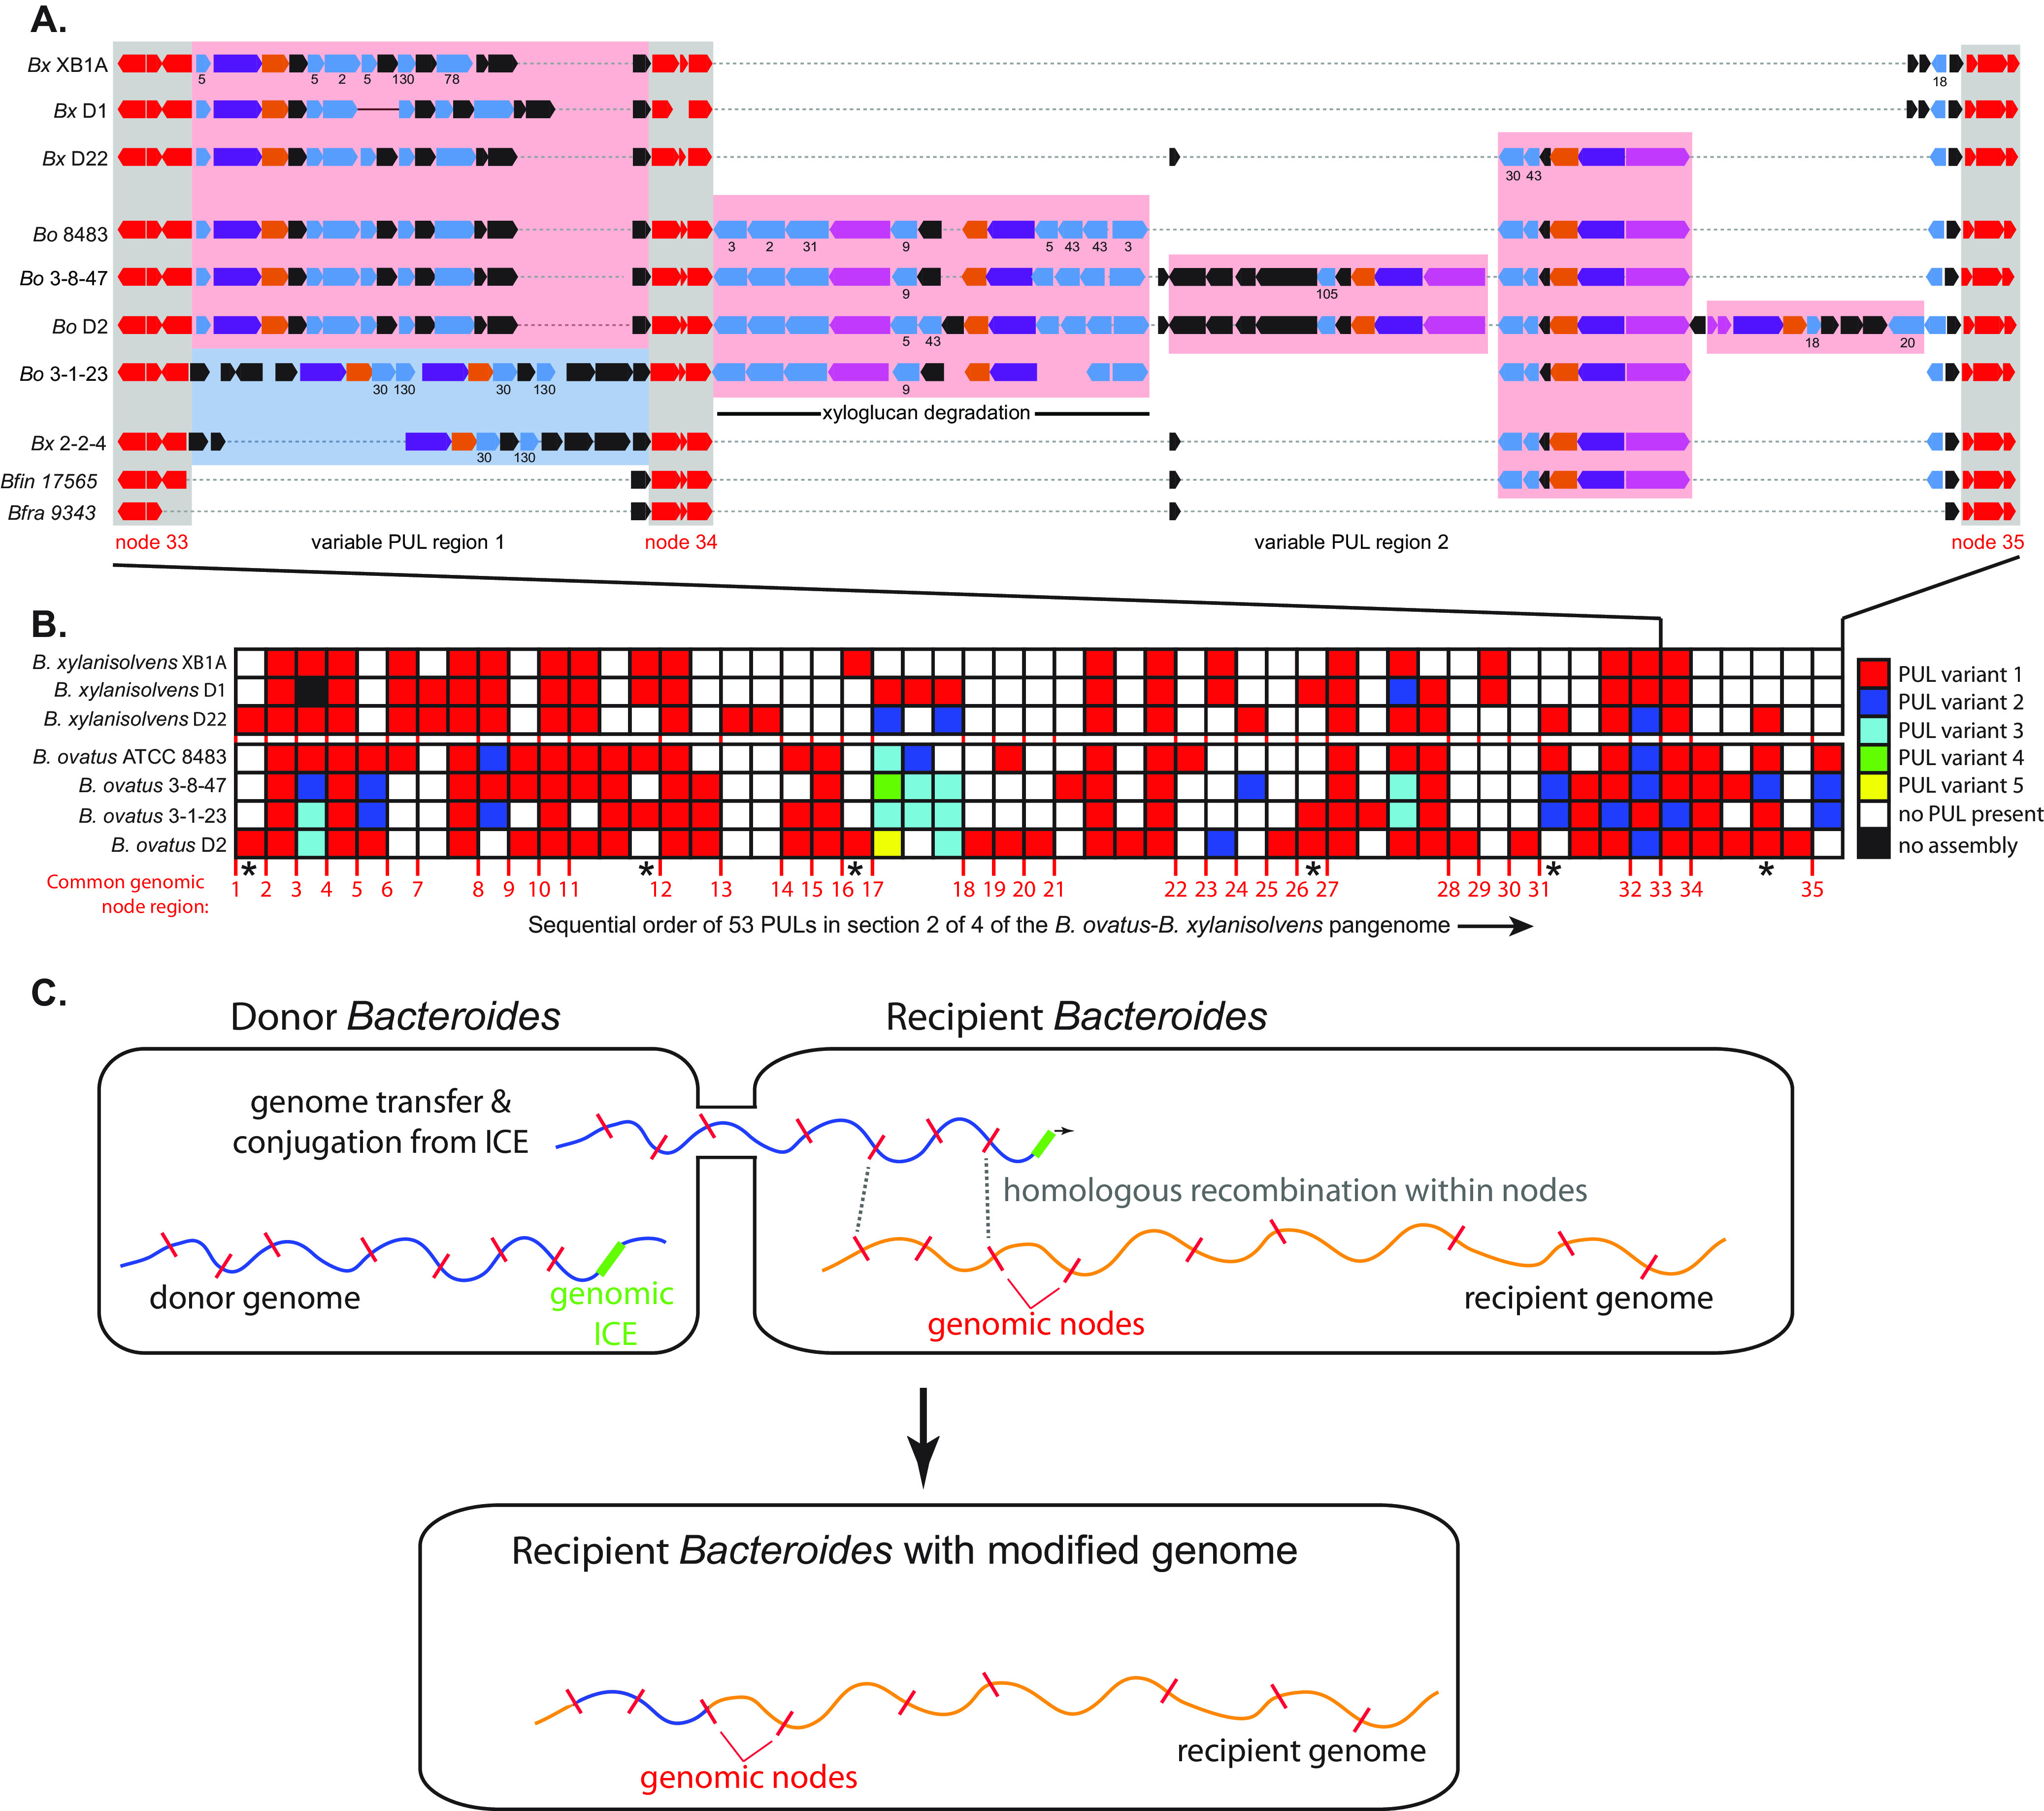
Pangenome diversification in *B. ovatus* and *B. xylanisolvens*. (A) A higher-resolution view of a region of the *B. ovatus/B. xylanisolvens* pangenome shows the variable presence of at least 6 different PULs occurring between 3 genomic nodes (nodes 33 to 35 in this quarter of the total pangenome). Segment 2 of the physical pangenome map was selected because the first segment was initiated with numerous small contigs and this segment contained previously validated genes for xyloglucan metabolism (54). Node genes are colored red; while *susC*-like and *susD*-like genes are colored purple and orange, respectively; and glycoside hydrolase genes in light blue. GH family numbers are given below select PULs starting from the top to indicate potential specificity, and new numbers are only added going down the schematic if the family assignments are different, indicating a different PUL. A well-studied *B. ovatus* PUL for xyloglucan degradation (54) is shown in the center and occurs variably between two nodes and also has variable gene content. The two bottom genomes are from different species, namely, Bacteroides finegoldii (*Bfin*) and Bacteroides fragilis (*Bfra*) and show less complex genome architecture with the Bacteroides fragilis region possessing no PULs. (B) A broader view of the genome region in panel A, showing that the same mosaic pattern is common across the pangenome. Only PULs are illustrated, although many other genes were also variable in these regions. The numbers at the bottom delineate the presence of 35 different core gene nodes (as in panel A, some nodes contain multiple core genes) in this section of the genome, and the presence of homologous or unique PULs is illustrated according to the color code at right (see Fig. S6 for high-resolution physical maps of the pangenome with PUL annotations). Note that in some cases up to five different PULs were located at one location. (C) A schematic showing the proposed mechanism of genome exchange based on previous studies (42–44) and observations presented here. Genomic ICEs that are either partially active (excision deficient but capable of initiating DNA strand breakage and conjugation) or activated in *trans* by the presence of an exogenous conjugative transposon initiate genome mobilization from a donor into a recipient. If sufficient homology between node genes exists in the recipient, homologous recombination between two nodes can replace a section of the recipient with a segment from the donor. Note that genomic regions are shown as linear fragments for simplicity but would be circular.

Several intergenomic transfer mechanisms might account for the observed mosaic structure of the *B. ovatus-B. xylanisolvens* pangenome. The first is the movement of genes into a recipient genome by conjugation of mobile ICEs. While such events would be expected to leave behind residual genes involved in mobilization and transfer, which were not observed, these DNA vehicles are known to target a subset of core genes, such as tRNAs (41), and may have undergone subsequent genomic deletion events that eliminated the mobile DNA. Two other known mechanisms of bacterial LGT are natural competence and phage transduction, of which neither has been observed in members of *Bacteroidetes*.

A final potential mechanism is the direct conjugation of the chromosome from a donor bacterium into a related recipient, followed by subsequent homologous recombination between flanking nodes to add or delete intervening DNA in the recipient genome (Fig. 5C). This mechanism is conceptually similar to high-frequency recombination (Hfr) transfer in Escherichia coli and has already been described for B. thetaiotaomicron and B. fragilis. The mechanism involves chromosomal ICEs that may have lost their ability to circularize from the genome and instead act as transfer initiation points to conjugate a donor genome into a recipient, sometimes in response to the activity of other ICEs or conjugative transposons (42–44). If such a mechanism was active more broadly in LGT between *Bacteroides*, we would expect that some of the core/node genes involved would reflect sequence identities that were more similar to the donor bacterium from which they originated and this difference would be detectable more easily if the transfer was between members of different species like *B. ovatus* and *B. xylanisolvens*. Moreover, such transfer events could result either in the introduction of new genes into the recipient or elimination of genes depending on the genetic content in between recombination nodes from the donor chromosome.

To test this hypothesis, we took a bioinformatics approach aimed at first identifying high-confidence examples of interspecies recombination involving core genes and then assessed whether those genes were associated with the cotransfer of adjacent or intervening accessory genes (Fig. 6A). We collected a data set of 33 *B. ovatus* and *B. xylanisolvens* genomes, which represent a subsample of the isolates for which we generated phenotypic data. We identified a set of 1,384 core genes—expectedly smaller than the core genome of the 7 strains used above due to additional strains being added—that are present as a single copy in all members of both species. To identify cases of putative interspecies LGT via homologous recombination at core genes, we searched for instances in which a core gene sequence from either species was more similar to the corresponding gene in the other species. We calculated the median distance of each strain-specific core gene to all other alleles of that core gene in strains belonging to both species (Fig. 6B, blue and red boxes indicate the core genes that are more similar to alleles in the other species). Among these candidate LGT genes/loci, we then investigated if any of these putative transfer events have resulted in pangenome diversification by searching for the presence of any accessory gene(s) that was observed only adjacent to a core gene with evidence of LGT.

**FIG 6:**
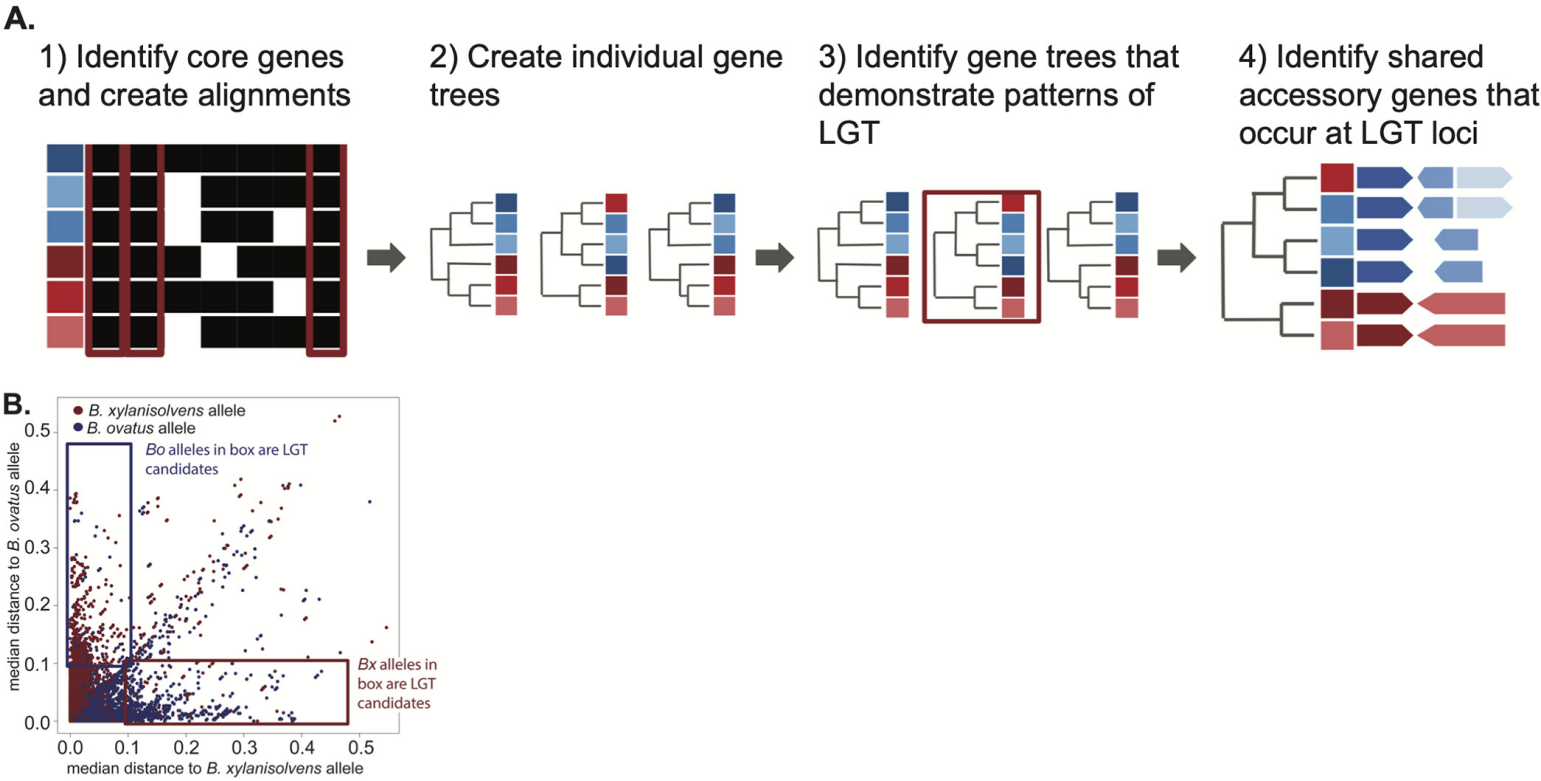
Identification of putative lateral gene transfer events. (A) Schematic of the workflow to identify putative LGT core genes, which is described as follows: align genes and build corresponding trees for each core gene, determine the median substitution distances for each allele of a core gene in a given strain to both species, and identify loci with an identical conserved structure between isolates of opposite species. (B) Plot of median distances for all core genes identified in the 33 genomes analyzed. The boxes show the regions containing genes for which the median distance was >0.1 to the assigned species for a given strain and ≤0.1 for the opposite species to which a strain is assigned. These genes were determined to be high-confidence examples of core/node genes that had been replaced by an allele from the other species.

In total, we identified 29 different loci at which the exchange of core genes appeared to have occurred and adjacent accessory genes were identified, including 7 that appeared to involve the transfer of PULs (Fig. 7A, see Fig. S8 in the supplemental material). Similar numbers of potentially transferred loci were identified for each species (16 loci in *B. xylanisolvens* and 13 loci in *B. ovatus*). Among the candidate LGT events, variable numbers of accessory genes were found within the loci ranging from 1 to 13 genes (Fig. 7A, Fig. S8). More genes (57 total) appeared to be transferred into *B. ovatus* than into *B. xylanisolvens* (36 total).

**FIG 7:**
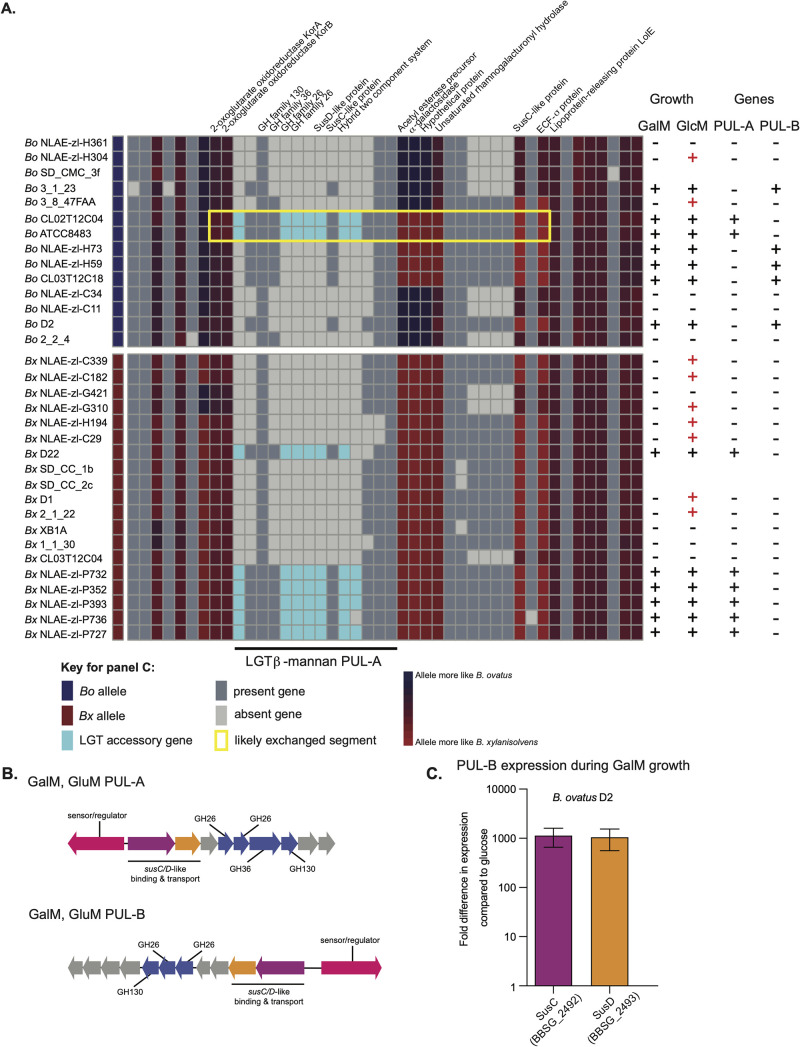
Evidence that a PUL for β-mannan metabolism has been laterally transferred into *B. ovatus*. (A) A region of the *B. ovatus/B. xylanisolvens* pangenome that contains a PUL involved in galactomannan (GalM) and glucomannan (GluM) degradation. This PUL is present in six strains of *B. xylanisolvens* and two strains of *B. ovatus*, and in the latter cases, flanking node genes exhibit signatures of being derived from LGT with a *B. xylanisolvens* donor (the yellow box highlights a potential recombination region). The columns at the left indicate the growth of each strain on GalM or GluM. The ability to grow on GalM is correlated fully with the presence of one of two different PULs, or both, that are transcriptionally activated during growth on this substrate (23). Notably, some strains (red “+”) are able to grow weakly on GluM but do not possess either of the identified PULs, suggesting that additional, partially orthologous PULs exist that confer the ability to use only GluM. (B) Schematics of PUL-A and PUL-B associated with GalM and GlcM utilization. In *B. ovatus* ATCC 8384, elimination of PUL-A eliminates both of these growth abilities. (C) Expression analysis by qPCR of two sentinel genes from PUL-B in *B. ovatus* strain D2 that lacks PUL-A but still exhibits robust growth on GalM.

Finally, we determined if any of the identified LGT events could explain differential phenotypes measured by our high-throughput growth assay by modifying the complement of PULs in individual genomes. As a specific example, we focused on a PUL that was associated previously with β-mannan degradation (23, 45) that was among our candidate loci with evidence of transfer from a *B. xylanisolvens* ancestor into two *B. ovatus* strains. The presence of this PUL (PUL-A in Fig. 7A and B) was observed in all strains with the ability to grow on the β-mannan galactomannan (GalM), including two strains of *B. ovatus* (ATCC 8483 and CL02T12C04) for which the flanking node regions were more similar to *B. xylanisolvens*. We showed previously that the deletion of this PUL from *B. ovatus* ATCC 8483 eliminated growth on GalM and glucomannan (GluM) (45), suggesting that it was both acquired from a *B. xylanisolvens* strain and conferred growth on these two β-mannans. However, the presence of this PUL was not correlated perfectly with growth on GalM, and several strains that lacked PUL-A still exhibited robust growth. Thus, we searched for other PULs that harbor GH26 family enzymes and determined that all of the other strains that grow on GalM, but lack PUL-A, harbor another candidate GalM PUL (PUL-B, Fig. 7B) at a different genomic location and some strains possess both (Fig. 7A). Gene expression analysis by quantitative PCR (qPCR) revealed that PUL-B was expressed highly in strains that lacked PUL-A during growth in GalM (Fig. 7C) and every strain that grew robustly on GalM had at least one of these two PULs. While we had previously shown that PUL-A was required for GlcM growth in *B. ovatus* ATCC 8483, there were a number of other strains (red “+” symbols in Fig. 7A) that displayed a weaker ability to grow only on GlcM, while lacking both of the GalM-associated PULs, suggesting the presence of additional PULs that confer the ability to grow on variant β-mannans. Such a presence of multiple nonorthologous PULs that confer the same or similar functions, and some which may be moving between genomes of related species by the putative LGT mechanisms noted above, complicates the process of understanding the genotype-phenotype relationships in human gut *Bacteroidetes* but will need to be resolved to make better functional predictions from sequence-based data.

## DISCUSSION

In this study, we leveraged a scalable, high-throughput quantitative growth platform to characterize the phenotypic abilities that are present in a sample of hundreds of *Bacteroidetes* strains from the human and animal gut. Our anaerobic screening technique is directly applicable to other bacterial phyla from the human gut and other environments. Moreover, it can be adapted to include new polysaccharides or to focus on different nutrient utilization or chemical resistance phenotypes. The current study, in concert with future applications of phenotypic screening, will help close the gap between our largely sequence-based view of the human gut microbiota and the functions that its members provide. However, instances like the ones investigated here for mucin glycan and β-mannan utilization by *Bacteroides* serve as a warning that the presence or absence of genes that are associated experimentally with a particular function do not always indicate that the phenotype is expressed or not.

Pangenome reconstruction for *B. ovatus* and *B. xylanisolvens* revealed extensive variability between strains of these closely related species, which is not unexpected for bacteria that engage in LGT. However, the lack of mobile DNA signatures for the majority of accessory genes and evidence of intergenomic recombination between species at core genes provide new insight into what may be a prominent mechanism of genome diversification in members of this phylum. The previously described intergenomic transfer mechanisms in B. thetaiotaomicron and B. fragilis required the presence of active or inactive ICEs, highlighting the potential roles for these mobile elements in not just shaping genomes directly but also indirectly through their ability to catalyze the exchange of broader genomic segments. In B. thetaiotaomicron, genome transfer was determined to initiate at genomically integrated ICEs of which there are four in the type strain of B. thetaiotaomicron (VPI-5482). They have not been shown to be fully functional for circularization and mobilization. However, the introduction and activation of an additional, excision-proficient conjugative transposon (either cTnDOT or cTnERL) (42), which shares common features with the genomic ICEs, catalyzed the expression of genes in the genomic ICEs and transfer of parts of the genome in a manner that requires *recA* and homologous DNA to be present in the recipient (42). An additional study in B. fragilis showed that conjugation from a strain with multiple genomic ICEs, with one or more presumably retaining transfer activity, results in the transfer of up to 435 Kb of chromosome into a recipient that initiates near genomic ICEs, with individual transfer events being of variable size. The latter observation suggests that intergenomic recombination could then occur at different homologous regions (i.e., the core gene nodes observed in the pangenome), which could depend on the amount of genomic DNA transferred and the length/homology of available recombination sites. Given that the number of ICEs in individual genomes is variable and their ability to be activated by functional conjugative transposons that are circulating in the ecosystem may also vary, it will be interesting to determine in future work if there are hot spots for genome transfer or if certain strains/species are dominant genome donors that could play a disproportionate role.

The phenotypic similarity between members of the same species (e.g., *B. ovatus* and *B. xylanisolvens*) and the large amount of gene diversity, including genes involved in carbohydrate metabolism, present a paradox and raise the question of why the genome diversification observed in strains of *B. ovatus* and *B. xylanisolvens* has not pushed members of these species to behave more differently and cluster based on phenotype with members of other species. One answer may be the apparent exclusion of some traits, such as mucin *O*-glycan/hemicellulose metabolism, which may limit the fitness advantage associated with acquiring new phenotypes. A second emerges from the proposed genome-exchange mechanism for which we offer new bioinformatics support. Since this intergenomic exchange relies on homologous recombination, its frequency should decrease between genomes that are more divergent. Thus, this strategy may be one mechanism through which only closely related bacteria can share traits that are advantageous with other close relatives. The presence of nonorthologous PULs that confer the same function (e.g., GluM and GalM utilization), of which some appear to be subjected to LGT, further complicates interpretations of genotype-to-phenotype relationships in these bacteria. Based on the prevalence data, it seems that PUL-A is a GalMan utilization system that is more prevalent in, and perhaps also originated in, *B. xylanisolvens*, and it is also capable of transfer to *B. ovatus*. PUL-B is more prevalent in *B. ovatus* and may have origins in that species, at least with respect to *B. xylanisolvens* where it has so far not been observed. Notably, the genome transfer mechanism proposed here does not account for how new genes can be incorporated between conserved nodes. Rather, this variability must pre-exist among different strains and therefore be created by different inter- and intragenomic diversification mechanisms. Nevertheless, the data that we report here underscore the notion that individual gut symbiont genomes are not just highly variable but also dynamically so.

## MATERIALS AND METHODS

### Bacterial strains and growth conditions.

A total of 354 human and animal gut *Bacteroidetes* were included in this study. A complete list is provided in Table S1b, along with species designation based on 16S rRNA gene sequencing and associated metadata. Abigail Salyers (University of Illinois, Urbana-Champagne) kindly provided many of the strains, and 2 large portions of this collection were isolated over several decades, as follows: 99 strains with “WH” designations were collected from fecal samples of healthy human volunteers as part of the Woods Hole Summer Course on Microbial Diversity in the late 1990s, and 95 additional strains with “VPI” designations were collected from human samples at the Virginia Polytechnic Institute in the 1960s to 1970s. Species classifications were made based on alignment of a minimum of 734 bp of 16S rRNA gene sequence to a database containing the type strains of >29 named human gut *Bacteroidetes* species using the classify.seqs command with Bayesian settings in the program mothur (46); assignment for each strain was also checked manually by BLAST (47). Isolates with ≥98% 16 rRNA gene sequence identity to the type strain of a named species were labeled with that species designation. This classification strategy included all except for 3 of the 354 strains examined, which ranged between 96.6% and 96.7% sequence identity to the B. uniformis ATCC type strains, and based on sequential isolate numbers might be clones from the same individual (see WH15, WH16, and WH17 entries in Table S1a). Because of the small number of strains that did not satisfy our 98% cutoff, we grouped these unclassified strains with their nearest relative and labeled them as more divergent in Table S1a; although, in most cases, the carbohydrate phenotypes of these strains were very similar to other members of the B. uniformis group.

All strains were grown routinely in an anaerobic chamber (Coy Lab Products, Grass Lake, MI) at 37°C under an atmosphere of 5% H_2_, 5% CO_2_, and 90% N_2_ on brain heart infusion (BHI; Beckton Dickinson) agar that included 10% defibrinated horse blood (Colorado Serum Co.) and gentamicin (200 μg/mL). A single colony was picked into either tryptone-yeast extract-glucose (TYG) media (48) or modified chopped-meat carbohydrate broth (Table S1b) and then subcultured into a minimal medium (MM) formulation that contained a mixture of monosaccharides, vitamins, nucleotides, amino acids, and trace minerals (Table S1b provides components and a complete recipe).

### Carbohydrate growth array setup and data collection.

Two different minimal medium formulations were used in the carbohydrate growth arrays (Table S1a lists the formulation used for each isolate). The simpler of the two formulations (medium 1) was identical to the above MM, except that no carbohydrates were included and the medium was prepared at a 2× concentration. The second minimal medium formulation (medium 2) was identical to medium 1 but included beef extract (0.5% [wt/vol] final concentration) as an additional supplement. We initially attempted to cultivate all of the species tested using only medium 1 but determined that beef extract was specifically required to allow the growth of some species, especially *Parabacteroides* spp., Barnesiella intestinihominis, Odoribacter splanchnicus, and the branch of *Bacteroides* that includes Bacteroides plebeius and *B. massiliensis*. Growth in the absence of an added carbohydrate source was generally not observed or very low, except with *Parabacteroides* that were often able to grow to a low level on the added 0.5% beef extract. The corresponding negative-control wells for each strain assayed were averaged, and this value was subtracted from the total growth calculation of the corresponding to strain on other carbohydrates tested (all raw growth curves are provided as source data). Despite several attempts to supplement minimal media with different components or employ more stringent anaerobic methods, we were unable to cultivate several common *Bacteroidetes* genera/species (*Prevotella* spp., *Paraprevotella* spp., *Alistipes* spp., and Bacteroides coprocola and Bacteroides coprophilus) in these two MM formulations and therefore did not include them in this study. All of these isolates grew readily in rich medium, suggesting that they have specific nutritional requirements that were not met in the MM formulations used.

Carbohydrate growth arrays were run as described previously (23) using a list of 45 carbohydrates (see reference 23 for a complete list with supplier information) that were present in duplicate, nonadjacent wells of a 96-well plate; 2 additional wells contained no carbohydrate and served as negative controls. Each MM was prepared as a 2× concentrated stock without carbohydrates (MM-no carb). An aliquot of each strain was taken from a MM-monosaccharides culture (grown for 16 to 20 h) and was centrifuged to pellet cells. Bacteria were resuspended in the same volume of 2× MM-no carb and then centrifuged again prior to suspension in a volume of 2× MM-no carb that was equal to the original volume. These washed bacterial cells were then inoculated at a 1:50 ratio into 2× MM-no carb, and the suspension was added in equal volume (100 μL/well) to the 96 wells of the carbohydrate growth array. Each well of the carbohydrate growth array contained 100 μL of 2× carbohydrate stock (10 to 20 mg/mL); thus, when diluted 2-fold, it resulted in 1× MM containing a unique carbohydrate and a bacterial inoculum that was identical to other wells. Growth arrays were monitored at kinetic intervals of 10 to 20 minutes using a microplate stacking device and coupled absorbance reader (Biotek Instruments, Winooski, VT), and data were recorded for 4 d (variable kinetic interval times reflect variations in the number of microtiter plates present in a given batch).

### Carbohydrate growth array data processing.

Growth data were processed according to the following workflow: (i) data for each strain were exported from Gen5 software (Biotek Instruments, Winooski, VT) into Microsoft Excel and a previously described automated script was employed to call the points at which growth began (min) and ended (max) (23), (ii) each file was checked manually to validate that appropriate calls were made and the min and max values edited if needed (generally, only due to obvious baselining artifacts or erroneously high calls caused by temporary bubbles or precipitation); (iii) “total growth” (*A*_600_ max − *A*_600_ min) and “growth rate” [(*A*_600_ max − *A*_600_ min)/(*t* max − *t* min)] were calculated for each strain on each substrate (*A*_600_ is the absorbance value at 600 nm that corresponds to each min and max point; *t* is the corresponding time values in minutes; when necessary, the growth level associated with the average negative-control growth was subtracted from the total growth value), and (iv) individual cultures in which total growth was ≤0.1 were scored as “no growth” and their *A*_600_ values converted to 0. Only assays in which both replicates showed an increase in *A*_600_ of ≥0.1 were considered growth; if the 2 replicate assays were discordant (one positive, one negative), then both values were converted to 0.

To normalize the results for each strain, the substrate(s) that provided maximum total growth and growth rate values were determined, and they were set to 1.0. All other growth values for a given strain were normalized to this maximum value, providing a range of values between 0 and 1.0. We next normalized growth ability across individual substrates using the previously normalized values for each individual strain; the strain with the maximum total growth and growth rate values were identified (many of these were already set to 1.0). Then, the corresponding values for each other species on that particular substrate were calculated as a fraction of the maximum value for that substrate, yielding a range of values between 0 and 1.0 for each substrate. These values were used to create the heat map shown in Fig. 2 and Fig. S3, and all raw and normalized values are provided in Table S1a.

### Data clustering and statistics.

Heatmaps and corresponding dendrograms were generated using the “heatmap” function in the “stats” package of R (version 3.4.0) which employs unsupervised hierarchical clustering (complete linkage method) to group similar carbohydrate growth profiles. Pearson correlation was used to calculate the co-occurrence of the ability to grow on each pair of different substrates. The normalized growth value for each substrate was compared with the corresponding growth values on all other substrates using the Pearson correlation test in R, and these values are displayed in the Pearson correlation plot in Fig. S5.

### Pangenome reconstruction for *B. ovatus* and *B. xylanisolvens* strains.

Since one of the seven strains used for pangenome reconstruction (*B. xylanisolvens* XB1A) was assembled into a single circular chromosome, we used this genome as a scaffold for the contigs representing the remaining six strains. Contigs from the six unfinished strains were aligned against the XB1A genome using a combination of Mauve (49), to align and orient larger contigs, and reciprocal best BLAST-hit analysis using ≥90% amino acid identity to identify likely homologs, to provide finer resolution. Contigs from draft genome assemblies or *B. xylanisolvens* XB1A were broken as needed to accommodate the inclusion of unique accessory genes but only in circumstances where genes on both sides of the break could be aligned to homologs in one or more genomes with a contig that spanned that breakpoint. After constructing a preliminary assembly, we analyzed the size distribution of putative homologous open reading frames (ORFs) as a measure of assembly accuracy and to identify variations in genetic organization that might be attributable to real genetic differences such as frame shifts, which would result in two homologous gene calls of smaller size in the genome containing the frameshift. Any variation in >50% of homologous ORF size was inspected manually using the “orthologous neighborhood viewer, by best BLAST hit” function in the U.S. Dept. of Energy Integrated Microbial Genomes (IMG) website. Introduced contig breaks are documented in Table S2a. GenVision software (DNAstar, Madison, WI) was used to visualize and label selected functions in the pangenome assembly and also display RNA-seq data as a function of shared and unique PULs. Downloadable physical maps of the reconstructed pangenome are provided online at https://www.ericmartenslab.org/people.

### RNA-seq analysis.

For RNA-seq, *B. xylanisolvens* and *B. ovatus* cells were grown to mid-exponential phase on either purified mucin *O*-linked glycans (purified in-house from Sigma type III porcine gastric mucin) or glucose as a reference as previously described (22). Total RNA was extracted using an RNeasy kit (Qiagen) and treated with Turbo DNase I (Ambion), and mRNA was enriched using the bacterial Ribo-Zero rRNA removal kit (Epicentre). Residual mRNA was converted to sequencing libraries using TruSeq barcoded adaptors (Illumina) and sequenced at the University of Michigan Sequencing Core in an Illumina HiSeq instrument with 24 samples multiplexed per lane. Barcoded data were demultiplexed and analyzed using the Arraystar software package with Qseq (DNAstar). All RNA-seq data are available publicly from the National Institutes of Health Gene Expression Omnibus Database under accession numbers GSM4714867 to GSM4714890.

### Core gene determination and detection of LGT events between *B. ovatus* and *B. xylanisolvens* strains.

The core gene alignment was generated with cognac (50). The alignment was then partitioned into the individual component genes, and approximate maximum likelihood gene trees were generated with FastTree (51). Cophylogenetic distances were calculated with ape (52). A distance threshold of greater than 0.1 to the same species and less than 0.1 to the opposite species was used to identify alleles bearing signatures of HGT. All analyses were performed in R (version 3.6.3) (53). All code developed for this project are available online at https://github.com/rdcrawford/bacteroides_hgt.

10.1128/mSystems.00947-21.7 FIG S7 Individual maps of high-confidence intergenomic exchange events between *B. ovatus* and *B. xylanisolvens* strains. The method for the identification of these loci was the same as the method described in the text for the example in Fig. 6C. Examples involving PULs are shown first, and examples showing non-PUL genes are shown second. Download FIG S7, PDF file, 2.1 MB. Copyright © 2022 Pudlo et al. 2022 Pudlo et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

## Supplementary Material

Reviewer comments

# Supplementary material for: Phenotypic and Genomic Diversification in Complex Carbohydrate-Degrading Human Gut Bacteria
**Source:** mSystems. 2022 Feb 15;7(1):e00947-21. doi: 10.1128/msystems.00947-21
**Supplement:** FIG S2

Figure S2

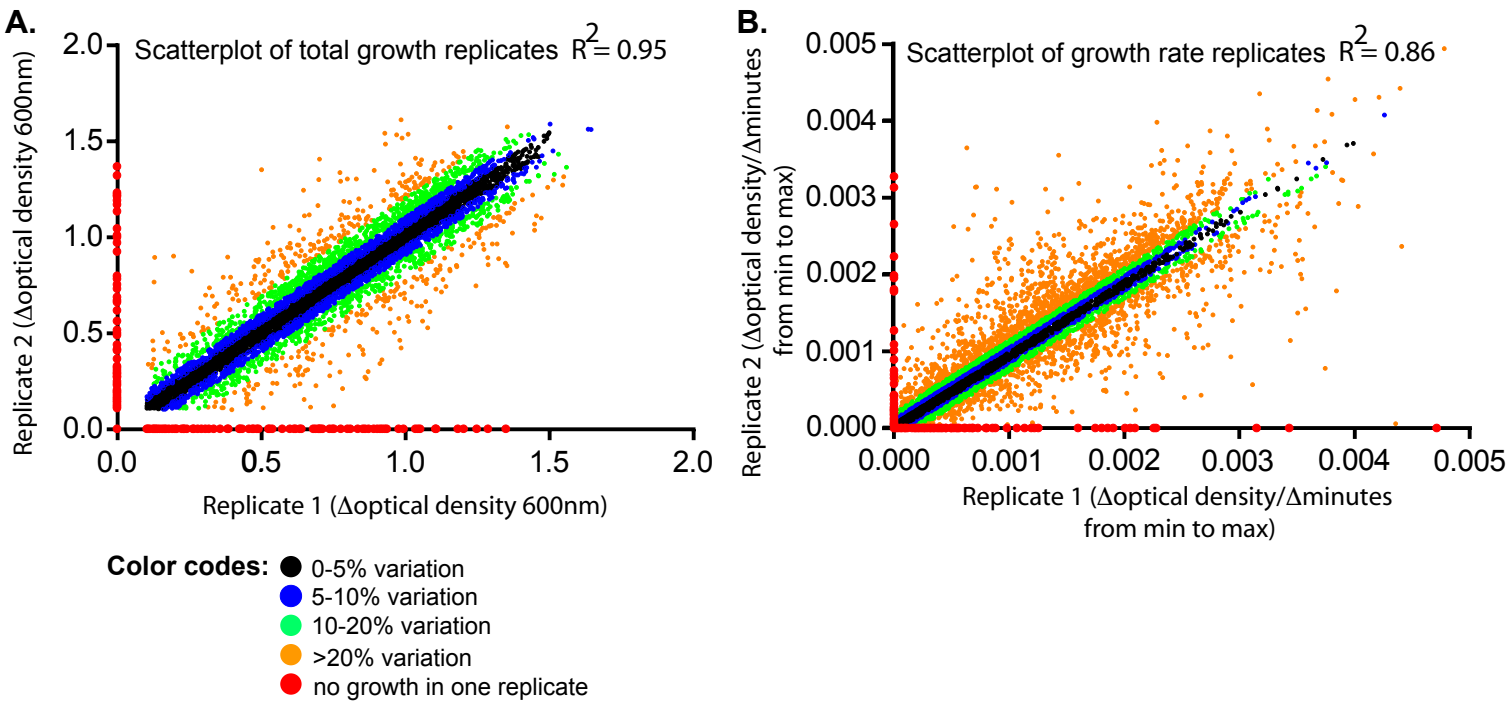

C.

Polysaccharides:

Substrate	R^2 between growth values	R^2 between rate values
AG	0.99	0.89
alg	0.96	0.96
α -mann	0.93	0.76
APm	0.94	0.92
APpo	0.96	0.91
arab	0.98	0.96
BBG	0.95	0.70
carr	0.93	0.96
Cell	0.96	0.81
CS	0.96	0.91
dex	0.96	0.87
GalM	0.96	0.98
GlcM	0.93	0.85
glyc	0.96	0.94
hep	0.96	0.85
hya	0.91	0.88
inulin	0.92	0.89
lam	0.96	0.96
levan	0.96	0.88
lich	0.80	0.45
MOG	0.98	0.97
OSX	0.93	0.83
PGA	0.97	0.89
PGI	0.95	0.96
PGp	0.92	0.92
por	0.85	0.85
pull	0.84	0.78
RGI	0.96	0.98
WAX	0.97	0.42
XyG	0.92	0.72

Monosaccharides:

Substrate	R^2 between growth values
Ara	0.90
Fru	0.90
Fuc	0.93
Gal	0.60
GalA	0.86
GalNAc	0.93
Glc	0.69
GlcA	0.87
GlcNAc	0.72
GlcNH3	0.93
Man	0.88
NeuNAc	0.86
Rha	0.96
Rib	0.94
Xyl	0.85

# Supplementary material for: Phenotypic and Genomic Diversification in Complex Carbohydrate-Degrading Human Gut Bacteria
**Source:** mSystems. 2022 Feb 15;7(1):e00947-21. doi: 10.1128/msystems.00947-21

Supplemental Figure 7. Bacteroides LGT Loci

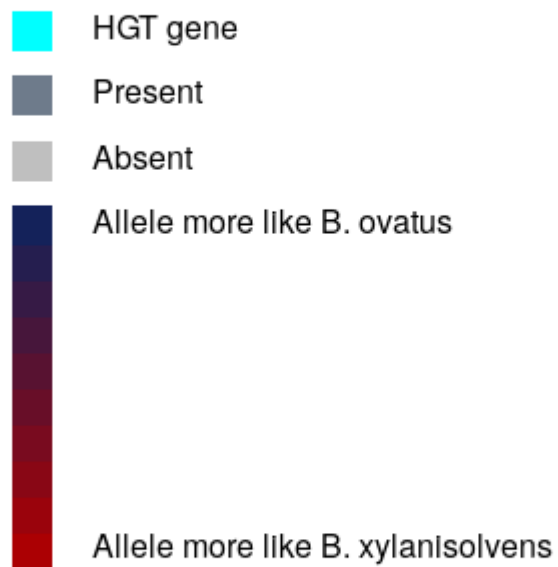

PUL LGT Events

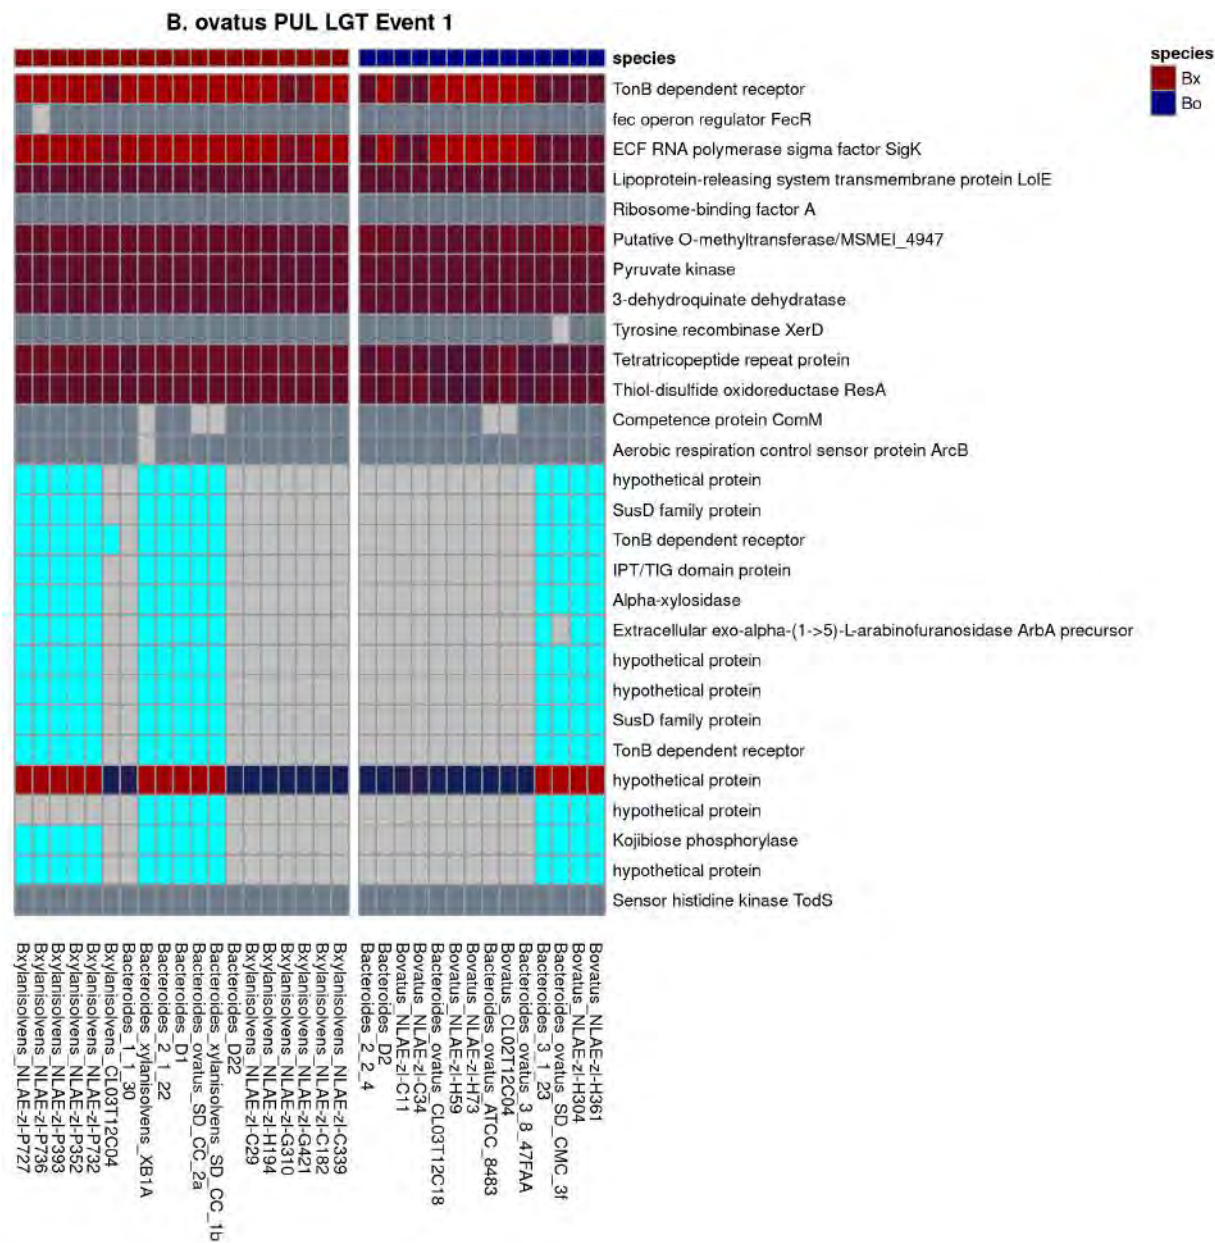

B. ovatus PUL LGT Event 2

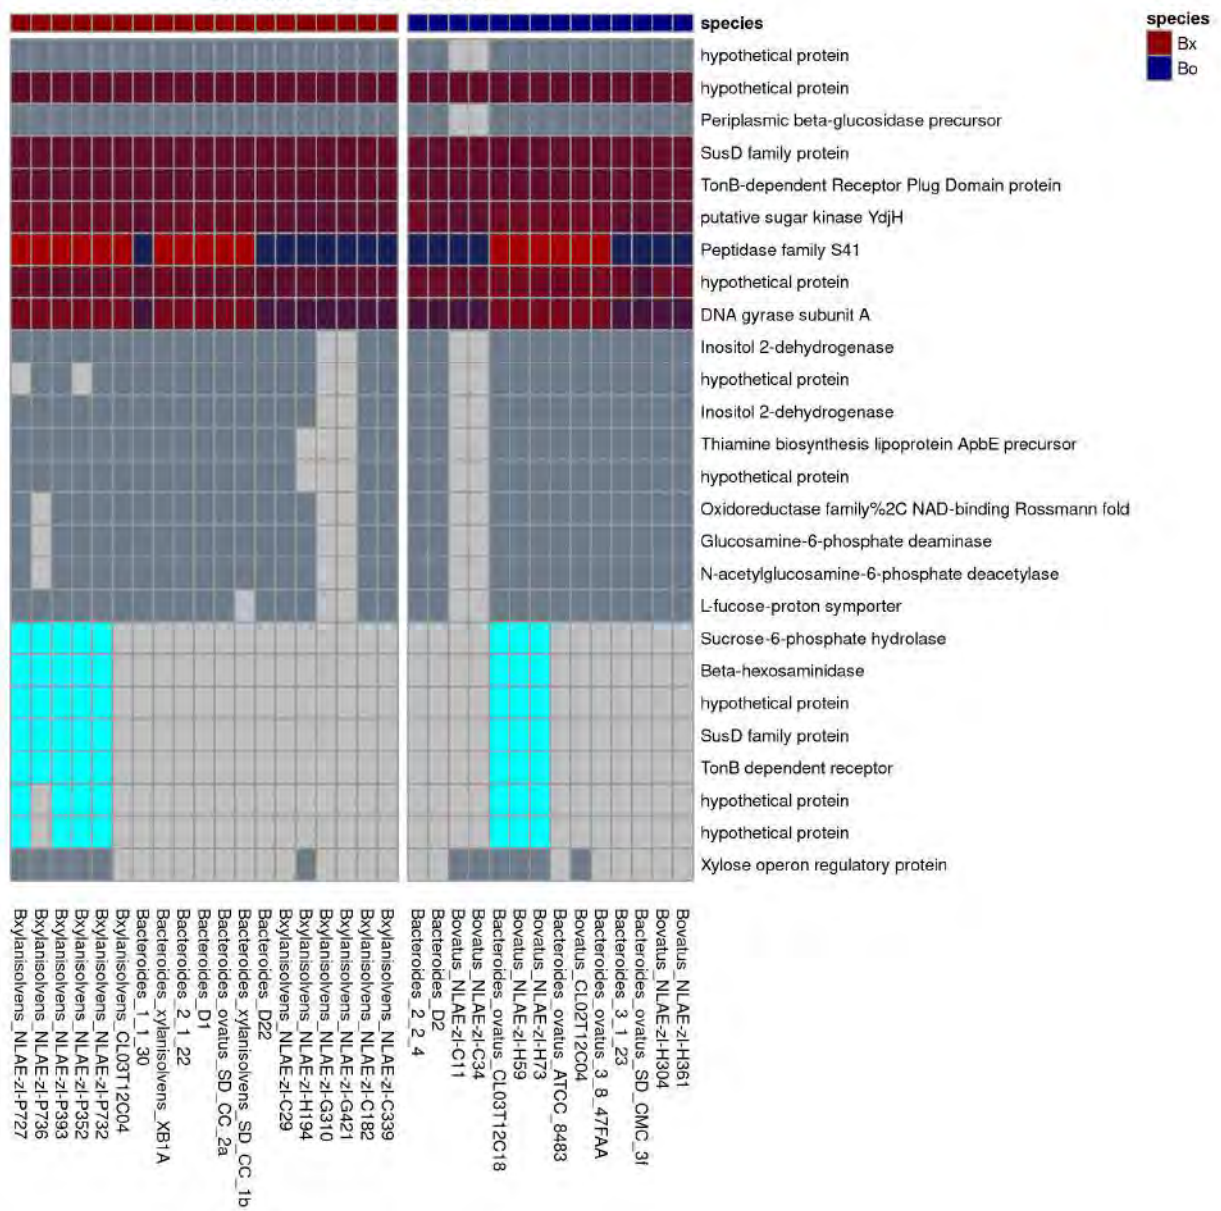

B. ovatus PUL LGT Event 3

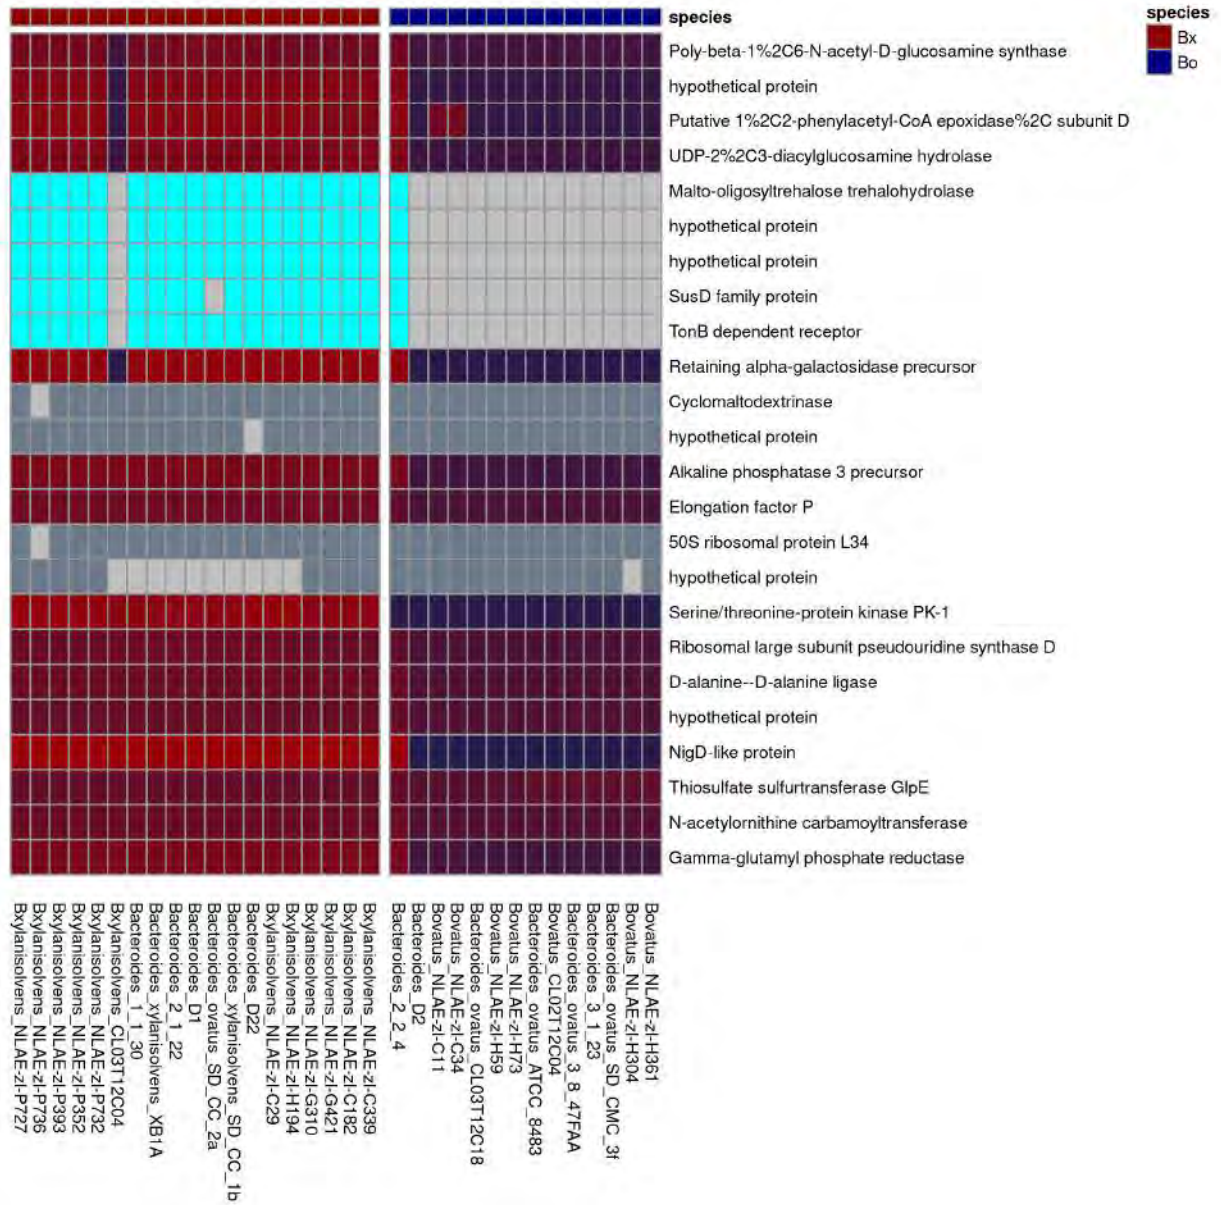

B. ovatus PUL LGT Event 4

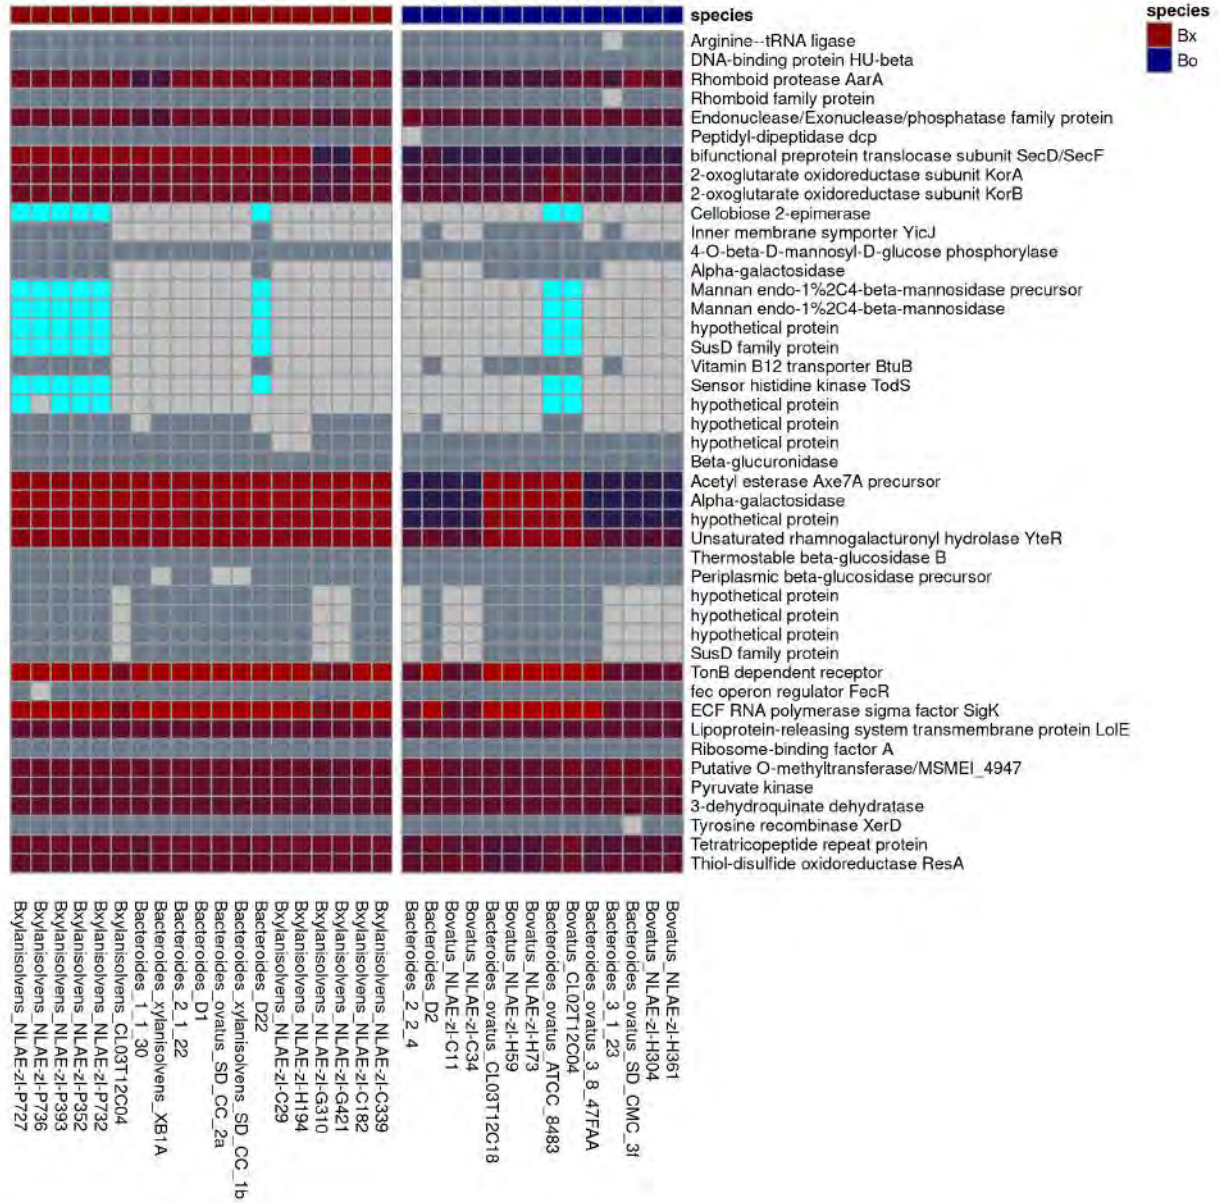

B. xylanisolvans PUL LGT Event 1

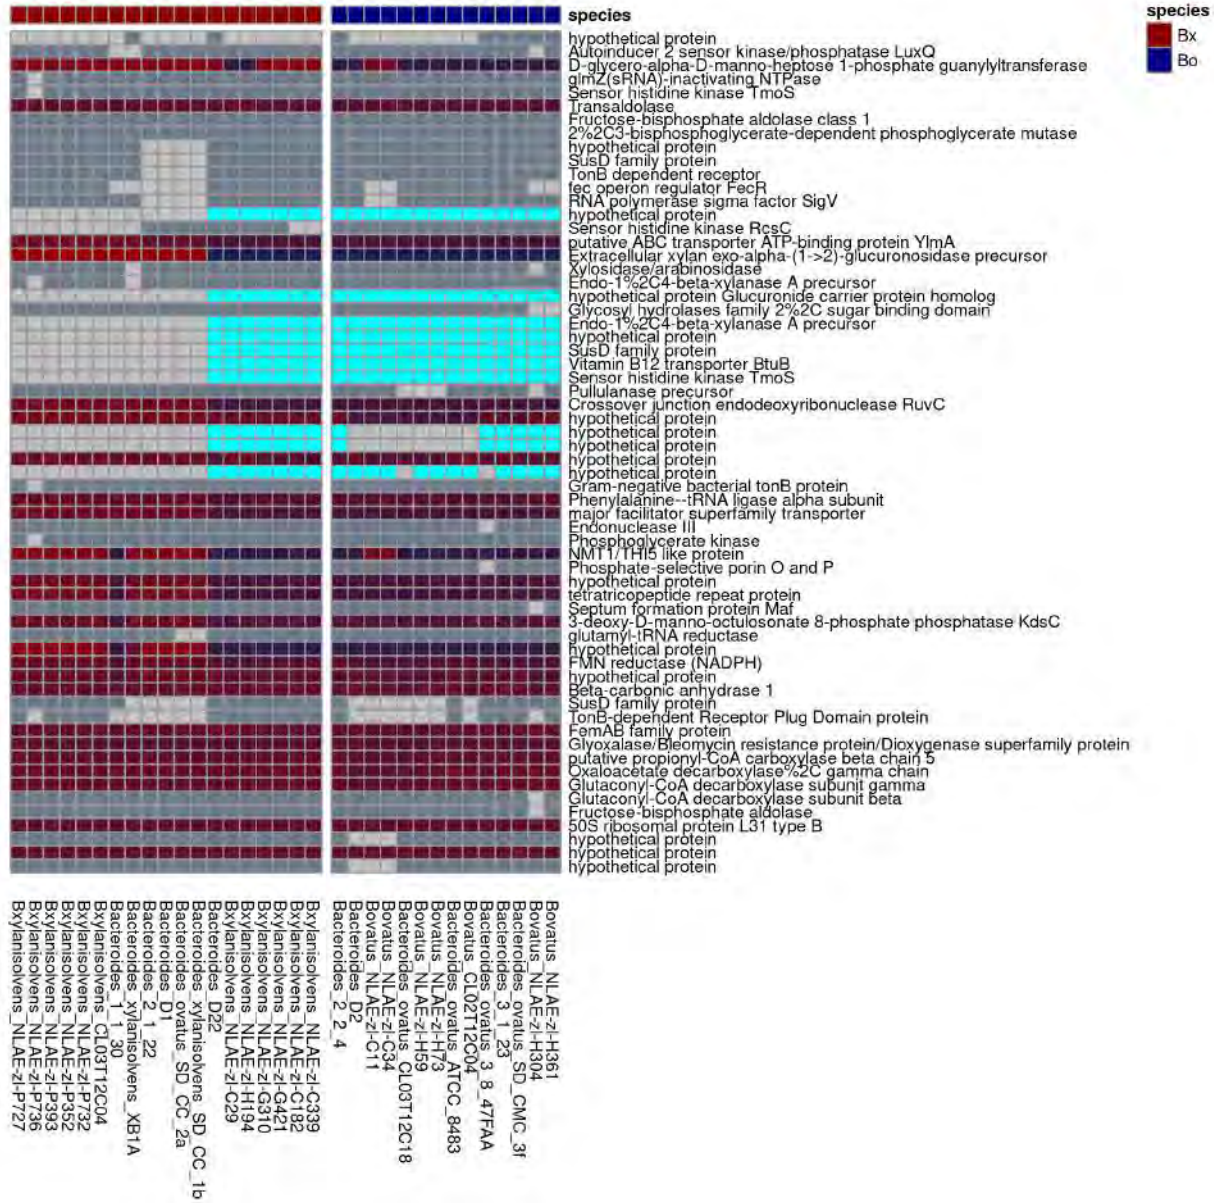

B. xylanisolvans PUL LGT Event 2

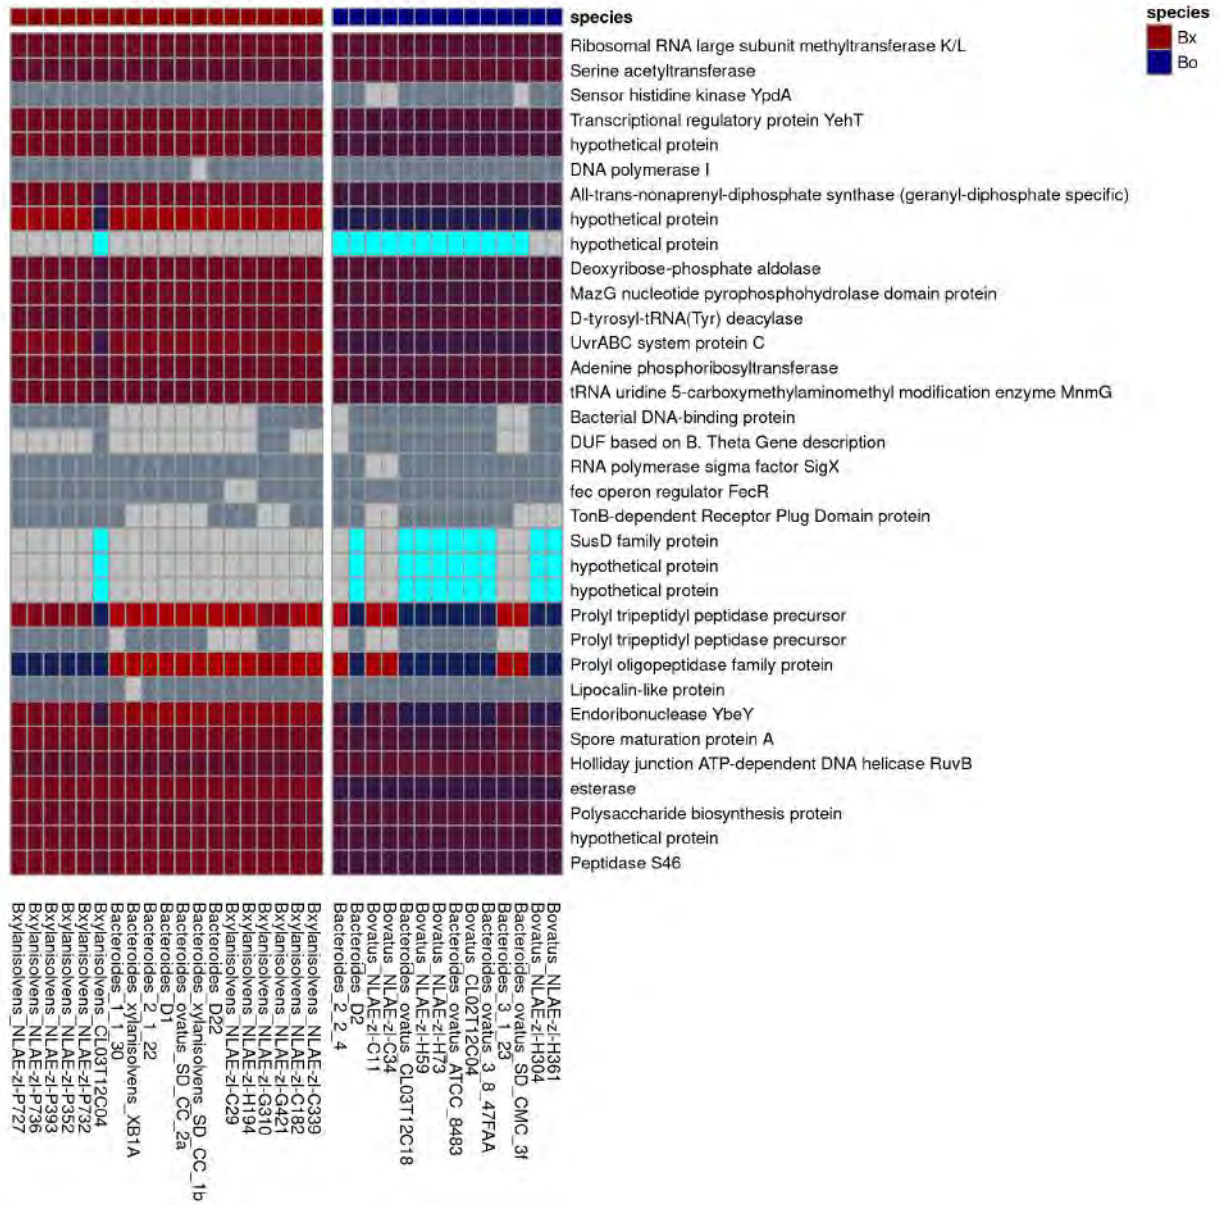

B. xylanisolvens PUL LGT Event 3

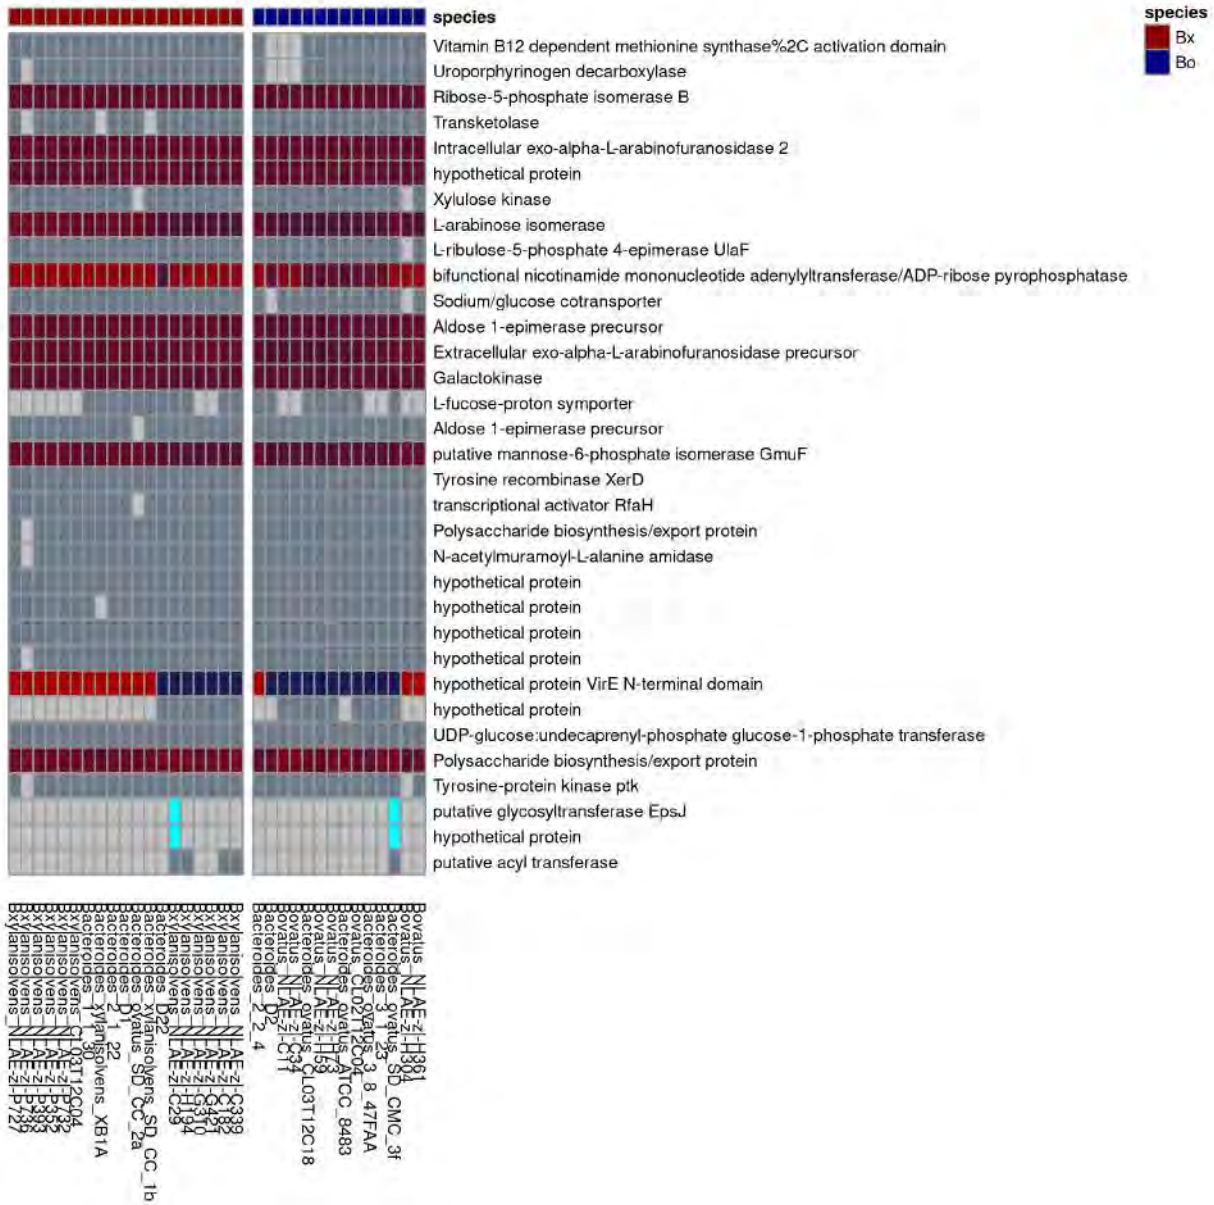

non-PUL LGT Events

B. ovatus non-PUL LGT Event 1

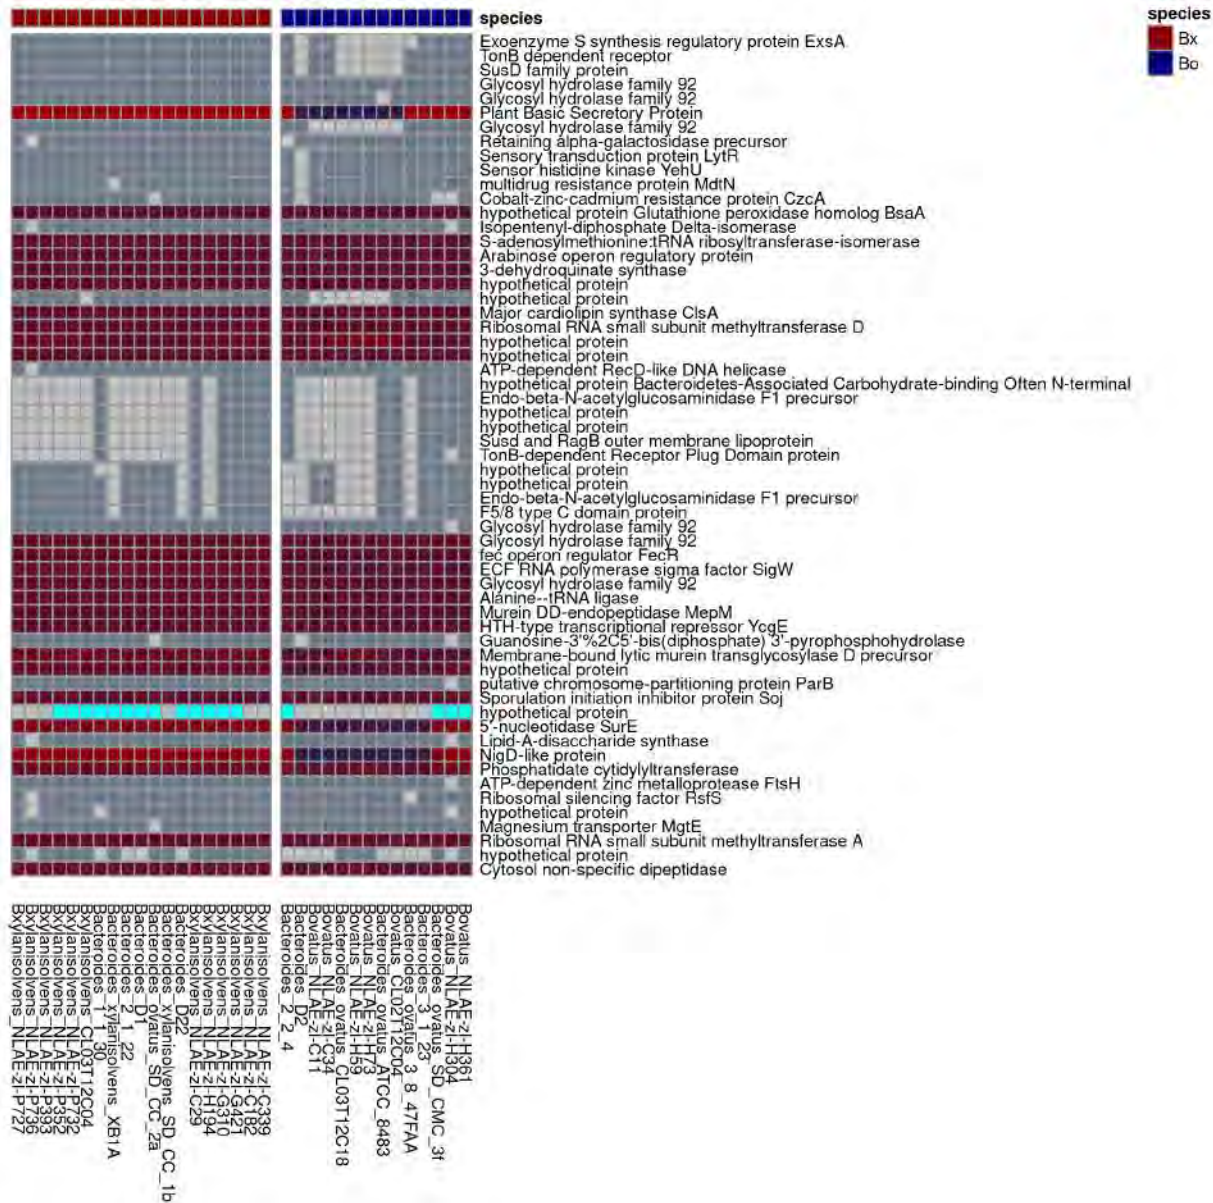

B. ovatus non-PUL LGT Event 2

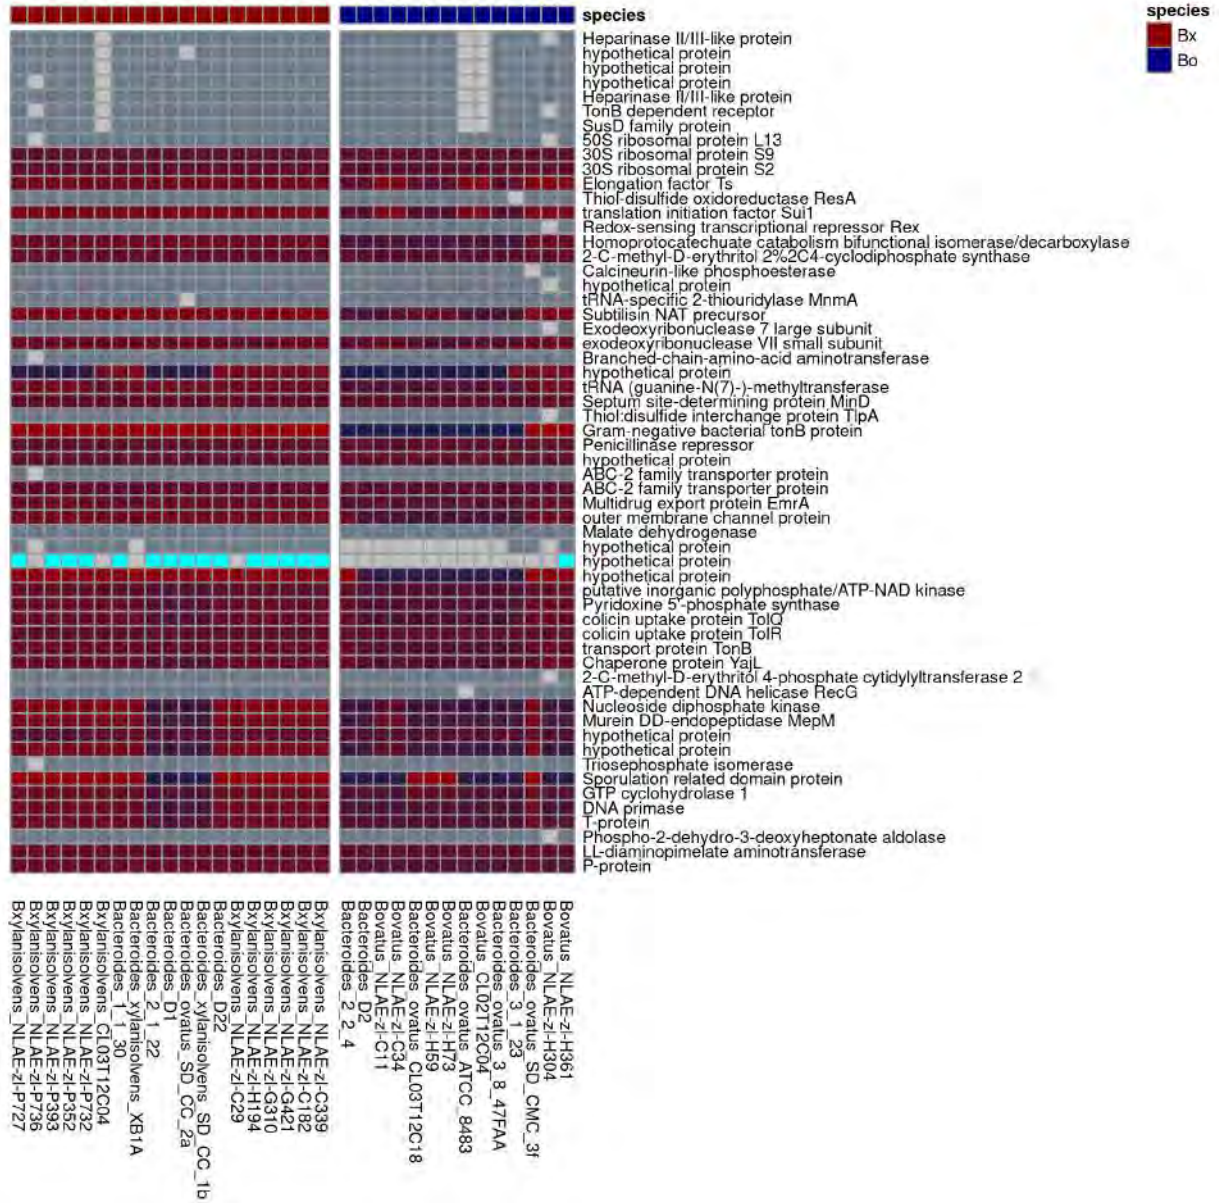

B. ovatus non-PUL LGT Event 3

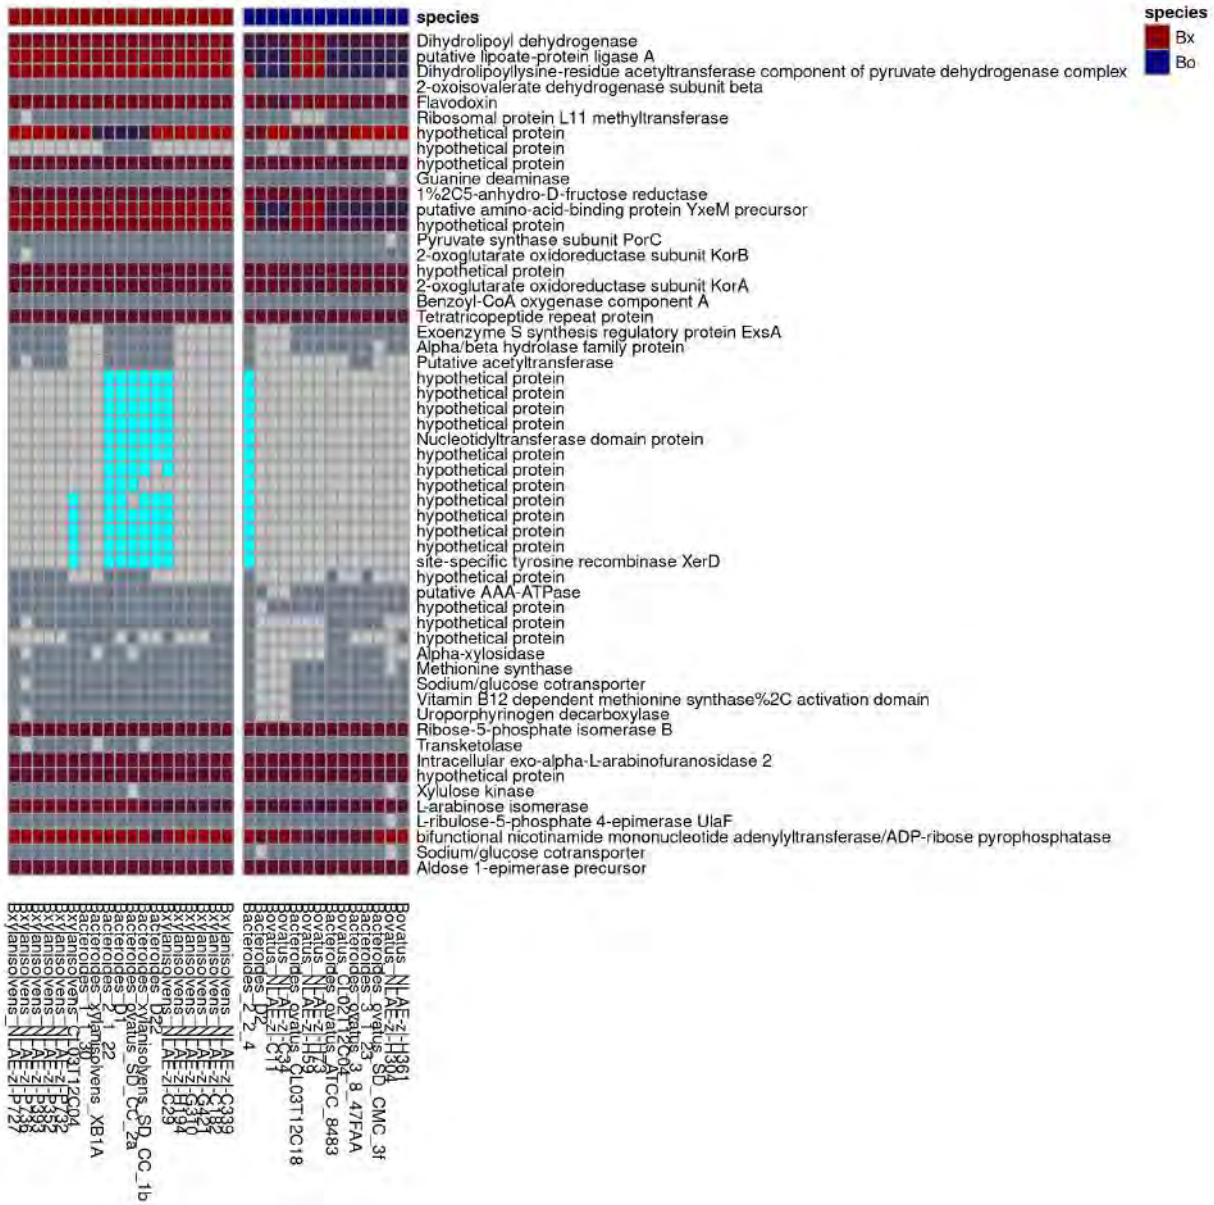

B. ovatus non-PUL LGT Event 4

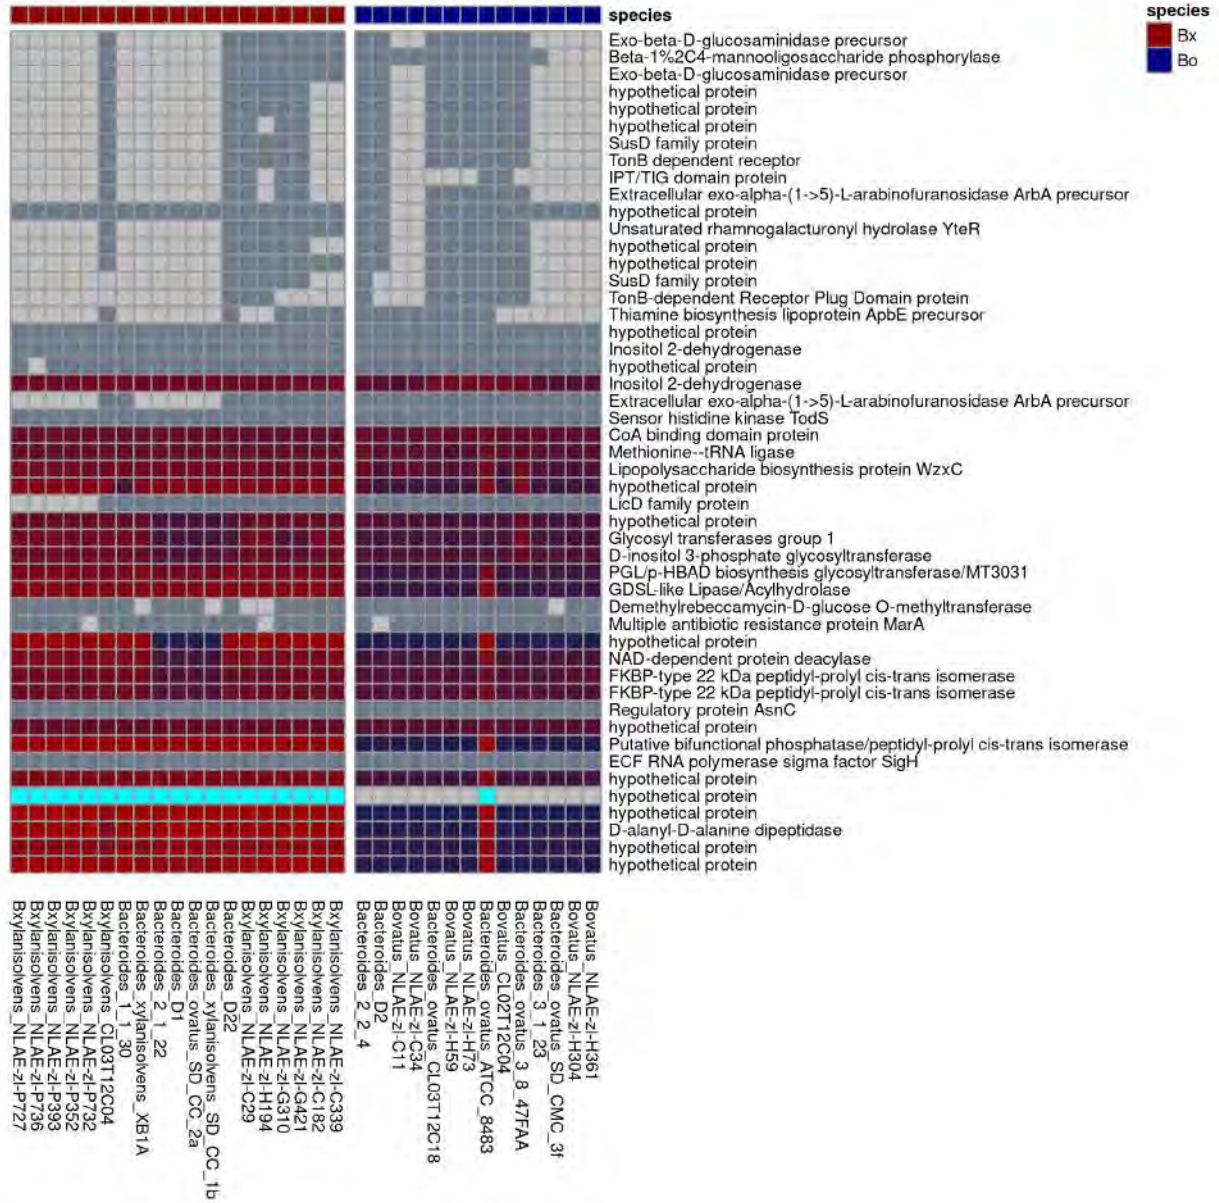

B. ovatus non-PUL LGT Event 5

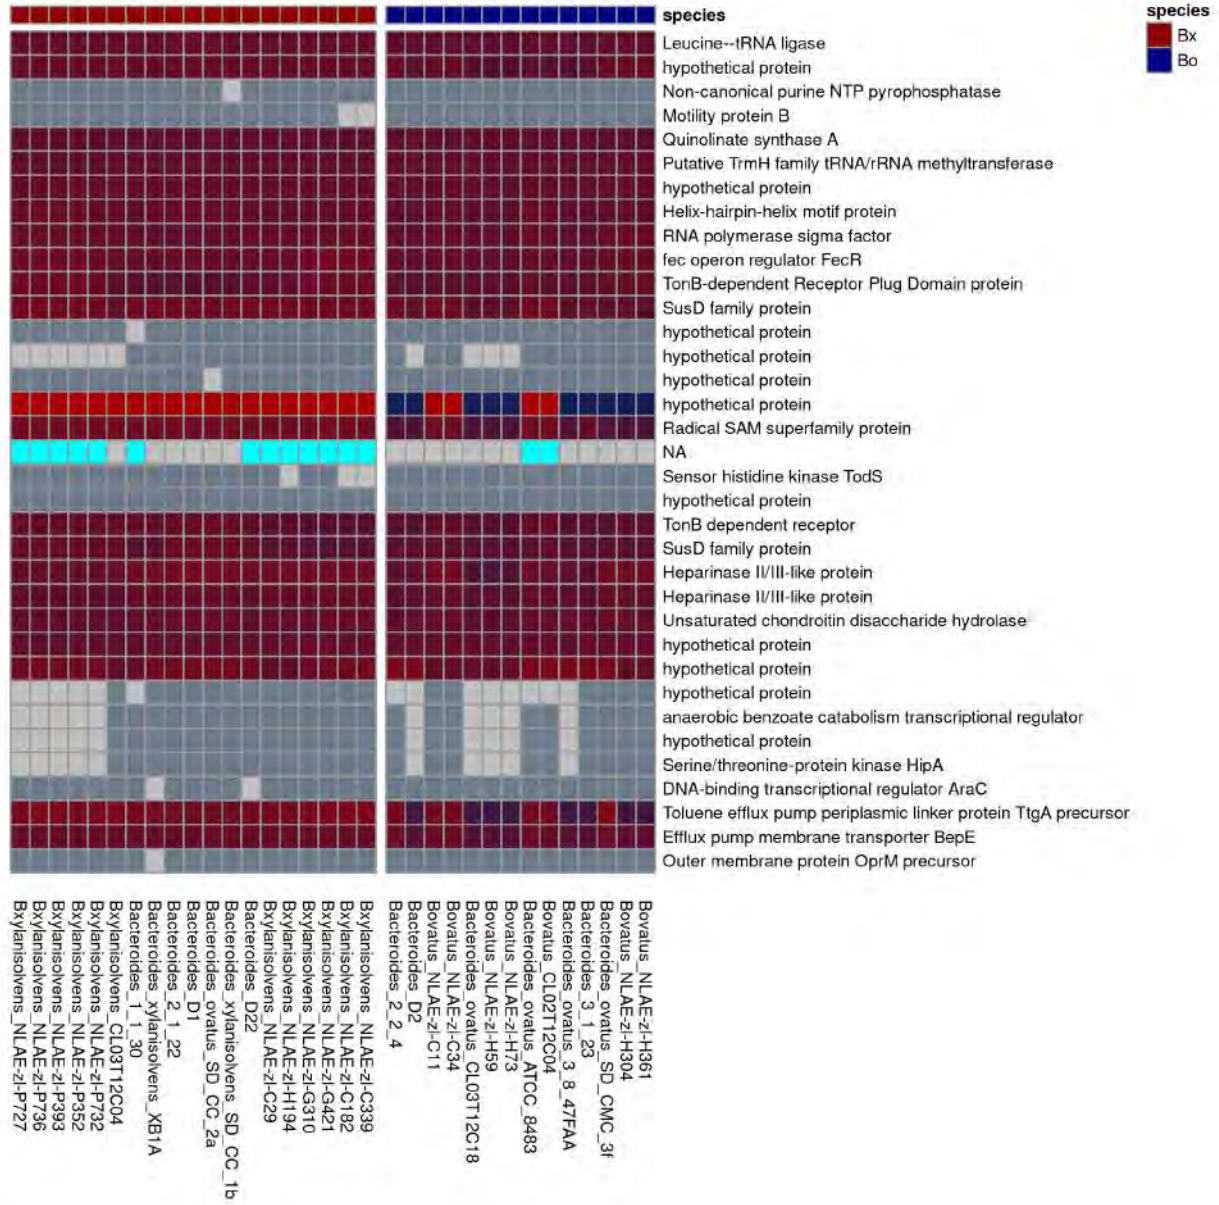

B. ovatus non-PUL LGT Event 6

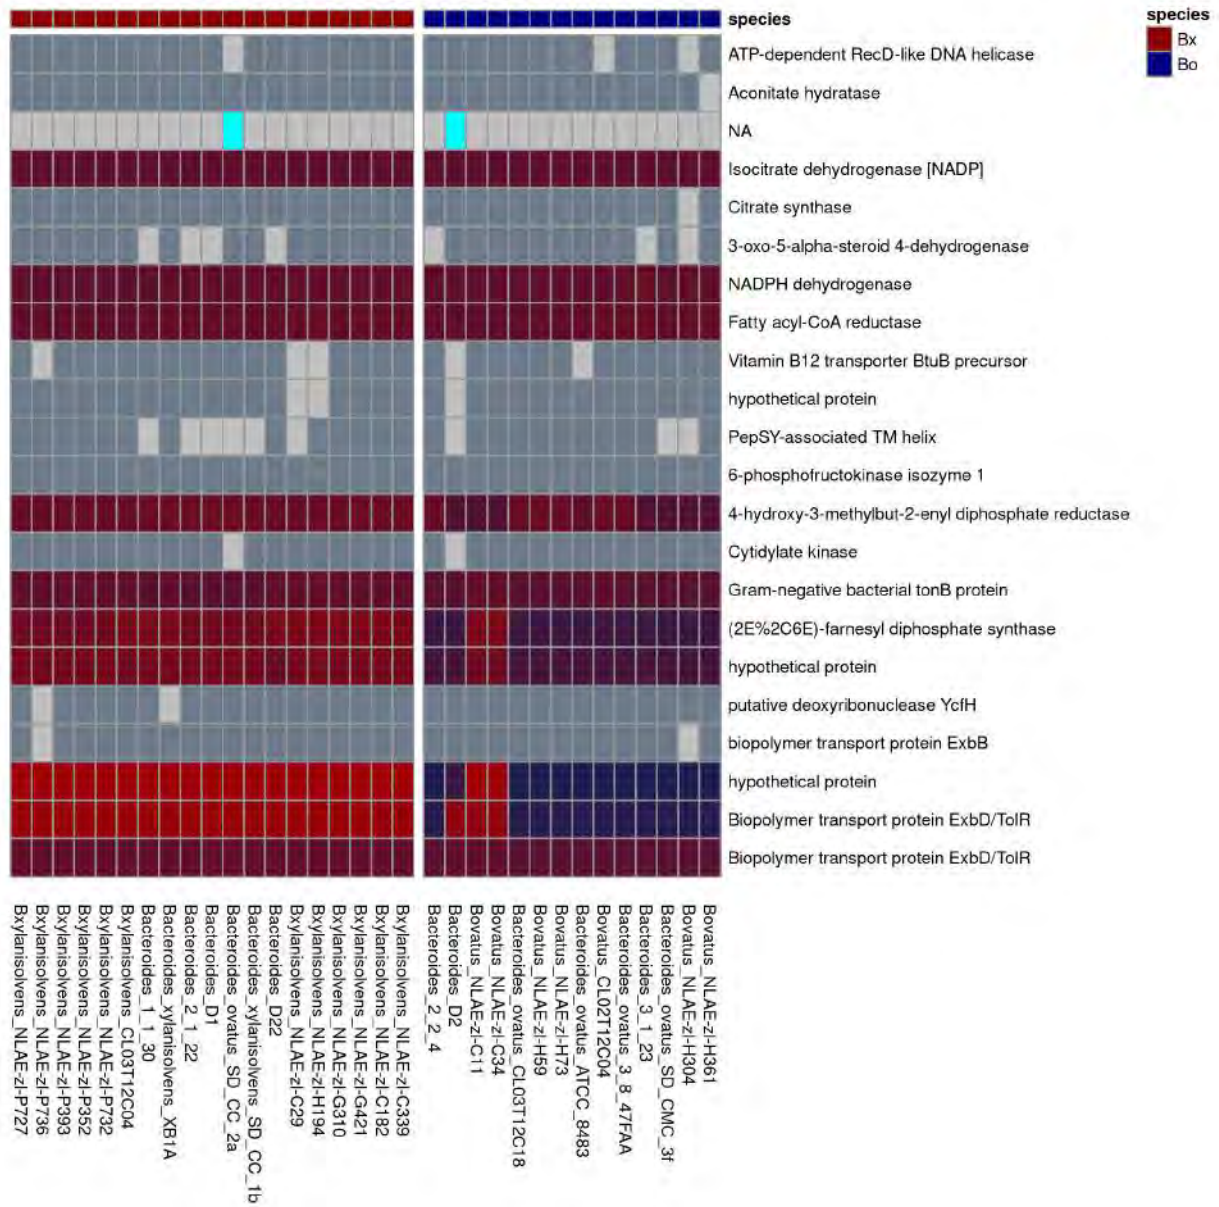

B. ovatus non-PUL LGT Event 7

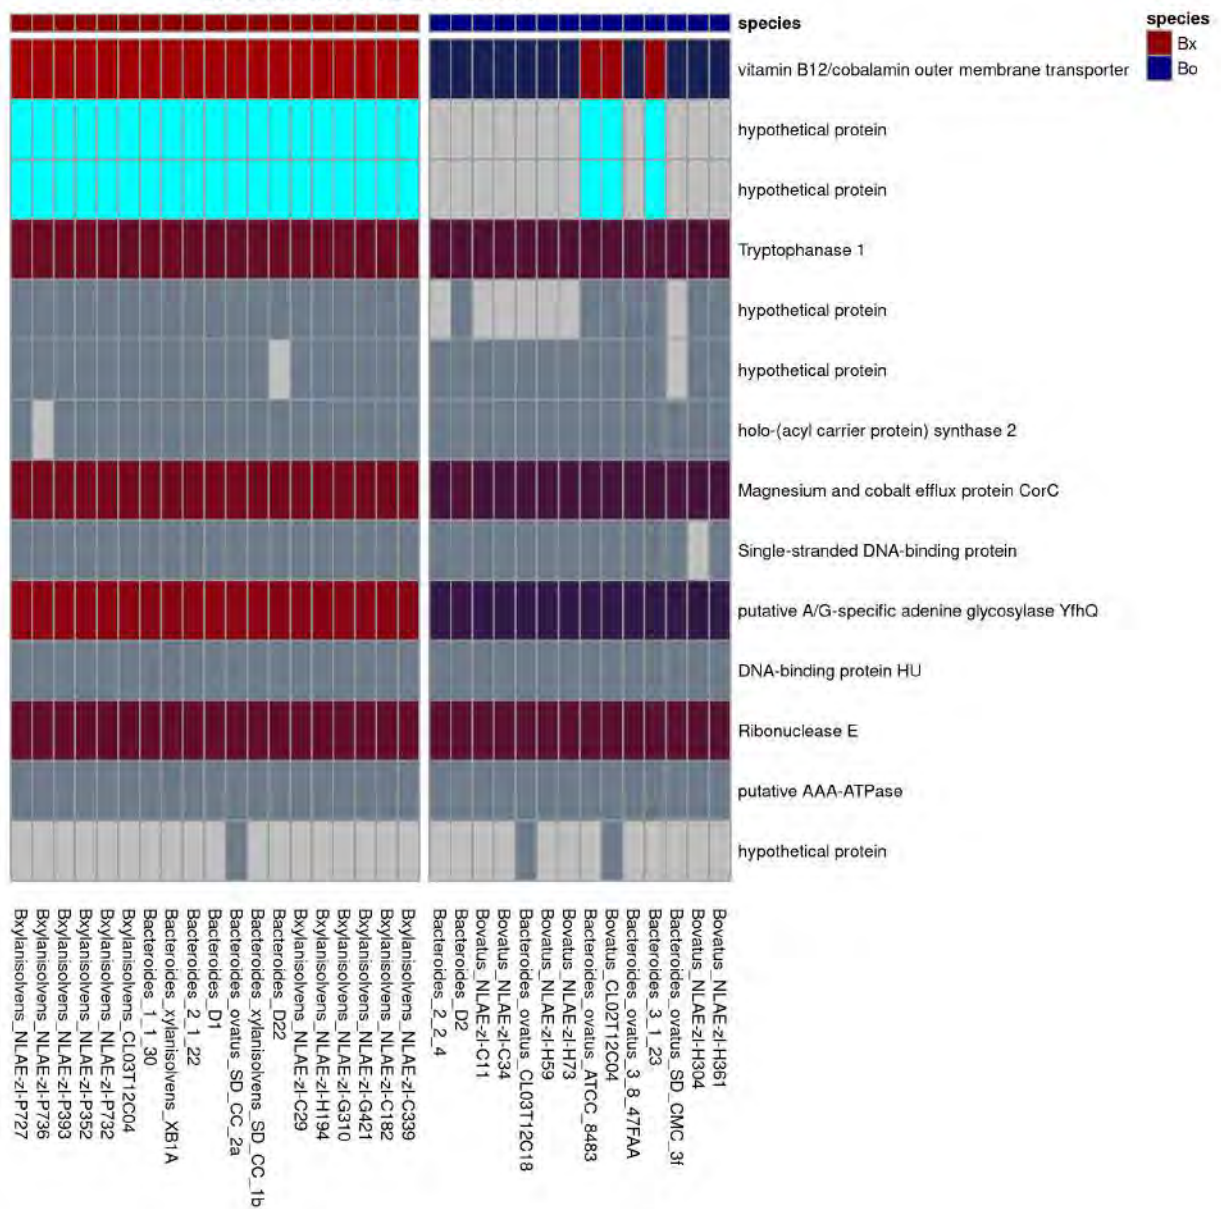

B. ovatus non-PUL LGT Event 8

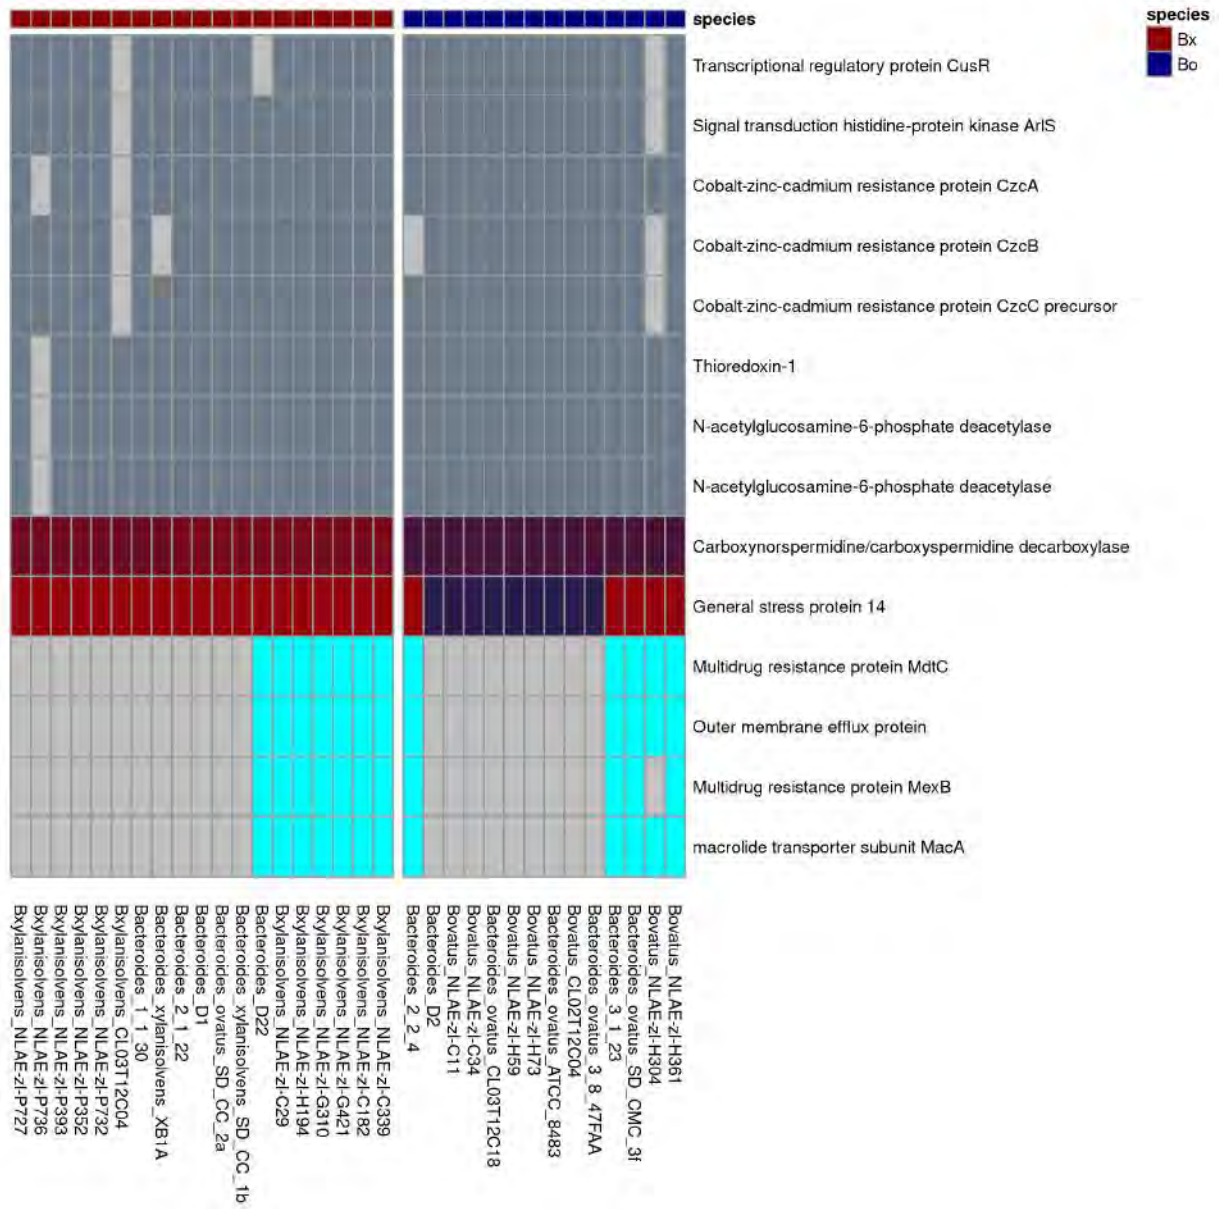

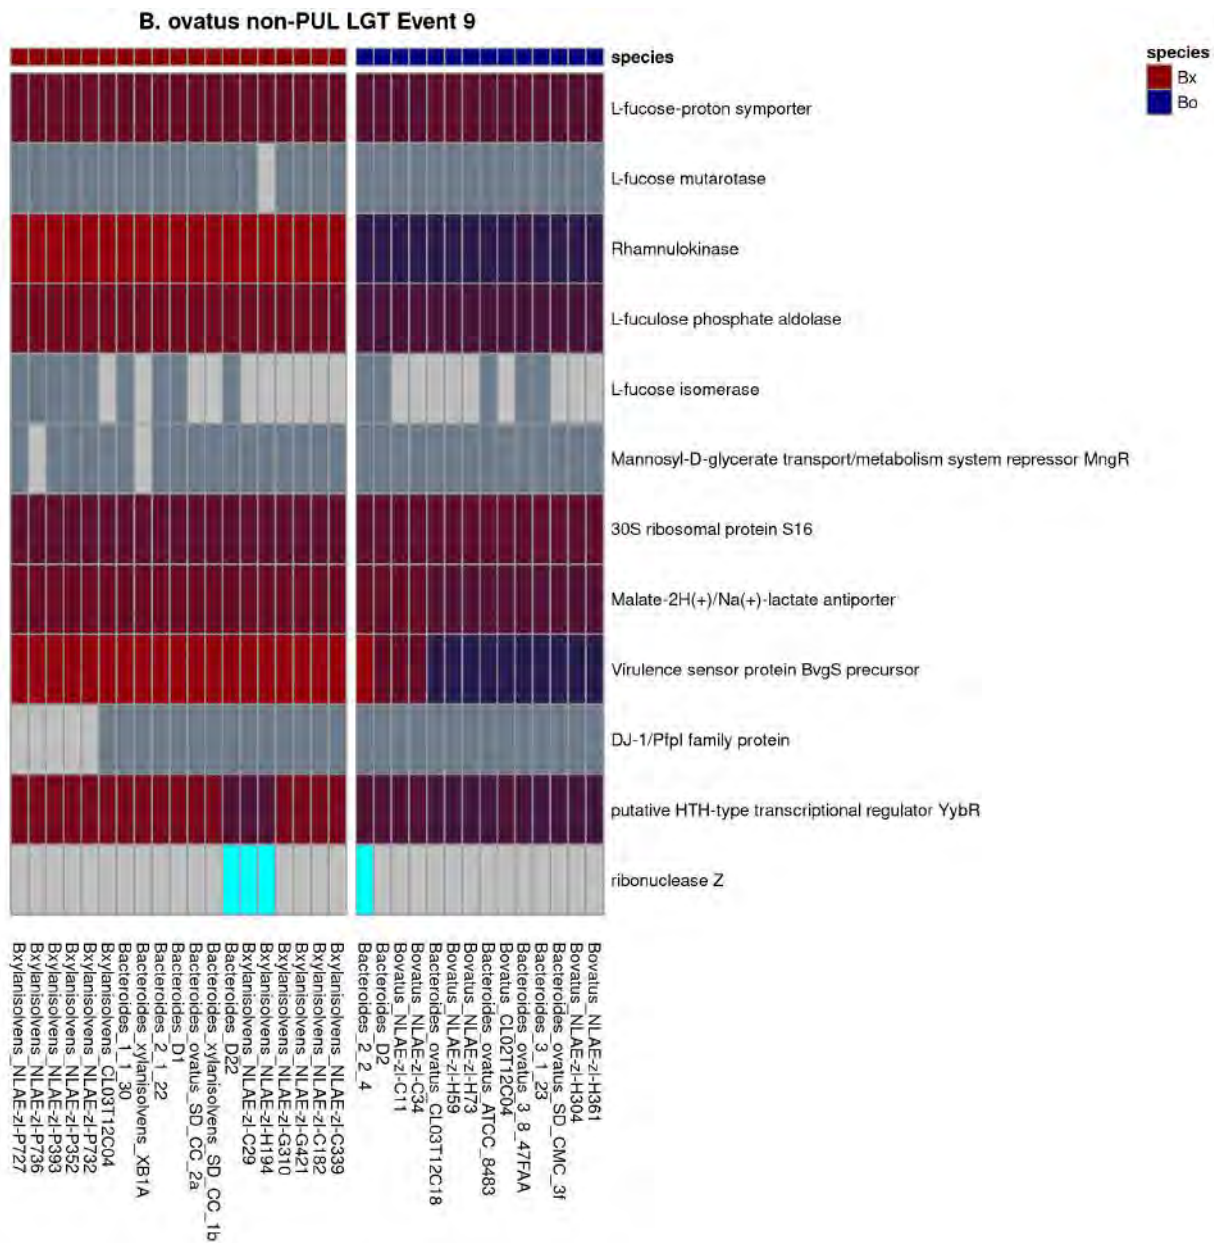

[illegible]

B. xylanisolvans non-PUL LGT Event 2

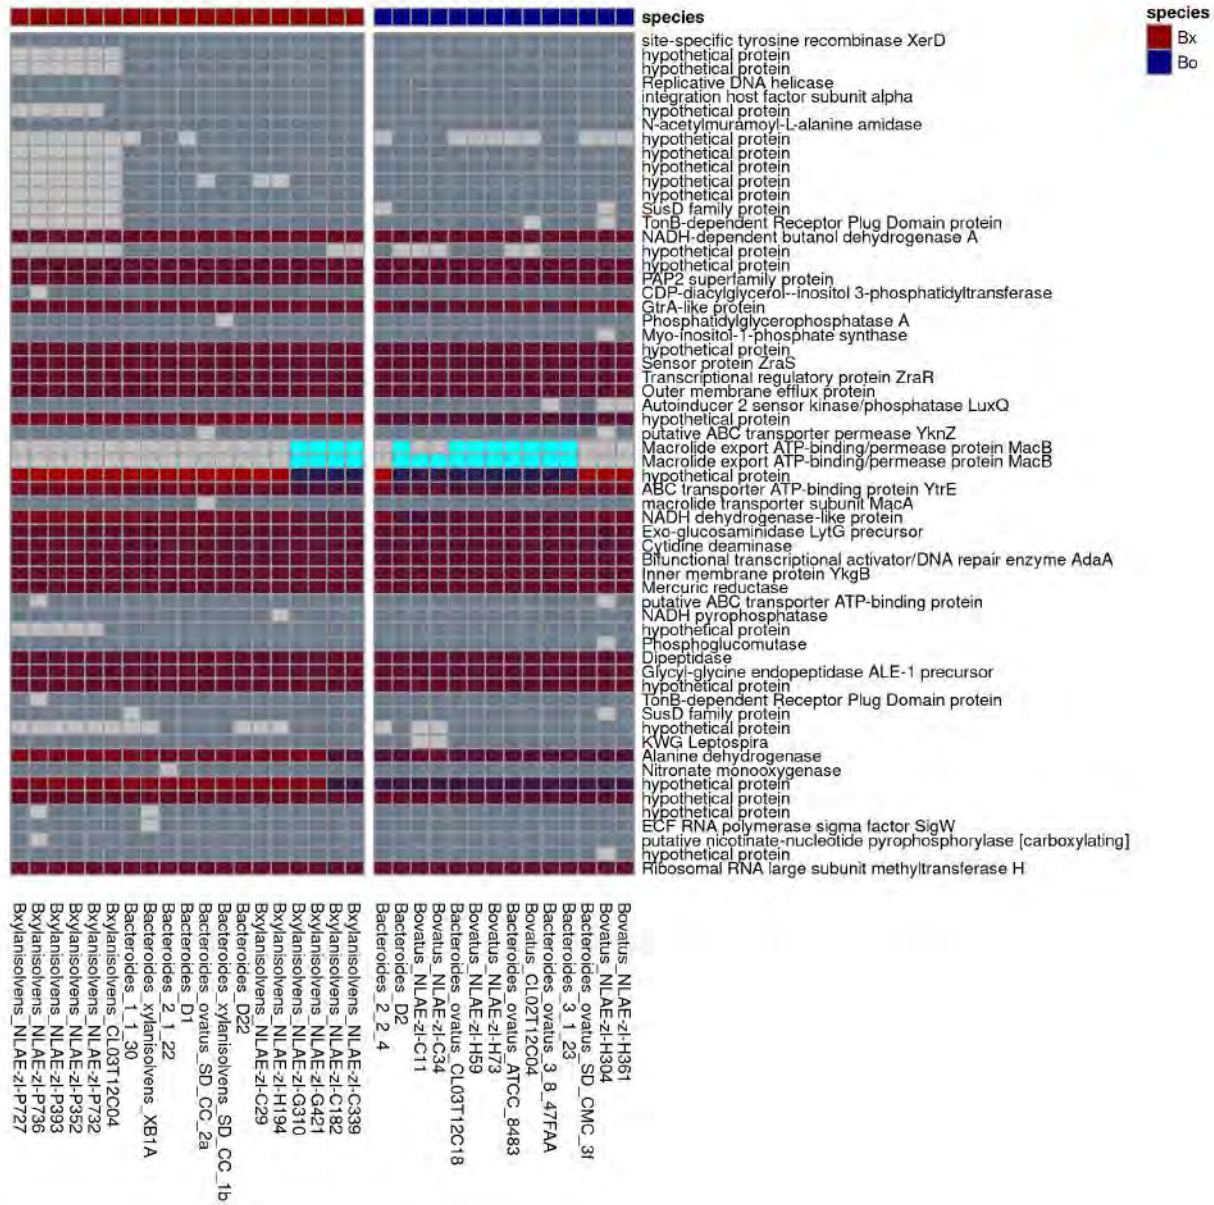

B. xylanisolvans non-PUL LGT Event 3

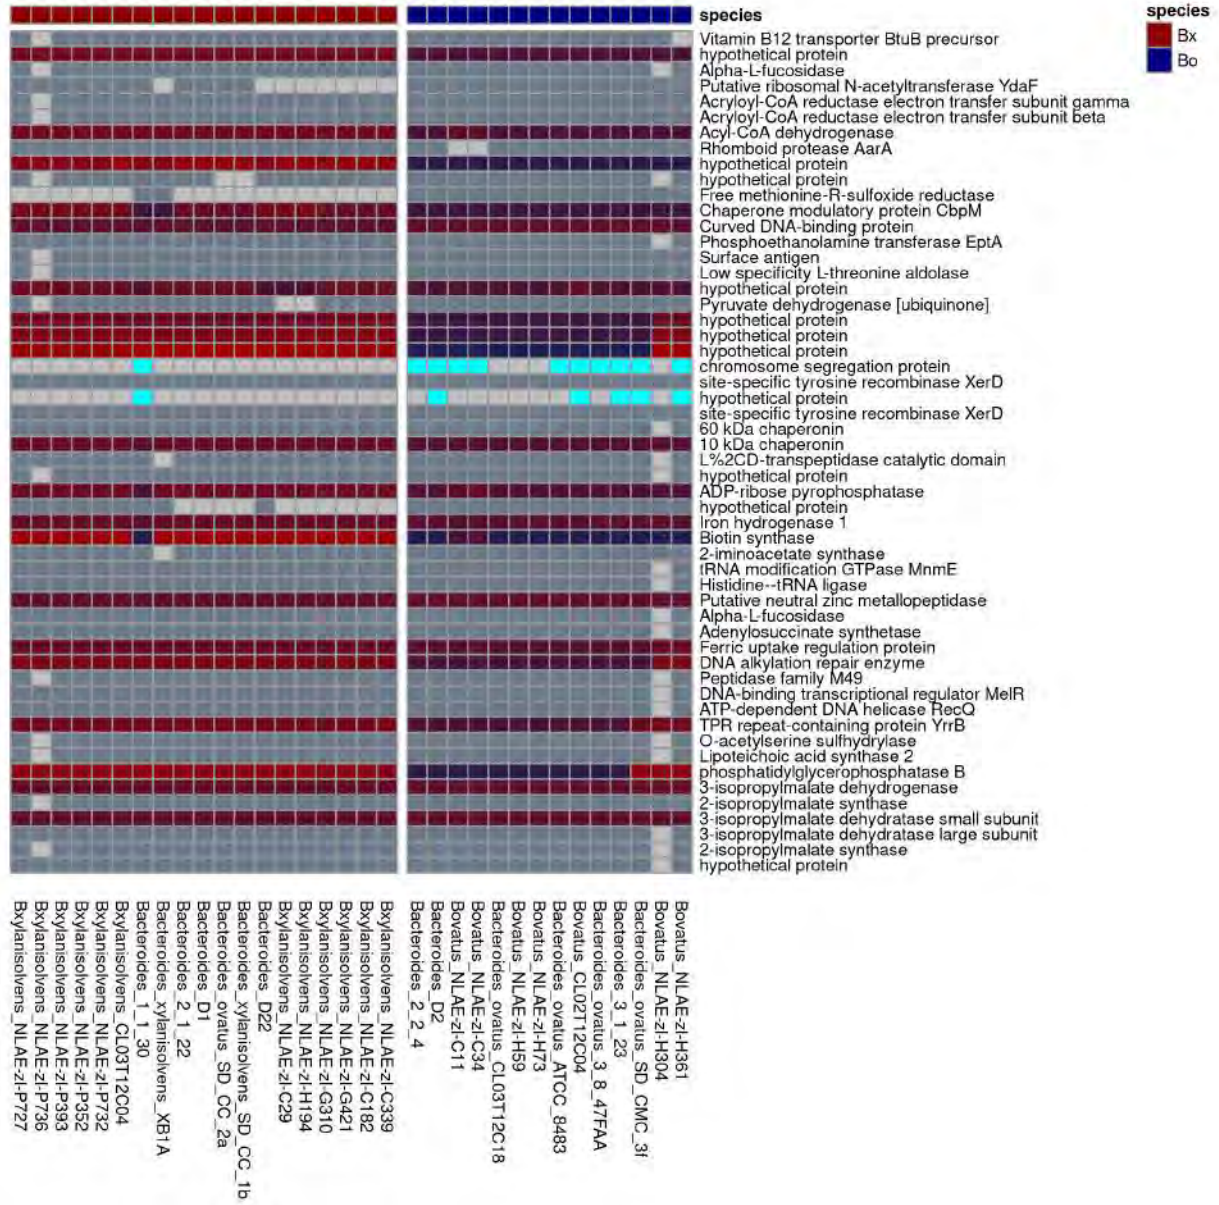

B. xylanisolvans non-PUL LGT Event 4

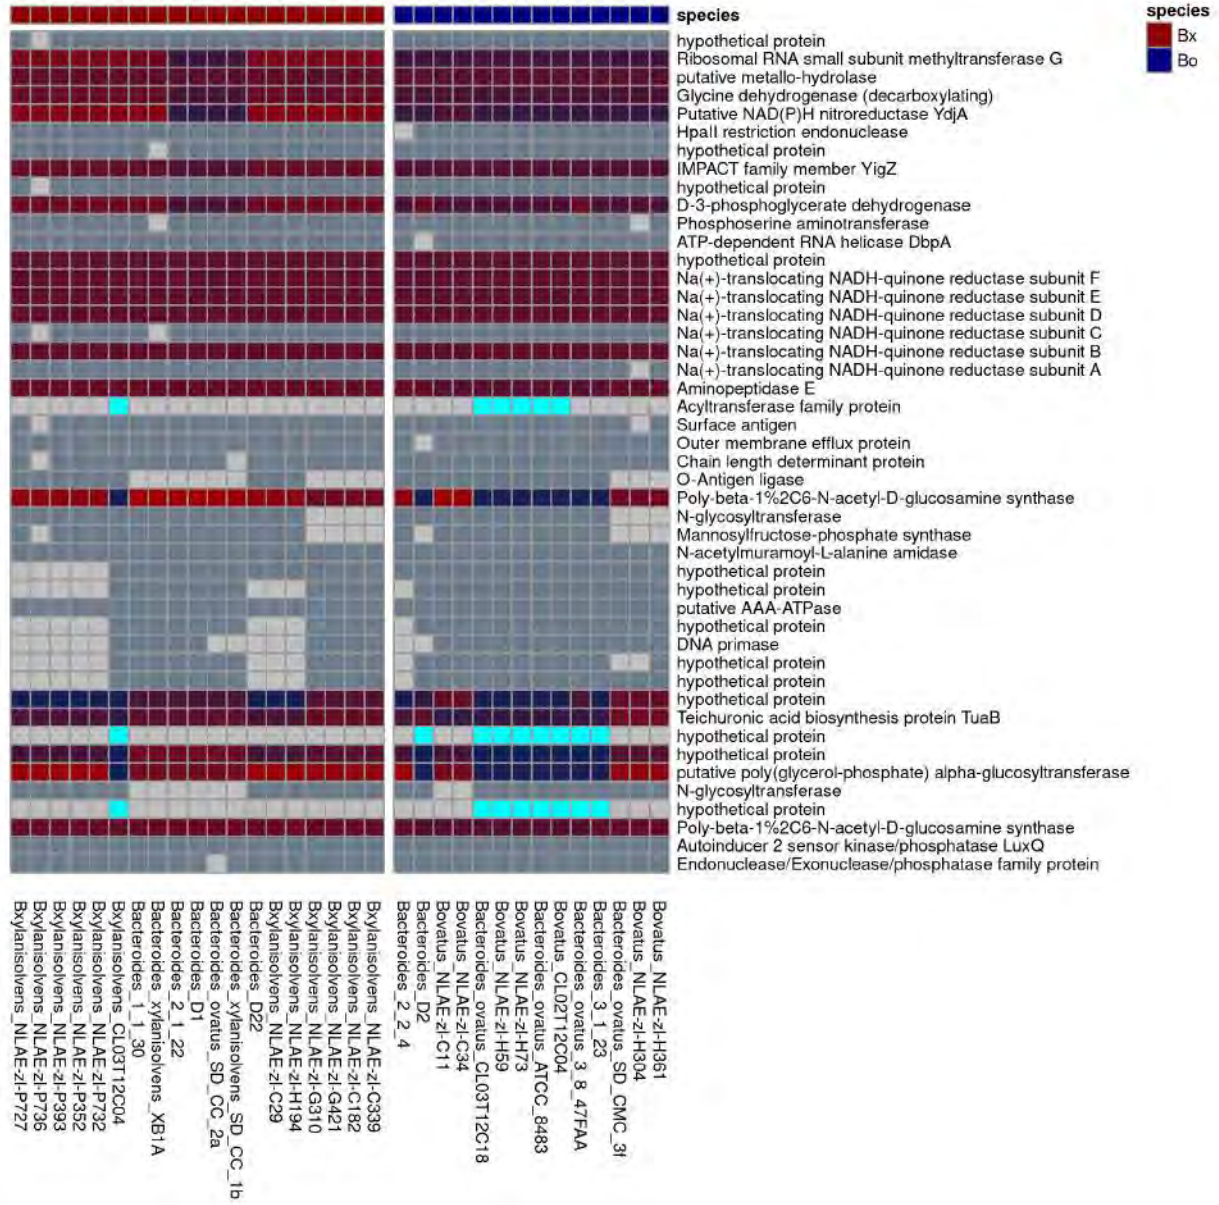

B. xylanisolvans non-PUL LGT Event 5

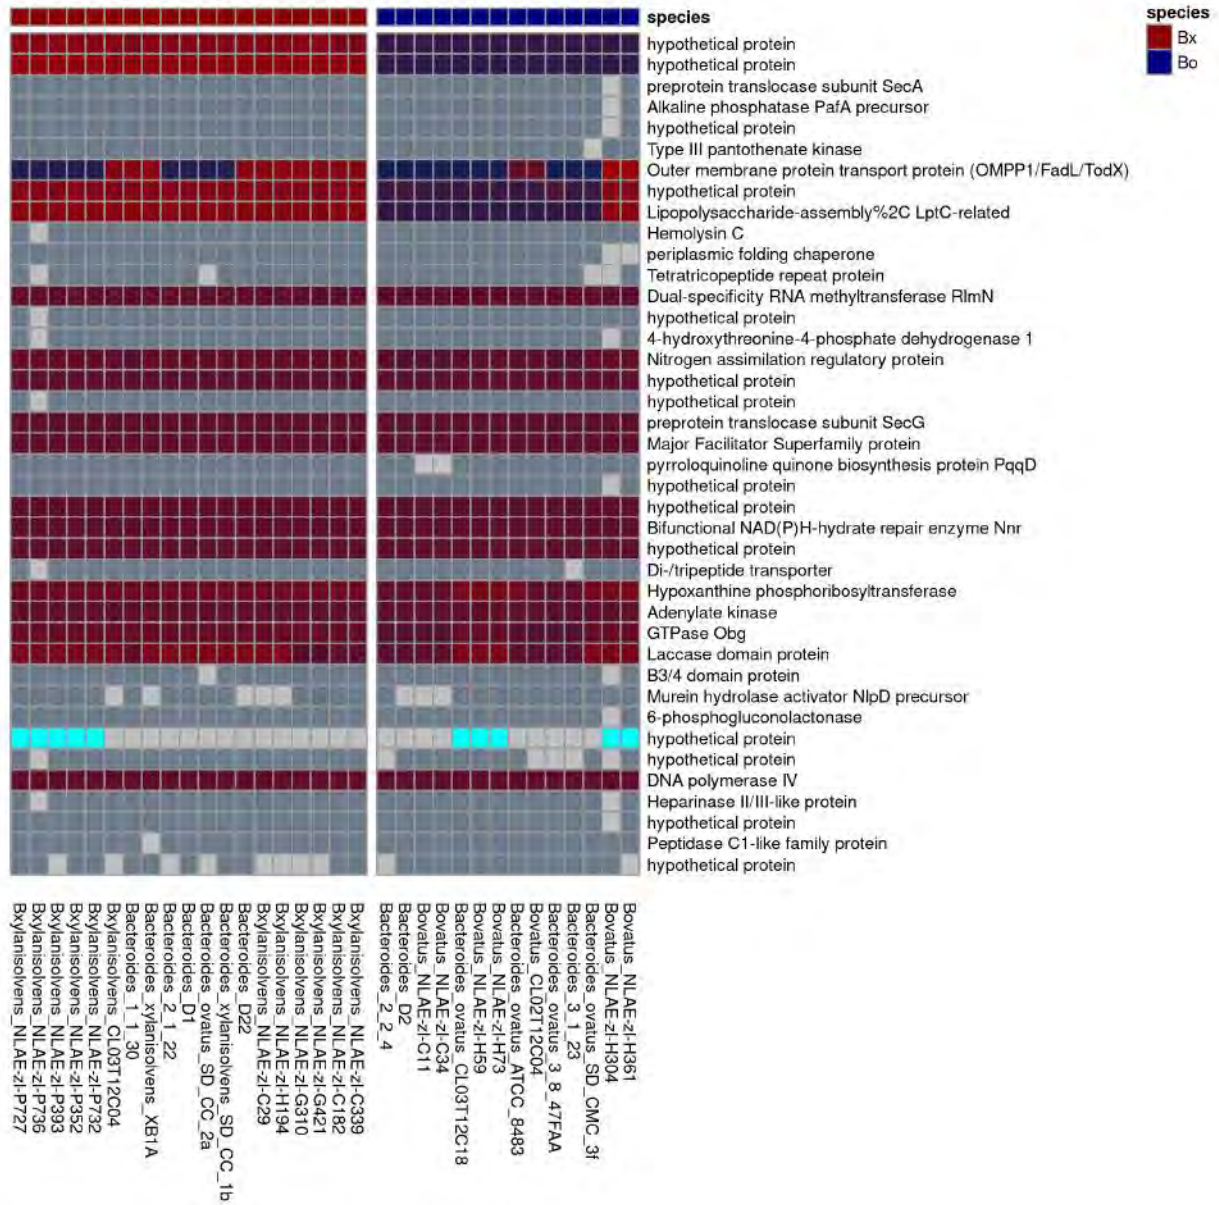

B. xylanisolvans non-PUL LGT Event 6

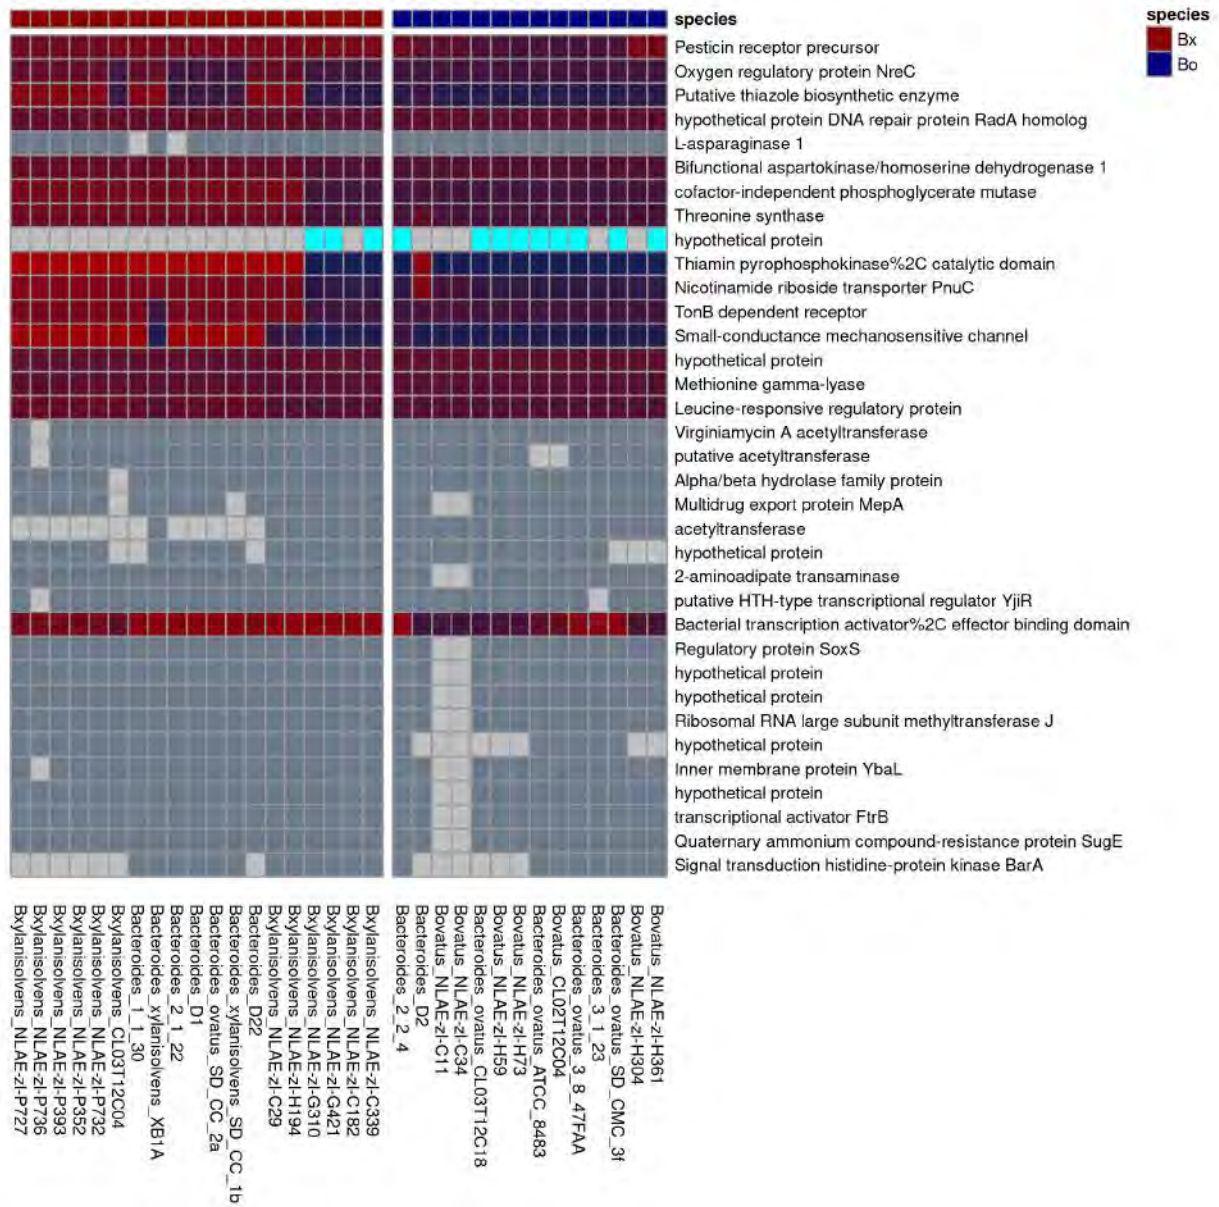

B. xylanisolvans non-PUL LGT Event 7

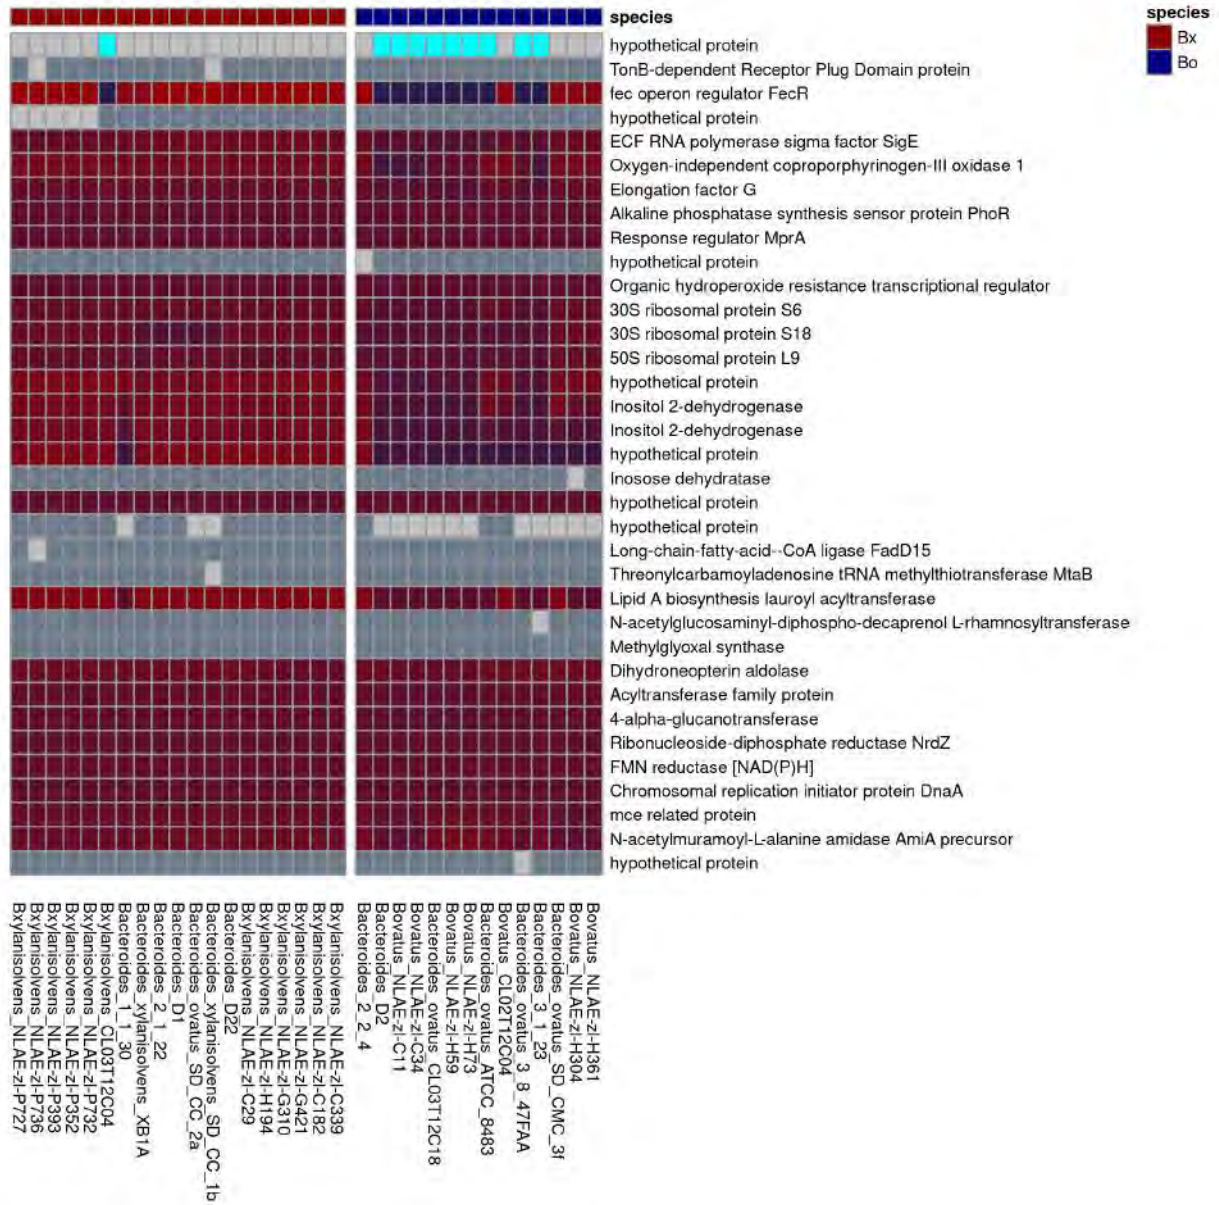

B. xylanisolvans non-PUL LGT Event 8

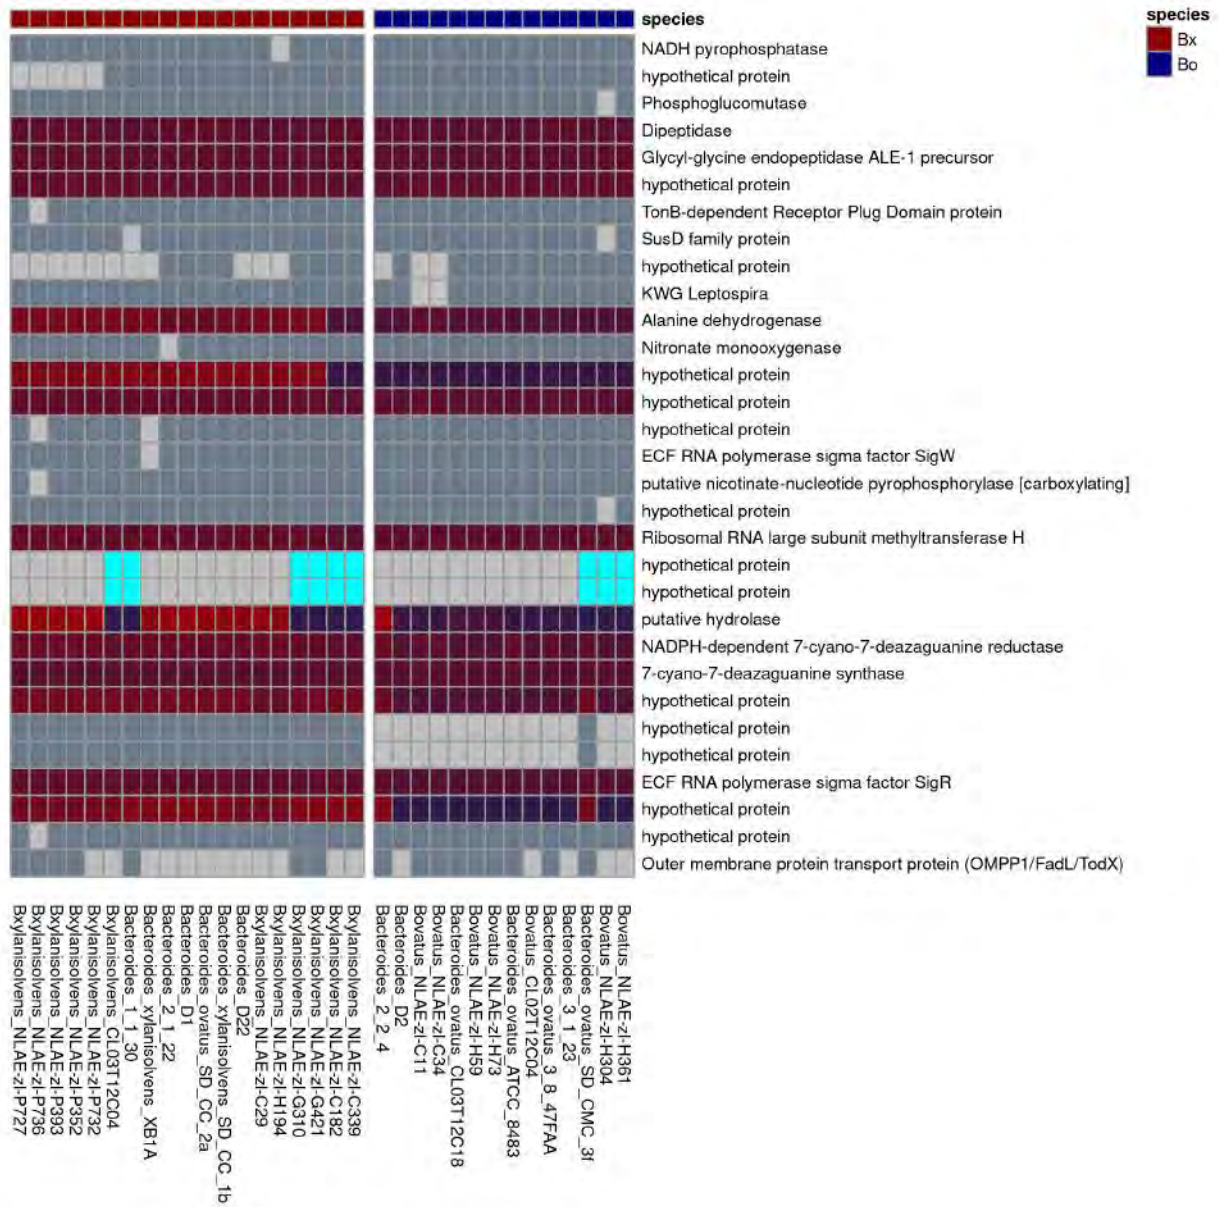

B. xylanisolvans non-PUL LGT Event 9

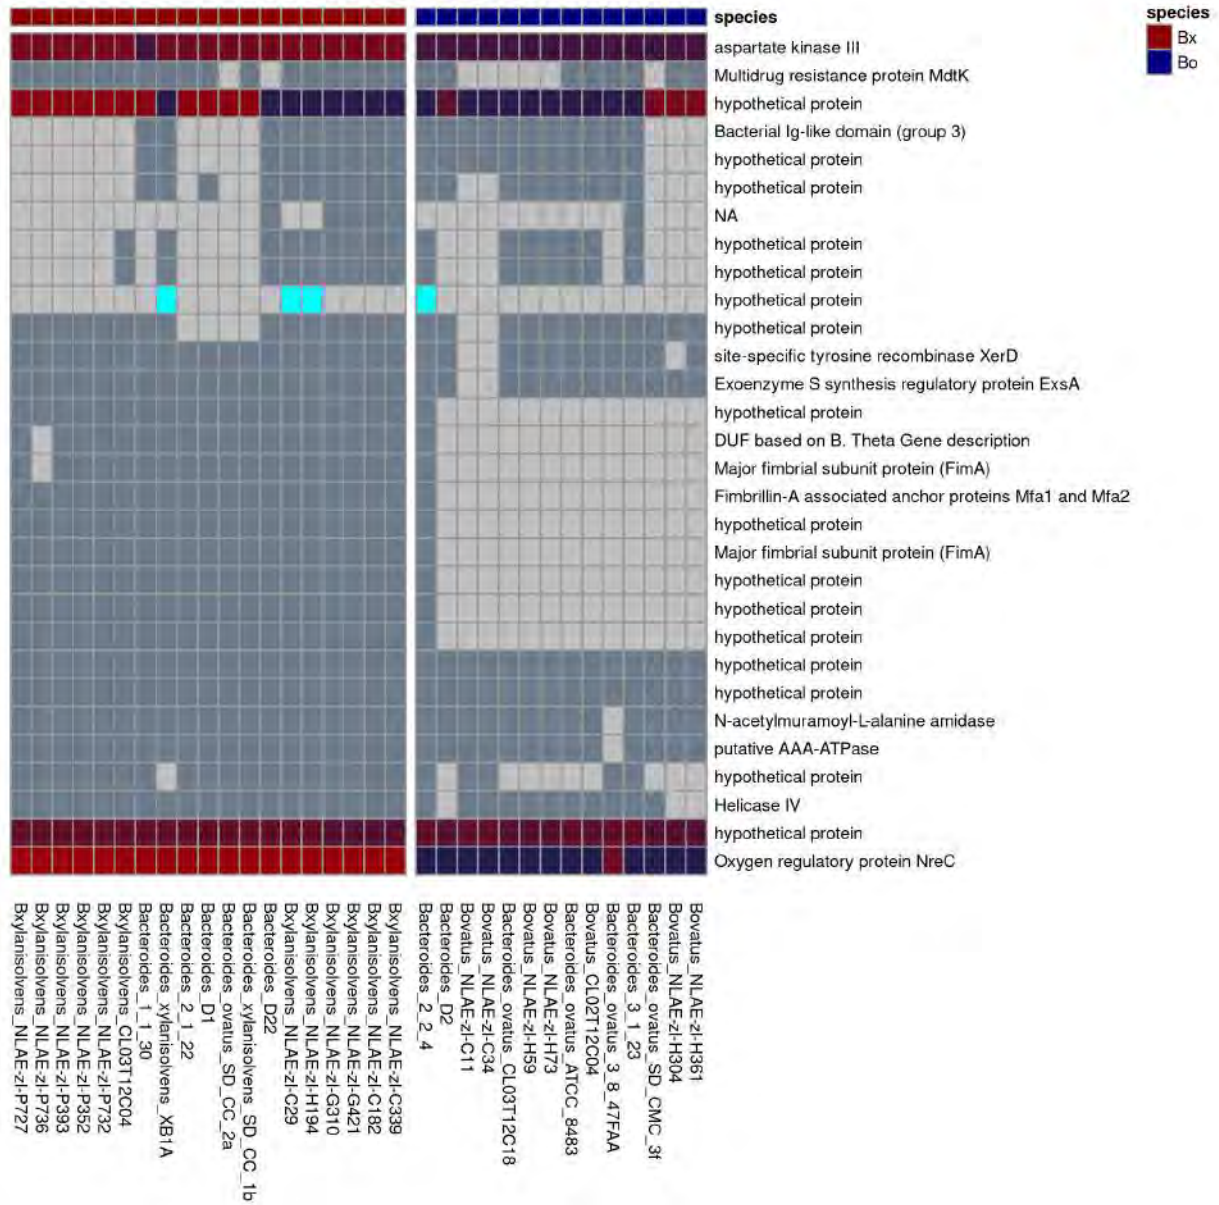

B. xylanisolvans non-PUL LGT Event 10

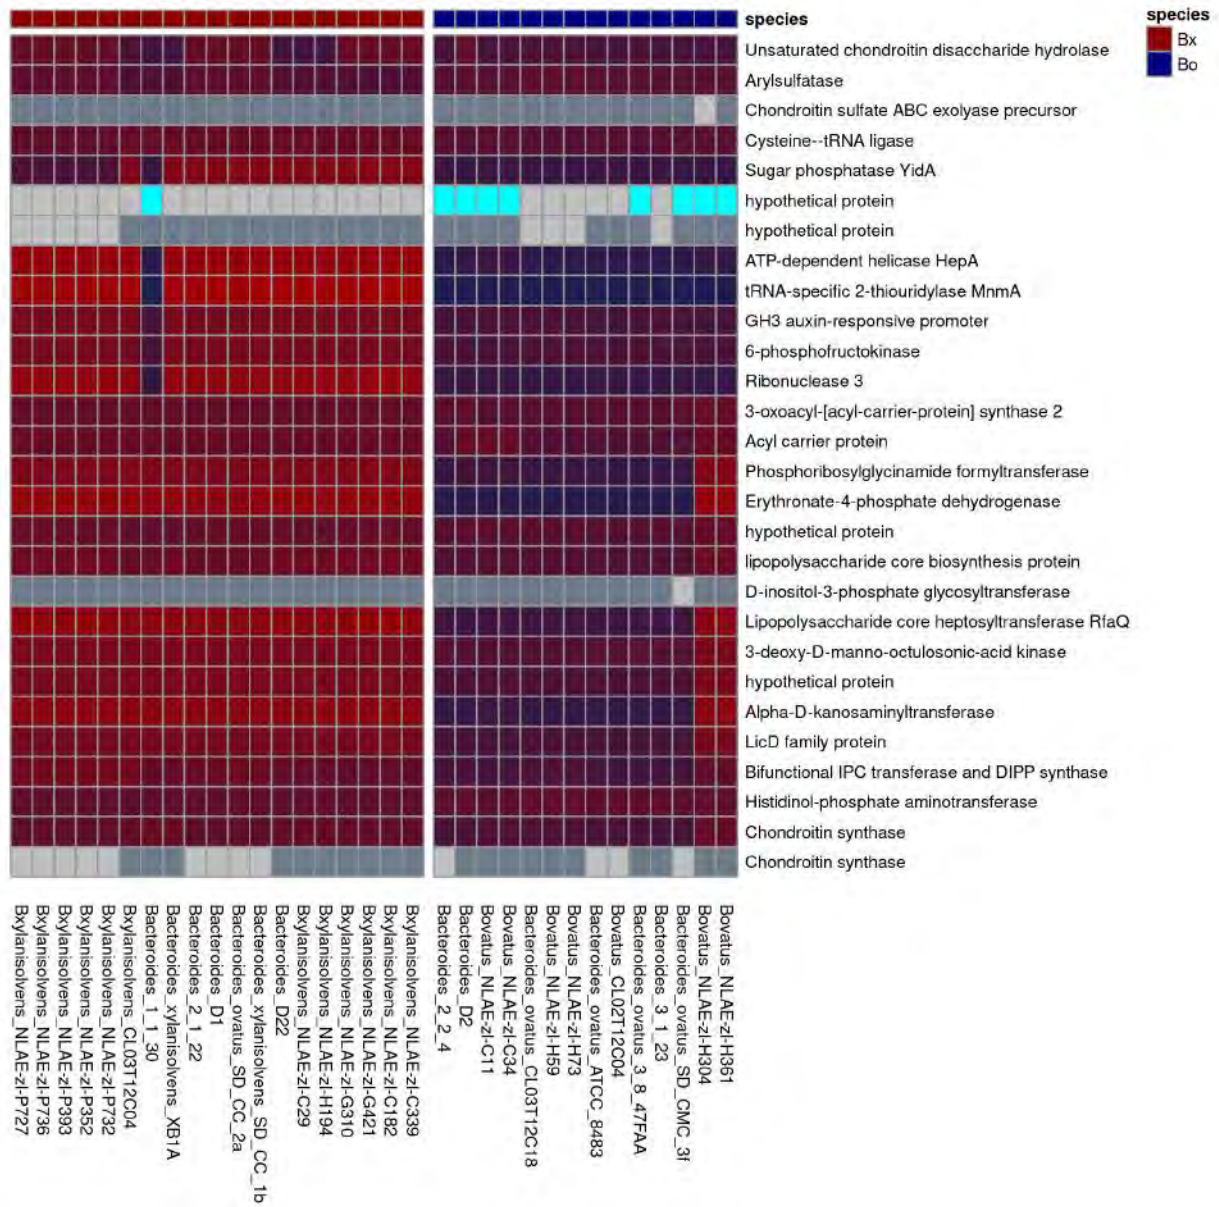

B. xylanisolvans non-PUL LGT Event 11

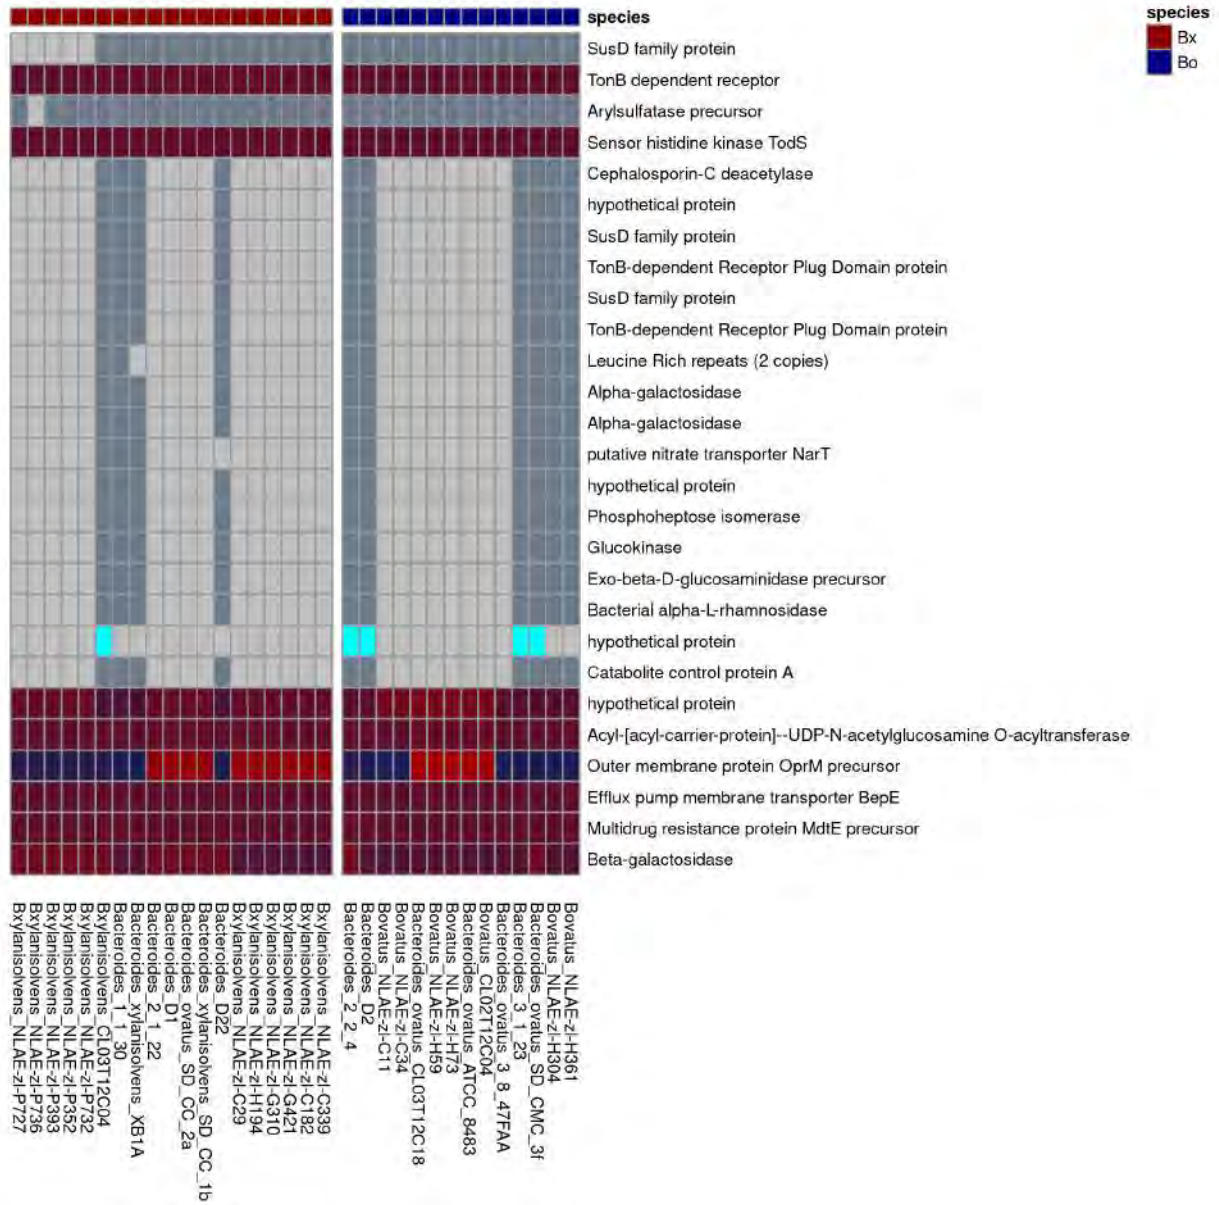

B. xylanisolvans non-PUL LGT Event 13

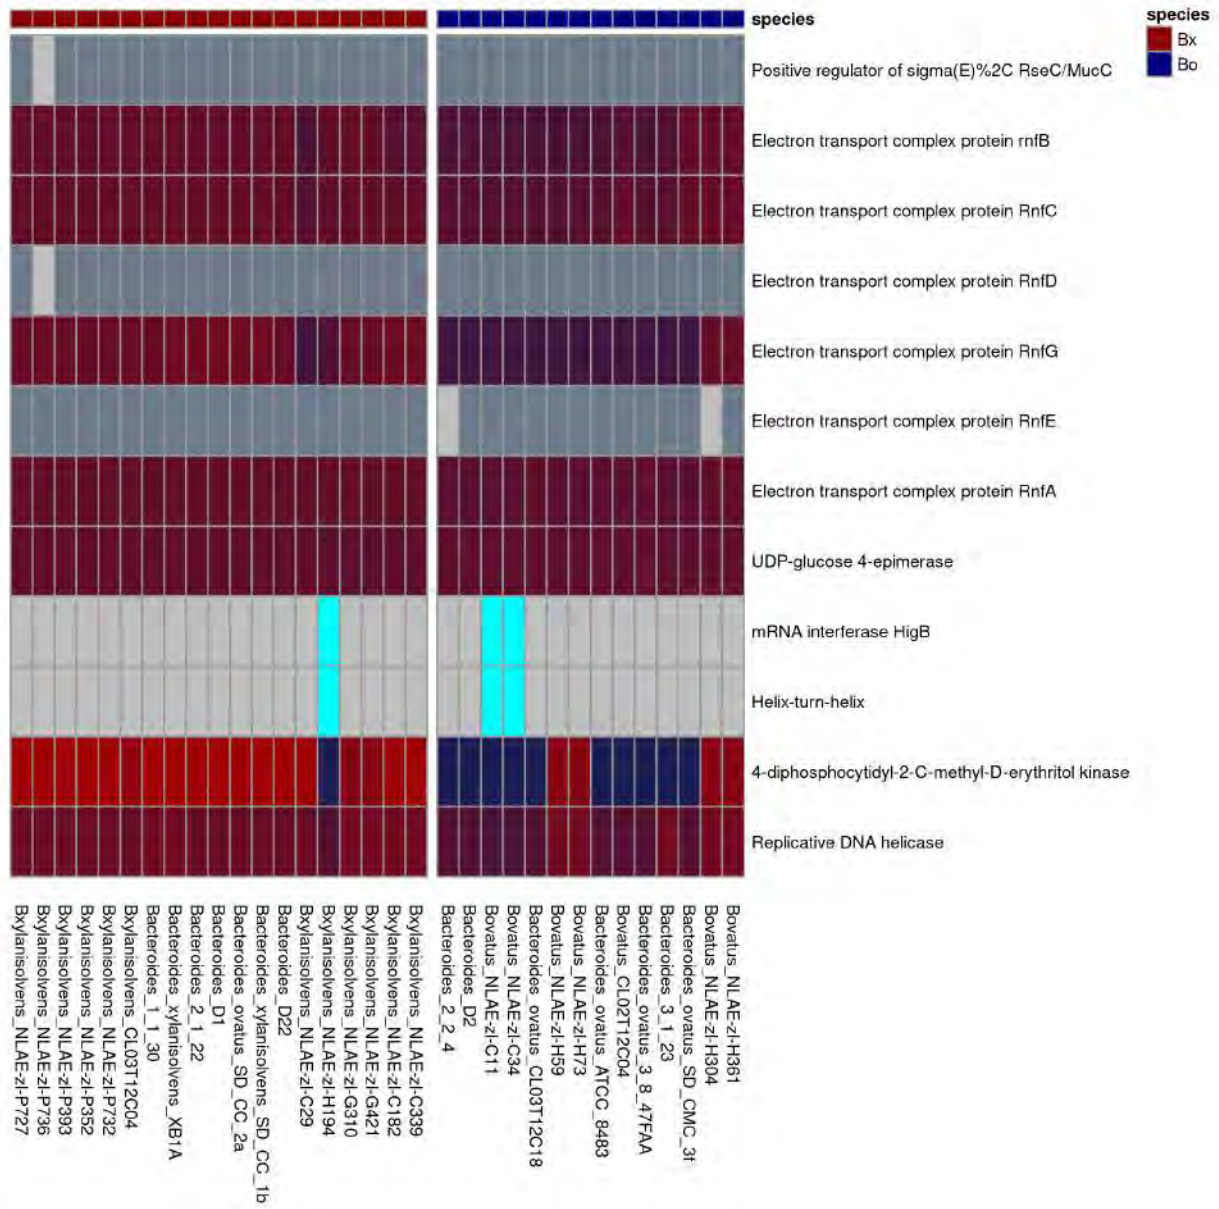

**Supplement:** FIG S7

How the deposited data were processed for this re-analysis (not part of the article)

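The data are RNA-seq comparisons of *B. xylanisolvens* D22, *B. ovatus* 3_1_23, *B. ovatus* D2, and *B. ovatus* NLAE-zl-H59, each grown to mid-exponential phase on mucin *O*-glycans or on glucose as the only carbon source at 5 mg/ml, with 3 samples per condition, 8 conditions, and 24 samples in all. As the paper's methods state, RNA was purified with RNeasy columns, treated with Turbo DNase, depleted of rRNA with Ribo-Zero, made into TruSeq libraries, sequenced on an Illumina HiSeq, and analyzed by the authors in Arraystar with Qseq (DNAstar). The submitters' notes name DESeq2 without a version or a role. The genome build, the alignment settings, and the test are not given in the sources used here.

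The fold change in each deposited table is a ratio of mucin *O*-glycans to glucose that the authors computed from their normalized values, by a normalization not given in the sources used here. The P value in each deposited table was computed by the authors, with a test not given in the sources used here. For strain NLAE-zl-H59, the T value is a score that the authors deposited beside the P value, negative where the fold change is above 1. The tables of strains D22, 3_1_23, and D2 list 257, 275, and 387 genes selected by the authors, and their values equal those of Table S3a to c. The table of strain NLAE-zl-H59 lists 6253 genes, 6117 of them with a measured fold change, and 41 entries repeat a gene name. It also holds 6 columns of values per sample whose names match no sample label; no condition was assigned to them and they were not used. A shorter sheet of the same strain, with 501 genes and a largest P value of 0.0497, holds a part of the full table. A sheet of CAZyme predictions was left out because its gene numbers are not paired with locus tags. The depth per sample is unknown, so no interval that needs it is given. Only the comparison values were used, so no value per sample is given and no outlier test or other split of the samples was made.

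Genes were called activated at a fold change above 10 and repressed at one under 0.1, with the authors' P value under 0.01, the range of P in Table S3a to c. For strain NLAE-zl-H59, the counts at a P value under 0.05 stand beside these. PUL membership, CAZyme families, and classes (shared, mucin, and unique) came from Table S3, where the class can follow the PUL in place of the single gene, homologous PULs from the part of Table S2b that was used. Activated PUL genes with locus numbers within 5 genes of each other were joined into runs, and runs of 2 or more genes were counted as PULs, so adjacent PULs can count as 1. Locus numbers of strain D2 step by 5. After the data were seen, runs holding more than 1 class were divided where the class changes for the comparisons between classes (1 run of strain D22 and 2 of strain 3_1_23), while counts of PULs use undivided runs. Shares carry exact Clopper-Pearson 95% intervals. Medians of log2 fold over the activated genes of each PUL were compared between shared PULs and all others by a two-sided permutation test of the difference between medians, exact up to 300000 splits and otherwise with 100000 resamples. Shares of PULs were compared between the 3 pairs of strains D22, 3_1_23, and D2 by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment.

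A total of 26 gene lists was written from known functions, covering SusC-like and SusD-like proteins, CAZyme groups, sulfatases, sugar, amino sugar, and histidine catabolism, central metabolism, translation, tRNA and its modification, biotin, mobile elements, stress, and PUL regulators. In strain NLAE-zl-H59, 7 lists were tested by two-sided Fisher's exact test against the measured genes, with Benjamini-Hochberg adjustment over the 7, and the median of each list was set against 10000 random lists of its size. These tests use genes with a gene symbol alone, since other annotations cover only the genes of Table S3d, so the genes tested are fewer than those counted. The other 19 lists had fewer than 3 such genes and were not tested, and in the other strains lists give counts only. Lists match names, so that a gene under another name is missed. Genes named in the text are, per strain, the 10 activated genes of largest fold, the 5 repressed genes of smallest fold, the 2 leading PULs per class, and up to 4 members per list. PULs of lower rank, the activated genes of stretches outside PULs, members of homologous PULs, and further genes of unique and repressed PULs were named after their values were seen. The thresholds, lists, naming rule, kinds of test, and most alternatives were set before the data were examined, when the values of Table S3 had been seen. After the data were seen, the permutation test was made exact up to the stated number of splits and allowed for a single PUL in a group, without which strains D22 and NLAE-zl-H59 have no such test. The list test was tested on simulated data: a planted list of 20 genes with 10 activated was recovered in 200 of 200 simulations, and 5 random lists were called. The lists tested in the data held 3 to 54 genes, none activated at a P value under 0.01. The simulation therefore does not give the chance of finding an enrichment in them.

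Alternatives were a fold change above 20 or 5, a P value under 0.001 or 0.05, a gap of 2 or 10 genes, 1 gene per PUL, the largest fold per PUL, genes in place of PULs, a Benjamini-Hochberg adjustment of the authors' P value, an unadjusted p from T, Table S3d in place of the deposited table, and PULs of mixed class left out. Computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, and matplotlib 3.10.9.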

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

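The test of the conjugation genes below was chosen only after the result was seen, and the other values carry no test.

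Genes lower on mucin *O*-glycans, which the text of the paper does not discuss, numbered 61 in strain D22, 48 in strain 3_1_23, 28 in strain D2, and 49 in strain NLAE-zl-H59, and 6, 6, 7, and 1 of them were PUL genes. Lower SusC-like genes numbered 1, 2, 2, and 2 and lower SusD-like genes 1, 1, 1, and 0 in the same order, and NLAE-zl-H59 had 5 and 3 at a P value under 0.05. The lowest gene of strain D22 in the authors' deposited table was the *O*-acetylhomoserine aminocarboxypropyltransferase gene HMPREF0106_03626, an enzyme of homocysteine synthesis, at a fold change of 0.000960, and its counterpart HMPREF9010_03433 in strain 3_1_23 stood at 0.00149. In strain 3_1_23, a shared PUL was lower on mucin *O*-glycans, with the regulator gene HMPREF9010_02005, the SusD-like gene HMPREF9010_02006, and the SusC-like gene HMPREF9010_02007 at 0.000901, 0.00171, and 0.00194 and the neighbors HMPREF9010_02004 and HMPREF9010_02008 at 0.0460 and 0.0801 in the authors' deposited table. Strain D22 also had lower genes of a shared PUL, HMPREF0106_04174 to HMPREF0106_04177, at 0.0457, 0.0316, 0.0147, and 0.0587 in the authors' deposited table. In strain D2, the genes BacD2_010100004054 to BacD2_010100004074 of a shared PUL were lower, with the SusD-like gene BacD2_010100004069 at 0.0101 and the SusC-like gene BacD2_010100004074 at 0.0180 in the authors' deposited table.

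Activated genes outside PULs numbered 122 in strain D22 (63.2% of its activated genes), 131 in strain 3_1_23 (57.7%), 166 in strain D2 (46.2%), and 71 in strain NLAE-zl-H59 (71.7%; 227 or 61.2% at a P value under 0.05). In NLAE-zl-H59, 12 of these (43 at a P value under 0.05) are absent from Table S3d, so that their place in or outside a PUL is unknown. A gene for elongation factor G, a translation factor, was among them in strains D22 (HMPREF0106_04087, 121-fold), 3_1_23 (HMPREF9010_03579, 29.6-fold), and D2 (BacD2_010100020061, 86.3-fold), and H59DRAFT_00165, with the GTP-binding domain of such factors, was 282-fold higher in the authors' deposited table.

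Histidine catabolism, which turns histidine into glutamate and ammonia and which the paper does not discuss, had 3 activated genes in each of strains D22, 3_1_23, and D2. The histidine ammonia-lyase genes HMPREF0106_03569, HMPREF9010_00015, and BacD2_010100026594 were 40.9-fold, 37.1-fold, and 39.2-fold higher in the authors' deposited table. Strain NLAE-zl-H59 had 0 such genes at a P value under 0.01 and 3 at one under 0.05.

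In strain NLAE-zl-H59, 10 neighboring genes not listed as PUL genes, H59DRAFT_05722 to H59DRAFT_05732, which include conjugation genes, were activated at a P value under 0.05, 5 of them at a P value under 0.01. Their median fold change was 292 in the authors' deposited table, with the TraM gene H59DRAFT_05725 at 1443 and the TraO gene H59DRAFT_05723 at 997, against 3.66 for 20 flanking genes. The stretch was chosen by its activated genes and ends where they end. Its contrast with the flanking genes follows at least in part from that choice. Levels on glucose are not known, so folds of this size may rest on very low glucose values. A candidate explanation is a copy number change of the whole stretch, as on excision of a mobile element, which would raise every gene alike. The log2 fold changes had a standard deviation of 1.49, above the 0.94 that their standard errors give if T is on the log2 scale, but by less than a factor of 2, so measurement error keeps this open, and a copy number change and a change in transcription cannot be told apart. A response to the carbon source and reads shared with the similar stretch H59DRAFT_04360 to H59DRAFT_04370 (median 160-fold) also stay open, as untested.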

How the results depend on the processing

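Alternatives at a P value under 0.05 for PULs, shares, folds, and lists of strain NLAE-zl-H59, the unadjusted p from T, Table S3d in place of the deposited table, all genes the authors list as higher in D22, PULs of mixed class left out, and the lower genes at any fold were chosen only after the result was seen. Of the results under the alternatives set beforehand, 51 stayed within the limits set for them, 23 moved, and 2 turned in sign; of those added later, 4 stayed, 8 moved, and 1 turned. With a fold change above 20, activated genes of strains D22, 3_1_23, and D2 fell to 93, 133, and 157, repressed genes to 21, 13, and 15, and PULs to 7, 12, and 12, and the share of PUL genes of the shared class became 92.1% in D22 and 90% in D2; fewer genes pass a higher fold by construction. With P under 0.001, D22 had 38 repressed and 3_1_23 had 116 activated genes, and NLAE-zl-H59 had 7 activated and 6 repressed genes and 0 PULs. With P under 0.05, NLAE-zl-H59 had 371 activated and 129 repressed genes, 28 PULs, 1 enriched list, and a log2 fold difference of shared against other PULs of 0.48 in place of -0.37; with the lower genes at any fold, 3 lists were enriched. A Benjamini-Hochberg adjustment of its P value, a second adjustment, left 0 activated and 0 repressed genes, against 362 and 128 with the unadjusted p from T. Table S3d gave 351 activated and 103 repressed genes and 31 PULs. With 1 gene per PUL, there were 20 PULs in D22 and 10 in NLAE-zl-H59. Counting PULs in place of genes gave a shared share of 92.3% in D22. With the largest fold per PUL, the log2 fold difference in D22 was -3.77 in place of 0.59, and with genes in place of PULs that of NLAE-zl-H59 was 1.79; the D22 test holds a single mucin PUL and could not pass, the NLAE-zl-H59 difference did not pass, and the cause was not tested. For the fold comparison, p ranged from 0.0527 to 1 over all settings. No paired analysis was possible because the values used hold 1 comparison per gene and no value per sample; for the same reason DESeq2 with its size factors, other pseudocounts and filters, quantile normalization, a replicate block, and leaving out each replicate were not run. The deposited table of strain NLAE-zl-H59 does hold 6 columns of values per sample. Their names match no sample label, so they were set aside and these alternatives were not tried on them. In strains D22, 3_1_23, and D2, a fold change of 5, P under 0.05, and a further adjustment were not run because their tables list only genes past a threshold, and at P under 0.001 NLAE-zl-H59 has no PUL gene to give a share. Depth is unknown and sets no stated limit here.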

Differences from the paper's values

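Counts were taken as different beyond a ratio of 1.5. Within it, the paper counts 196 activated genes and 14 activated PULs in strain D22, where 193 and 13 are found here, 19 and 42 activated PULs in strains 3_1_23 and D2, where 20 and 43 are found, and 63 of 75 PULs not unique to degraders, where 65 of 77 are found. Counting every gene of strain D22 that the authors list as higher, not all of them above 10-fold, gives 196. The differences beyond it all concern strain NLAE-zl-H59, for which the paper's text states no P value threshold; the counts here use a fold change above 10 and the deposited P value under 0.01. The paper's count of activated genes is 373, and the count here is 99. Of the alternatives set before the data were examined, a P value under 0.05 gave 371, within the limits set for a difference, and a fold change above 20 (89), one above 5 (102), a P value under 0.001 (7), and a Benjamini-Hochberg adjustment of the deposited P value (0) did not. Chosen after seeing the values, the unadjusted p from T gave 362 and Table S3d gave 351.

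The paper counts 30 activated PULs, of which 26 are also in the pangenome, 24 are homologous to PULs of nondegrading strains, and 4 are unique; the counts here are 4, 3, 3, and 1. None of the alternatives set before the data were examined brought any of them within the limits: a gap of 2 genes gave 5, 4, 4, and 1, a gap of 10 genes gave 4, 3, 3, and 1, 1 gene per PUL gave 10, 9, 7, and 1, a fold change above 20 gave 4, 3, 3, and 1, and a P value under 0.001 gave 0 for all of them. A P value under 0.05, chosen after seeing the values, gave 28, 24, 21, and 3, and at this threshold 328 of the 349 genes listed as higher in Table S3d and found in the deposited table are activated. Table S3d in place of the deposited table, also chosen after seeing the values, gave 31 activated PULs.

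Table S3d and the deposited table differ by more than 2-fold for 4 genes. The paper's fold changes in Table S3d are 14.1 for H59DRAFT_02493, 469 for H59DRAFT_03150, 112 for H59DRAFT_03153, and 22.5 for H59DRAFT_04630, where the authors' deposited table gives 5.37, 18.0, 47.2, and 8.79. Among the genes of largest fold, the difference is smaller: the paper's Table S3d gives 990 for H59DRAFT_01185, 2200 for H59DRAFT_05725, and 1513 for H59DRAFT_05723, where the authors' deposited table gives 646, 1443, and 997.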

Other observations

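The tests of the P value and of the ribosomal protein genes, and the list tests of lower genes, were chosen only after the result was seen. The bound of the ribosomal test was changed repeatedly after values were seen.

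Genes of central metabolism and tRNA modification were among those past the thresholds, without a test of enrichment in strains D22, 3_1_23, and D2. Enzymes of succinyl-CoA and citrate metabolism gave 3, 2, and 3 activated genes in strains D22, 3_1_23, and D2 and 1 in NLAE-zl-H59; the beta subunit of succinyl-CoA synthetase was 61.4-fold higher in D22 (HMPREF0106_04924), 35.6-fold in 3_1_23 (HMPREF9010_01368), and 64.5-fold in D2 (BacD2_010100023614) in the authors' deposited table. Genes for queuosine, a modified base of tRNA, were lower in 2, 2, 0, and 1 cases, among them the preQ1 synthase genes HMPREF0106_04830 and HMPREF9010_02270 at 0.0718 and 0.0742 and queC of NLAE-zl-H59 at 0.0515 in the authors' deposited table. Biotin synthesis had 2, 1, 0, and 0 lower genes and tRNA had 6, 1, 0, and 0. The tRNA genes HMPREF0106_10031 and HMPREF0106_10032 of D22 have the same fold change (0.0622) and P value (0.00343) in the authors' deposited table. They may therefore not be separate measurements. The fucose list matched 1 lower gene in D22, HMPREF0106_01342 for GDP-L-fucose synthetase, which makes GDP-fucose and is not catabolic. NLAE-zl-H59 had 2 lower genes for queuosine, 2 for biotin, and 0 for tRNA at a P value under 0.05. Mobile element genes were higher in 1, 0, 4, and 4 cases, and in NLAE-zl-H59 another 2 were lower (6 higher and 5 lower at a P value under 0.05).

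In strain NLAE-zl-H59, a pair of stretches with sensor histidine kinase and response regulator genes outside PULs was activated, H59DRAFT_03889 to H59DRAFT_03892 with a median of 586 and H59DRAFT_04718 to H59DRAFT_04722 with a median of 540 in the authors' deposited table. With a P value under 0.05, the list of ECF sigma and anti-sigma factors gave 10 activated genes (1 at a P value under 0.01). That 1 gene, H59DRAFT_00170, is annotated with an STN domain alone, which does not name a sigma or anti-sigma factor. Its neighbor H59DRAFT_00169, annotated as FecR, had a deposited P value of 0.0137. With a P value under 0.05, rhamnose and xylose catabolism gave 3, and fucose catabolism, sulfatases, and stress genes 1 each, where none passed at a P value under 0.01. The list of hybrid two-component and other PUL regulators matches none of the histidine kinase and response regulator domain names and counted 0 genes in this strain. It therefore does not cover the genes of this pair of stretches. Fructan enzymes, sialic acid catabolism, and galactose catabolism had no named gene past either threshold in this strain, starch and amino sugar genes had 1 lower gene each at a P value under 0.05, and glycolysis 1 higher and 1 lower. In strains D22, 3_1_23, and D2, glycolysis, galactose, starch, and ribosomal protein lists had no gene past the thresholds, and stress genes had 0, 1, and 0.

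Fewer genes of strain NLAE-zl-H59 passed a P value of 0.01 than the paper counts. A candidate explanation is that the deposited P value is adjusted for multiple testing. The Benjamini-Hochberg adjustment of p from T with 4 degrees of freedom matched it to a median absolute log10 ratio of 0.000552, against 0.302 without adjustment, as an adjusted P value would give. Table S3d gives other P values, equal to the deposited ones for 0 of 457 matched genes, and 87 of its 349 matched higher genes pass the deposited P value of 0.01.

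Ribosomal protein genes were lower than other genes on mucin *O*-glycans relative to glucose in strain NLAE-zl-H59. Their median log2 fold change was -1.38, below all 10000 random lists. Of 54 measured, 19 were lower at a P value under 0.05 at any fold (22 when adjusted over the list alone), none was higher, and 35 did not pass. This count of lower genes was enriched over the other measured genes (two-sided Fisher's exact test, adjusted p = 9.64e-07). Glycolysis, with 7 of 12 genes lower (adjusted p = 0.000101), and queuosine synthesis, with 4 of 5 (adjusted p = 0.000779), also passed. A shift of all genes by normalization would move these genes and random lists alike. The comparison with random lists cannot detect such a shift, so it shows only the place of these genes below other genes. The random lists were drawn from all measured genes, also those without a gene symbol. Whether their level fell in absolute terms stays open, because normalization itself can set the median of all genes (0.15). Slower growth on mucin *O*-glycans may underlie the change, but growth rates of these samples are not given in the sources used here, genes of an operon are not independent, and no biological explanation was tested.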
